# Comparative Transcriptomics and Co-Expression Networks Reveal Tissue- and Genotype-Specific Responses of *qDTYs* to Reproductive-Stage Drought Stress in Rice (*Oryza sativa* L.)

**DOI:** 10.3390/genes11101124

**Published:** 2020-09-24

**Authors:** Jeshurun Asher Tarun, Ramil Mauleon, Juan David Arbelaez, Sheryl Catausan, Shalabh Dixit, Arvind Kumar, Patrick Brown, Ajay Kohli, Tobias Kretzschmar

**Keywords:** co-expression network, drought-tolerant-yield, reproductive-stage drought, *qDTY*s, rice, transcriptomics

## Abstract

Rice (*Oryza sativa* L.) is more sensitive to drought stress than other cereals. To dissect molecular mechanisms underlying drought-tolerant yield in rice, we applied differential expression and co-expression network approaches to transcriptomes from flag-leaf and emerging panicle tissues of a drought-tolerant yield introgression line, DTY-IL, and the recurrent parent Swarna, under moderate reproductive-stage drought stress. Protein turnover and efficient reactive oxygen species scavenging were found to be the driving factors in both tissues. In the flag-leaf, the responses further included maintenance of photosynthesis and cell wall reorganization, while in the panicle biosynthesis of secondary metabolites was found to play additional roles. Hub genes of importance in differential drought responses included an expansin in the flag-leaf and two peroxidases in the panicle. Overlaying differential expression data with allelic variation in DTY-IL quantitative trait loci allowed for the prioritization of candidate genes. They included a differentially regulated auxin-responsive protein, with DTY-IL-specific amino acid changes in conserved domains, as well as a protein kinase with a DTY-IL-specific frameshift in the C-terminal region. The approach highlights how the integration of differential expression and allelic variation can aid in the discovery of mechanism and putative causal contribution underlying quantitative trait loci for drought-tolerant yield.

## 1. Introduction

Rice (*Oryza sativa* L.) is a staple crop feeding over half of the global population [1]. The Green Revolution accelerated the productivity of rice cultivation across Asia by focusing on irrigated, high input systems [2]. Intensification and expansion into new suboptimal cultivation areas, coupled with changing climatic conditions, however, necessitate a shift towards low input systems. Under resource- and water-limiting conditions, tolerance of both abiotic and biotic stress factors is crucial to ensure productivity.

Traditionally, rice was grown in areas naturally irrigated by seasonal floods [3]. Pre-domesticated rice is essentially a wetland species, making rice more sensitive to drought stress than most other staple crops [4]. Particularly, during the reproductive stage, drought typically causes yield reduction of 50% or more [5,6,7,8,9,10]. Consequently, water limitation is a major environmental constraint to rice production [11].

Successful strategies to identify factors contributing to drought tolerance involved mapping of quantitative trait loci (QTLs) for grain yield under drought conditions, so-called DTY (drought tolerant yield) QTLs [12]. By crossing the drought-tolerant donor N22 with Swarna, several major-effect DTY QTL, among them *qDTY1.1*, and *qDTY3.2* were identified as having consistent effects on grain yield under reproductive-stage drought stress (RDS) and no apparent yield or performance penalty under non-stress conditions [7]. These were subsequently introgressed into drought susceptible elite parents through backcrossing [13], resulting in the release of several drought-tolerant rice varieties. For example, “Bahuguni dhan-1”, a sister line of DTY-IL used in this study, was recently released in Nepal [13]. In addition, several other large-effect DTY QTLs were identified from other populations and utilized for their potential to confer drought tolerance [14,15,16,17]. Gene discovery work in *qDTY12.1* resulted in the identification of a NAM transcription factor as an intra-QTL hub gene [18,19].

To unravel specific drought responses in rice, transcriptome studies across different cultivars and drought stress conditions identified hundreds of differentially expressed genes (DEGs) in an organ- and time-specific fashion [1,10,20,21,22,23,24,25,26,27]. Collectively these studies pinpointed key transcription factors (TFs) involved in ABA-dependent and ABA-independent pathways to be upregulated during water deficit stress, effecting osmolyte production, reactive oxygen species (ROS) scavenging and ion transportation [10,22,28].

After an initial focus on studying drought during vegetative stages, the importance of RDS was soon realized [8,23,29,30,31,32,33]. From an applied perspective, grain yield under drought is the key trait, making yield-associated developmental processes and responses under RDS a focus of drought research in rice [8]. Knowledge of broad level biological mechanisms governing RDS responses, however, is still limited [34]. Convincing concepts on how drought-stress-related genes are regulated are still in their infancy. DEG analysis, based on single-genes, often failed to result in meaningful biological interpretations [35,36], prompting the development of network-based techniques that consider complex relationships among genes [37,38].

Gene co-expression networks (GCNs) are increasingly employed to explore system-level functionality of genes and have been found useful for describing the pairwise relationships among genes [39]. GCNs provide a structured pathway for extracting modular responses from large datasets that are often missed by DEG or ANOVA approaches [40]. It shifts the focus from single candidate genes to groups of related genes that likely operate together within a tissue or in response to a stimulus [41]. Genes clustering in a module, provide insight into potential regulatory functions [40,42,43]. An essential application of GCN analysis is to identify functional gene modules, which are a group of nodes that have high topological overlap [44]. Weighted gene correlation network analysis (WGCNA) can be used for co-expression network analysis of gene expression data to find modules of highly correlated genes [45]. In rice GCN analysis provided some insights into gene regulation under drought stress, including (i) consensus modules of downregulated and upregulated genes [46]; (ii) a module enriched for genes involved in water homeostasis and embryonic development, including a heat shock TF [47] and (iii) new candidates involved in drought response [48].

While a number of major QTL for DTY have been discovered, knowledge regarding the underlying physiological mechanisms is largely lacking. On the other hand, while a number of transcriptome studies provided some general insights into drought responses of rice, they did not take presence of specific DTY QTL into account. In the 2014 and 2015 drought field trials at the International Rice Research Institute (IRRI), a DTY introgression line (DTY-IL) performed well under drought without showing a penalty under irrigated conditions. We decided to investigate this line further in a comparative transcriptomic approach against its drought susceptible recurrent parent Swarna. Our rationale for this study was that combining a functional genomics with a classical genetics approach would improve resolution on drought tolerance mechanisms. By applying a gene co-expression network analysis and focusing on key source (flag-leaf) and sink (emerging panicle) tissues at reproductive stages, which had previously been demonstrated as critical for drought response [43], we speculated that adaptive mechanisms that drive yield under drought could be captured. By comparing the differential expression responses and overlaying genetic variation within the introgressed DTY QTL we further aimed to demonstrate that the differences at the genome-wide transcriptome level are modulated by the introgression segments. Our results support previous findings in respect to general mechanisms underlying drought response, and in addition suggest specific mechanisms underpinning DTY QTL.

## 2. Materials and Methods

### 2.1. Plant Materials and Experimental Treatments

Rice genotypes used in this study were: Swarna, a South Asian *indica* mega variety, susceptible to drought stress, and DTY-IL (designation IR 96321-1447-165-B-3-1-2), a highly drought-tolerant F_7_ introgression line containing N22 fragments in a Swarna background. DTY-IL is sister line of IR 96321-1447-651-B1-1-2, which was recently released as a drought-tolerant variety in Nepal [13].

Field experiments were conducted in the 2014 and 2015 dry season (DS), and were laid out in an augmented RCB design. The 2014 trial had 420 entries and 6 checks with 5 blocks in a single row per plot while the 2015 trial, had 46 entries and 2 checks with 4 blocks in four rows per plot. For both trials, only checks were repeated based on the number of blocks. For the drought screening, water was removed from the field around 28–30 days after transplanting by opening all drainage canals around the field. PVC pipes measuring 1.1 to 1.2-m long were installed in different parts of the field for water table measurements. The PVC pipes were placed 1 m below the soil surface. The water table was measured regularly starting 1 day after draining the field.

A pot experiment was arranged in a randomized complete block design with two treatments (well-watered and 2-weeks drought-stressed), two genotypes, and six replications in a greenhouse at the International Rice Research Institute (Los Baños, Philippines) from July to November 2015. Three pre-germinated seeds of the two genotypes were initially seeded on white porcelain pots filled with 15 kg of clean puddled field soil (not sterilized). Upon seedling establishment, a healthy seedling was retained in each pot and grown under a well-watered condition in the greenhouse until the booting stage before initiating a dry-down experiment. A day before imposing stress, all the pots were saturated with water and allowed to drain excess water for 24 h to maintain the field capacity (FC) so that the soil moisture amount in each pot was uniform. Then each pot was weighed to know the amount of water at FC. The temperature inside the greenhouse during the stress induction was at a maximum of 30–34 °C and a minimum of 23–26 °C, and a day-time relative humidity of 69%–95% (Figure S1A). During the drought stress period, the pots were weighed daily, and the difference in weight on subsequent days was corrected by adding water to maintain the required FC [49]. For RDS, water was withheld at the reproductive R2 stage, on discrete morphological criteria as described by [50], until the soil moisture level dropped to 75% FC and was maintained for nine days, whereas control plants were well-watered. At day 10, FC was reduced to 50% for three more days (Figure S1B). Flag-leaf and whole panicle samples of well-watered and drought-stressed treatments were collected at the R3 stage [50] on the 12th day of RDS and immediately flash-frozen in liquid nitrogen. Four independent biological replicates for each tissue and each genotype sample were harvested.

### 2.2. RNA Extraction and Sequencing

Total RNA was extracted using the Qiagen RNeasy Plant Mini Kit (Qiagen, Limburg, The Netherlands). RNA concentration was quantified using Nanodrop spectrophotometer (ND-1000; Nanodrop Technologies, Wilmington, DE, USA), while purity and integrity were established using an Agilent 2100 BioAnalyzer RNA 6000 Kit (Agilent Technologies, Santa Clara, CA, USA), with a RIN value of 8 used as quality threshold. Illumina library preparation and sequencing were completed following the standard protocols of Macrogen Inc. (Seoul, South Korea). Using Illumina HiSeq 2000 and HiSeq 4000 (Illumina, Inc., San Diego, CA, USA) platforms for the whole panicle and flag-leaf tissues, respectively, 101 bp aired-end sequencing was done. A quality check of raw RNA-Seq reads was performed using FastQC software (version 0.11.5) [51]. The sequencing data have been deposited in NCBI’s Gene Expression Omnibus (GEO) database under the accession number GSE145870.

### 2.3. Transcriptome Assembly and Expression Level Quantification

Raw fastq reads were filtered using Trimmomatic software, version 0.36 [52] using default settings. An indexed transcriptome fasta file was built from the rice japonica genome (IRGSP1.0) and annotation gff3 file from Rice Genome Annotation release 7 (RGAP 7, http://rice.plantbiology.msu.edu/), using the “gffread” function of Cufflinks (version 2.2.1) [53], and Salmon (version 0.7.2) [54] “index” function. Salmon then quantified transcript abundance in quasi-mapping mode directly using the indexed transcriptome and the trimmed high-quality paired-end reads with parameters “-l A, -seqBias and -gcBias” to allow automatic inference of library type, learn and to correct for sequence-specific and fragment-level GC content biases, respectively. Gene expression levels were normalized using the transcripts per million mapped reads (TPM) method, exported as estimated transcript abundance, and aggregated to gene-level expression using the Bioconductor package tximport (version 1.2.0) [55] complemented with the reader package (version 1.1.1), within the R environment (version 3.3.3). Principal component analysis (PCA) was performed in R using ggplot2 (version 2.2.1) and gplots package (version 3.0.1) to determine relationships between samples.

### 2.4. Differential Expression Analysis

*DESeq2* software (version 1.14.1) in R was used to identify DEGs in pairwise comparisons [56]. Two series of DE analysis using the following contrast arguments was performed with the reference assembly approach in flag-leaf and panicle samples: contrast 1—the condition effect for each genotype, in other words, IL_DvsIL_C, and SWA_DvsSWA_C, and contrast 2—the genotypic effect for each condition, in other words, IL_CvsSWA_C and IL_DvsSWA_D. Only genes that have at least ten reads in total were used for DE analysis. Differentially expressed genes (DEGs) were defined as those presenting an absolute fold change (FC) ≥ 2 or ≤ 0.5 and a False Discovery Rate (FDR) adjusted *p-*value ≤ 0.05 in any pairwise comparison. DEGs were then subjected to enrichment analysis of gene ontology (GO) terms, KEGG, and other metabolic pathways defined by a hypergeometric and Fisher’s exact test using agriGO (version 2.0), KOBAS (version 3.0), and STRING database (version 10.5). The MapMan tool (http://MapMan.gabipd.org) was used to visualize the involvement of the DEGs in pathways of interest.

### 2.5. Gene Co-Expression Network Analysis

Gene co-expression network analysis to group genes into modules used the R package WCGNA (v1.6.1). A power value of 6 and 9 for flag-leaf and panicle, respectively, predicted a gene co-expression network that exhibited scale-free topology with inherent modular features (Figure S10A,D). The “blockwiseModules” function of WGCNA was used to detect and generate modules. Network interconnectedness was measured by calculating the topological overlap using the TOMdist function with a signed TOMType. Average hierarchical clustering using the “hclust” function was performed to group the genes based on the topological overlap dissimilarity measure (1-TOM) of their connection strengths. Network modules were identified using the dynamic tree cut algorithm (version 1.63.1) with minimum and maximum module size of 20 and 20,000, respectively, merging threshold function at 0.15, and deep split parameter set at level 2. The module “eigengenes” was used to calculate the correlation coefficient for the samples to identify biologically significant modules. To visualize the expression profiles of the modules, the eigengene (first PC) for each module was plotted using a customized bar plot function in R. To identify hub genes within the module, the module membership (MM) for each gene also known as module eigengene-based connectivity (kME) was calculated, based on the Pearson correlation between actual expression values and the module eigengene. Incorporating the gene significance (GS) measures, which could also be defined by the −log10 (*p*-value) from IL_DvsSwa_D contrast in DE analysis as external information into the co-expression network, genes within a module with the highest MM and GS values are highly connected within that module. To identify modules shared between the flag-leaf and panicle networks, a consensus network was generated. An in-house R function was used for overlap counting and statistical testing. The consensus network matrix for the flag-leaf and panicle tissue networks was plotted to show the significant overlap in gene count of two modules based on Fisher’s exact test with the −log10 (*p-*value).

### 2.6. Over-Representation Analysis (ORA)

The “kegga” function under the “goana” package in R utilized the user-supplied GO slim assignment and InterPro classification from RGAP 7 independently in the form of data.frame annotation alongside the multiple gene lists generated in each module. Gene.pathway was the data.frame linking genes to pathways and pathway.names was the data.frame giving full names of pathways. The universe was the vector specifying the set of unique gene identifiers used in WGCNA to be the background and not the whole genome. Finally, GO slim terms, and InterPro protein families and domains were called significantly over-represented in the gene set if the *p-*value is < 0.05.

### 2.7. Quantitative PCR Analysis

Primers were designed using QuantPrime (https://quantprime.mpimp-golm.mpg.de). cDNA was synthesized from 2 μg total RNA using the ImProm-II Reverse Transcription System (Promega, Madison, WI, USA), according to the manufacturer’s protocol. qRT-PCR was performed using two independent biological replicates and three technical replicates. qRT-PCR was set up in 386-well PCR plates with 0.2 μM primers using SYBR Green PCR Master Mix kit (Applied Biosystems, Foster City, CA, USA), following the manufacturer’s protocol in a reaction volume of 10 μL via a Roche LightCycler 480 Real-Time system (Rotkreuz, Switzerland). Reaction conditions were as follows: denaturation at 95 °C for 5 min, 45 cycles of 95 °C for 10 s, 60 °C for 15 s and 72 °C for 8 s, heating from 65 to 95 °C. Two internal reference genes ELF and ATU were designed to normalize the relative gene expression levels for flag-leaf and panicle tissue, respectively, using the 2^−△△^CT method with ΔCT = CTgene − CTreference gene [57]. For comparison of fold change, scatterplots were generated using the log_2_ fold change determined between RNA-Seq and qRT-PCR, which is defined as ΔΔCT (for comparative threshold cycle).

### 2.8. Genotyping

Using the C7AIR, 7098 SNPs were called for N22, Swarna and the DTY-IL [58]. Frequencies for each SNP across replicated samples were estimated and the most frequent genotype was considered true. Missing markers and monomorphic markers between the parents N22 and Swarna were discarded. For the remaining markers (1648 SNPs) genotypic calls from each parent were used to assign inheritance from N22 or Swarna. Fragments from the donor parent N22 were defined as consecutive SNPs with N22 homozygous genotypes. Markers that potentially represent miss-called double recombination were discarded if the probability of observing this event was smaller than 1 cM or 1 in 100 events. A graphical representation of the markers inherited from N22 and Swarna were graphed using the R package ggplot2. RNA-Seq reads of the candidate genes were aligned and visualized in IGV (version 2.8.2) relative to MSU7 (Nipponbare) and in the latest versions of the MH63 and N22. Clustal Omega (version 1.2.4) was used for multiple protein sequence alignments. FGENESH was used as the gene prediction tool with *O. sativa* vg. *indica* as the background organism. SNP-Seek (https://snp-seek.irri.org) was used to validate the NS SNPs across the 3 K genomes.

### 2.9. DNA Extraction and Sanger Sequencing

Genomic DNA was extracted from the leaves of N22, the DTY-IL *qDTY* donor, using the Qiagen DNeasy Kit (Qiagen, Limburg, The Netherlands) according to the manufacturer’s instructions. LOC_Os01g67030 (auxin responsive protein) including a 1.8 kb upstream promoter region was amplified using the forward primer GAGCGTGCAGTCCACTAGGCATTATC and reverse primer GTGACACGTATTCTGATGTACTG. The amplicon was cloned into the pGEM-T Easy Vector (Promega, WI, USA), as per manufacturer’s instructions and Sanger sequenced using Macrogen, Inc. South Korea as service provider.

## 3. Results

### 3.1. Phenotypes of Swarna and DTY-IL under Reproductive Stage Drought Stress

In the 2014 and 2015 dry season (DS) drought-stress field trials at IRRI, DTY-IL and Swarna, showed similar grain yield (Figure 1A) and plant height (Figure 1B) under irrigated conditions. Under reproductive-stage drought stress height was reduced in both genotypes to a similar degree (Figure 1B). While yield was reduced in both lines under drought, DTY-IL achieved about double the average grain yield compared to Swarna (Figure 1A). In addition, three weeks after draining the field, Swarna showed clear signs of leaf rolling. Leaf rolling was also observed for Swarna in the greenhouse experiment. While there was no visible difference in flag-leaf morphology between both genotypes under the well-watered condition (Figure 1C), a prominent leaf rolling phenotype in Swarna was observed after ten days of drought stress with complete leaf-rolling on the 12th day of drought stress (Figure 1D).

### 3.2. Generating a Transcriptional Map of the Moderate RDS Response in Rice

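Panicle RNA was sequenced from DTY-IL, the introgression line that carries segments of the drought-tolerant donor N22 in a Swarna background, and from Swarna, with 4 libraries of well-watered plants and 4 libraries of plants under RDS per genotype. Under RDS the soil was held at 75% of field capacity for 9 days and at 50% for 3 more days, and panicles of both treatments were collected on day 12. The authors trimmed the reads, estimated transcript counts with salmon against the Nipponbare transcriptome of RGAP 7 with corrections for sequence and GC bias, and summed them per gene with tximport. The values used here are these estimated counts, deposited as whole numbers without normalization for 55801 genes in 16 libraries. Total counts per library ranged from 26308434 to 30031096 in DTY-IL control (median 29914735.5), from 25360142 to 27958844 in DTY-IL drought (median 26477749), from 27453771 to 31080042 in Swarna control (median 29354845) and from 24677520 to 27971467 in Swarna drought (median 26717694.5). Table S1 lists nearly the same total read counts, and the values used here are those of the count table. The count columns name the group and a number but no pot, so the replicate numbers used here are those of the columns. From the counts, 15 libraries were fitted together, without Swarna control replicate 3, which the paper left out. The 33698 genes with at least 10 counts in total over these libraries were normalized with edgeR's TMM factors and tested for each contrast with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment. As in the paper's methods, DEGs had an adjusted p-value of at most 0.05 and an absolute log2 fold change of at least 1. Salmon divides reads that fit several similar genes, so counts of near-identical genes are uncertain. A gene with at most 3 counts in every library of a group is treated as not detectable above that level at this depth, which covers counting error only. The files list genes by RGAP 7 locus and do not pair loci with names, so gene names are those the paper gives.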

Mapping rates ranged from 77.7–92.9% for flag-leaf and 87.9–92.8% for panicle (Table S1), covering 28,283 and 33,698 genes, respectively. 

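After a variance-stabilizing transformation of the panicle counts, the Euclidean distance between libraries of the same genotype and treatment averaged 118 ± 29.8 (SD, 21 pairs). It averaged 141 ± 27.1 (SD, 28 pairs) between libraries of the same treatment but different genotypes and 211 ± 33.3 (SD, 28 pairs) between libraries of the same genotype but different treatments. The nearest neighbour of each of the 15 libraries belonged to its own genotype and treatment group.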

Sample clustering and heatmap visualization of log_2_-transformed, normalized count data demonstrated clear separation between genotypes and treatments for both flag-leaf and panicle samples (Figures S2A,B and S3A,B). 

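Over the 500 most variable genes of the 15 panicle libraries, PC1 carried 66.6% and PC2 carried 16.0% of the variance, together 82.6%. The sum stayed between 80.2% and 87.5% across the 15 fits that each left out one replicate, and was highest without DTY-IL control replicate 3. With Swarna control replicate 3 included, the alternative that moved it most, the sum was 75.9%.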

Principal components (PC) analysis showed that the first and second PC explained 93% of the total variation for flag-leaf (Figure S2C) and 81% for panicle tissue (Figure S3C). Biological replicates of each genotype-treatment combination clustered together and the treatment effect was greater than the genotype effect for both tissues (Figures S2C and S3C). 

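On PC1 the drought libraries scored 76.2 higher than the control libraries on average, with no overlap between the treatments (2-sided permutation test over 6435 divisions of the 15 libraries, p = 0.0001554, the smallest they can give). With the treatments pooled, the genotypes did not separate on PC1 (difference between DTY-IL and Swarna of -13.3, permutation p = 0.538). Those divisions ignore treatment, so they cannot decide whether the genotypes differ on PC1 within a treatment. Under drought alone the difference was -19.4 (exact permutation test, p = 0.143). On PC2 the genotypes separated, with a difference between DTY-IL and Swarna of -34.4 (permutation p = 0.0001554, the smallest that the 6435 divisions can give). PC2 did not separate the treatments (permutation p = 0.726). Across genes, the median absolute log2 fold change was 0.63 for drought in DTY-IL, 0.84 for drought in Swarna, 0.29 between the genotypes under control conditions and 0.37 between the genotypes under drought.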

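In the count table, the library of Swarna control replicate 3 held 29034763 counts, within the range of the other 15 libraries. It had 20496 genes with at least 10 counts, against 24398 to 26160 genes in the others, and its 10 most abundant genes took 15.1% of its counts, against 4.43% to 9.68% in the others. Its distance on variance-stabilized counts was 367 ± 3.68 (SD, n = 3) to the other Swarna control libraries, while distances among those averaged 79.4 ± 9.57 (SD, 3 pairs). Its distance was 333 ± 9.06 (SD, n = 4) to the Swarna drought libraries. Its Spearman correlation across genes with the other Swarna control libraries was 0.801 to 0.806, where genes are not independent replicates.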

An exception was a single Swarna panicle sample, which was removed from all further analyses as an outlier (Figure S4). The sum of the non-redundant/unique log_2_ normalized genes with significant changes of expression at FDR adjusted *p*-value ≤ 0.05 across four different contrasts were 17,616 and 18,614 for flag-leaf and panicle tissue, respectively. 

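In the panicle, 17330 of the 33698 tested genes had an adjusted p-value of at most 0.05 in at least 1 of the 4 contrasts (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These were 11120 genes for drought in DTY-IL, 14918 for drought in Swarna, 403 between the genotypes under control conditions and 1684 between the genotypes under drought. With Swarna control replicate 3 included, the alternative that moved the union most, it fell to 10345 genes. Across the 15 fits that each left out one replicate it was 14909 to 17886 genes. With 200 genes changed in simulated counts drawn from these libraries' means, depths and dispersions, the test recovered 75% of 4-fold changes and 23% of 2-fold changes, with 1 false call among 32984 unchanged genes. The changed genes were drawn from expressed genes and changed in Swarna drought alone. With so few changed genes the adjustment is stricter than for drought here, so these rates do not measure recovery in the drought contrasts.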

Pairwise DE analysis for all genotype-treatment combinations identified DEGs of significance for flag-leaf and panicle (Figure S5), and a Venn diagram was used to visualize three categories of unique and common responses in flag-leaf (Figure 2A and Figure S6A,B, Table 1) and panicle (Figure 2B and Figure S6C,D, Table 1).

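For panicles under drought, 6660 DEGs were called in DTY-IL (2515 up- and 4145 downregulated) and 9925 in Swarna (3996 up- and 5929 downregulated) with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Between the genotypes, 371 DEGs were called under control conditions (202 higher and 169 lower in DTY-IL) and 1131 under drought (705 higher and 426 lower). Of the 5207 genes called as DEGs of drought in both genotypes, 5196 changed in the same direction and 11 in opposite directions. A test against an absolute log2 fold change of 1 in place of a difference from 0 left 1510 DEGs of drought in DTY-IL, 4778 in Swarna and 305 DEGs between the genotypes under drought, and moved these counts most. The alternative that moved the count under control conditions most was DESeq2, with 707 DEGs. Without Swarna drought replicate 3, the count between the genotypes under drought was 626. The difference in drought response itself, tested as an interaction of genotype and drought, passed both thresholds for 19 genes, and for 20 genes at the adjusted p-value alone, while 4149 genes (12.3%) had an unadjusted p-value under 0.05. DESeq2 called 489 genes for the interaction, and the fit with Swarna control replicate 3 included called 0. Across the 15 fits that each left out one replicate the number was 2 to 26, with 2 genes without Swarna control replicate 1 or 2 or Swarna drought replicate 3.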

#### 3.2.1. Expression Profiles of Drought-Responsive Genes in the Flag-Leaf Tissue under RDS

A total of 4180 genes were found to be drought-responsive in flag-leaves of both Swarna and DTY-IL (Figure 2A, Table 1). Gene ontology (GO) enrichment analysis showed functional enrichment among upregulated DEG for transcription, regulation of biological processes, and oxidation-reduction (Table S2-1), while the shared downregulated DEGs were mainly associated with transmembrane transport, localization, and post-translational protein modification (Table S2-2).

In Swarna flag-leaves a total of 515 (188 up- and 327 downregulated) genes were uniquely drought-responsive (Table 1). While no significant GO terms were detected for upregulated DEGs (Table 1), significant GO terms for uniquely downregulated DEGs were largely related to post-translational protein modification, photosynthesis, defense response, and programmed cell death (Figure S7A). Pathway enrichment suggested photosynthesis, ubiquinone, and other terpenoid-quinone biosynthesis, as well as glutathione-mediated detoxification II and tyrosine biosynthesis (Table S3), to be significantly downregulated. MapMan visualization supported the downregulation of cell wall, carbon metabolism, secondary metabolism, and light reaction in Swarna flag-leaves (Figure 3A and Figure S9A).

In DTY-IL flag-leaves 108 (74 up- and 34 downregulated) DEGs were uniquely drought-responsive. While no significant GO terms could be associated with downregulated DEGs, oxidation-reduction, response to stress, and response to stimulus were among the significant GO terms in upregulated DEGs (Figure S7B). Pathway enrichment suggested phenylpropanoid biosynthesis, dhurrin, xylan, and scopoletin biosynthesis, as well as detoxification of reactive carbonyls in chloroplasts to be uniquely upregulated under RDS (Table S3). This was supported by MapMan visualization, showing upregulation of cell wall, lipids, and secondary metabolism (Figure 3B and Figure S9B).

Numerous overrepresented *cis*-elements were found in the group of 327 promoters of uniquely downregulated DEGs in Swarna in flag-leaf, which are mostly involved as binding sites for dehydration responsive genes. These include ACGTATERD1, IBOX, PREATPRODH, MYCATERD1, MYCATRD22, CCAATBOX1, and MYB2AT (Table S4-1). The overrepresented motifs in a set of 74 promoters in the uniquely upregulated DEGs in IL in flag-leaf were mostly functioning upon induction of dehydration stress through the ACGTATERD1 motif (Table S4-2).

#### 3.2.2. Expression Profiles of Drought-Responsive Genes in the Panicle Tissue under RDS

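Genes were counted as drought-responsive in both genotypes when they were DEGs of drought in DTY-IL and in Swarna in the same direction and not DEGs between the genotypes in either treatment. The panicle counts gave 4900 such genes, 1766 upregulated and 3134 downregulated (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the genes in this category in the authors' deposited tables, 4280 were also in it here. The count was 3803 to 5438 across the 15 fits that each left out one replicate, and 1236 under a test against an absolute log2 fold change of 1, the alternative that moved it most. For the interaction of genotype and drought, 0 of the 4900 genes had an adjusted p-value of at most 0.05 and 610 had an unadjusted p-value under 0.05. The category leaves out DEGs between the genotypes, so genes with a clear difference in response are largely removed in advance. On simulated counts the interaction test recovered 47% of 4-fold and 4% of 2-fold differences. The count of 0 therefore does not show equal responses.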

A total of 4799 genes were found to be drought-responsive in panicles of both Swarna and DTY-IL (Figure 2B; Table 1). Enriched GO categories of the upregulated DEGs related to post-translational protein modification and response to stress (Table S5-1), while enriched GO terms of the downregulated DEGs were mostly related to transmembrane transport, carbohydrate metabolic process, and localization (Table S5-2).

In Swarna panicles, a total of 487 (184 up and 303 downregulated) genes were found uniquely drought-responsive (Table 1). 

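Swarna-unique genes were taken as DEGs of drought in Swarna that also differed between the genotypes under drought, but were DEGs neither of drought in DTY-IL nor between the genotypes under control conditions. The panicle counts gave 315 such genes, 109 up- and 206 downregulated (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In DTY-IL, 238 of them (75.6%) changed in the same direction under drought as in Swarna. Their median absolute log2 fold change was 1.97 in Swarna and 0.54 in DTY-IL. The difference in drought response itself, the interaction of genotype and drought, had an adjusted p-value of at most 0.05 for 9 of the 315 genes and an unadjusted p-value under 0.05 for 259 of them. Both contrasts that define the category use the Swarna drought libraries. In 10 sets of counts simulated with the same drought response in both genotypes, the category held 38 genes on average and at most 50. With a response in DTY-IL that is a fixed share of that in Swarna, it held 308 genes on average (range 289 to 339). The share, 0.697, was estimated from these same libraries, so this count is no independent prediction. Both models drew each gene independently, so their ranges may be too narrow. With DESeq2 the category held 481 genes, and 122 of them passed the interaction test of that tool. Without DTY-IL control replicate 3 it held 483 genes, without DTY-IL drought replicate 1 it held 174, and without Swarna drought replicate 3 it held 137.

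**Figure D1:**
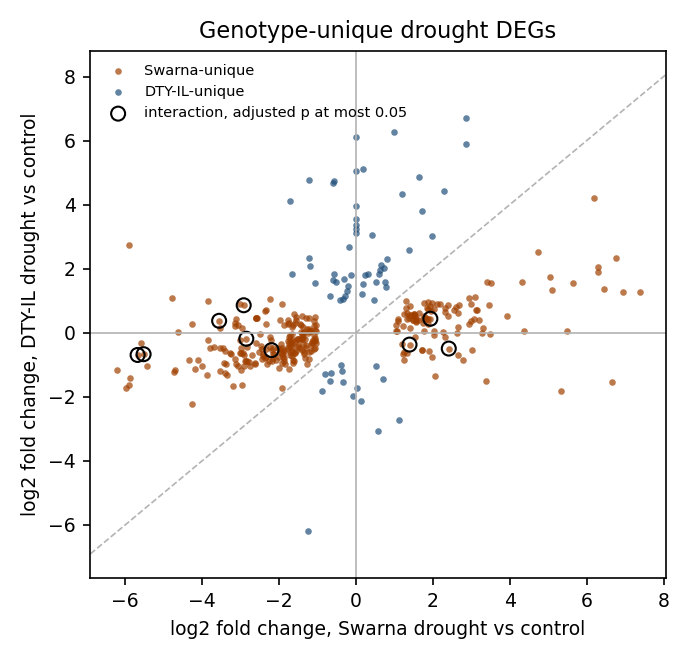
Each point is a Swarna-unique or DTY-IL-unique panicle gene, by its log2 fold change under drought in Swarna (x axis) and in DTY-IL (y axis). The dashed line marks equal changes, and rings mark the 9 genes with an adjusted p-value of at most 0.05 for the interaction of genotype and drought.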

No significant GO terms were identified within the uniquely upregulated DEGs. For the uniquely downregulated genes, significant GO terms included oxidation-reduction as well as monooxygenase activity, tetrapyrrole, and heme-binding (Figure S8A). Significantly enriched pathways associated with downregulated DEGs were related to DNA replication, diterpenoid biosynthesis, phenylpropanoid biosynthesis, and photosynthesis (Table S6). MapMan visualization supported the downregulation of cell wall, lipids, secondary metabolism, amino acids, as well as carbohydrate metabolism (Figure 3C and Figure S9C).

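By the same criteria with the genotypes exchanged, 66 panicle genes were DTY-IL-unique, 51 upregulated and 15 downregulated under drought (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In Swarna, 33 of them changed in the same direction. The interaction of genotype and drought had an adjusted p-value of at most 0.05 for 0 of the 66 genes and an unadjusted p-value under 0.05 for 36 of them. Simulated counts with the same drought response in both genotypes gave 47.7 such genes on average and at most 56, and a response in DTY-IL that is a fixed share of that in Swarna gave 27.3 on average and at most 33. DESeq2 placed 166 genes in the category, of which 58 were also in it with edgeR and 31 passed the interaction test of DESeq2. The count was 105 without DTY-IL control replicate 3, 36 without DTY-IL drought replicate 2, 41 without DTY-IL drought replicate 3, 26 without Swarna drought replicate 3 and 40 without Swarna drought replicate 4.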

In DTY-IL panicle 164 (108 up and 56 downregulated) DEGs were uniquely drought-responsive (Table 1). No significant GO enrichment was identified among the uniquely downregulated DEGs of DTY-IL. Prevalent GO terms of upregulated DEGs were related to protein amino acid phosphorylation as well as oxidation-reduction and carbohydrate metabolic processes (Figure S8B). The most significantly enriched pathways in the panicle tissue of DTY-IL upregulated DEGs were related to propanoate metabolism, methylerythritol phosphate pathway, diterpenoid biosynthesis, camalexin biosynthesis, and circadian rhythm in plants (Table S6). This was supported by MapMan visualization, showing upregulation of cell wall, lipids, secondary metabolism as well as amino acids (Figure 3D and Figure S9D).

Overrepresented *cis*-acting elements in the group of 303 promoters of the uniquely downregulated DEGs in Swarna in panicle tissue mostly involved in dehydration response like the ACGTATERD1, MYBCOREATCYB1, ABRELATEDRD1, and IBOX motifs (Table S7-1). Overrepresented *cis*-elements in a set of 108 promoters of uniquely upregulated DEGs in DTY-IL in panicle tissue were mostly related to dehydration response like the MYB2AT, MYBCOREATCYCB1, and ACGTABOX (Table S7-2).

### 3.3. Drought-Stress-Related Gene Modules within the Transcriptional Map

WGCNA identified 21 distinct co-expressed modules with different expression patterns in flag-leaf (designated as FL-M1 to FL-M21, capturing 17,616 genes) (Figure S10B,C), and 23 distinct modules for panicle network (designated as P-M1 to P-M23, capturing 18,614 genes) (Figure S10E,F).

More than 70% of genes were distributed in the FL-M1 and FL-M2, and P-M1 and P-M2 (common response between DTY-IL and Swarna under RDS and control) for flag-leaf and panicle networks, respectively (Table S8-1,S8-2; Figure S11), signifying a common response shared between Swarna and DTY-IL. 

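The network modules were not computed here. Among the 17330 panicle genes with an adjusted p-value of at most 0.05 in any contrast (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 16295 (94.0%) had drought log2 fold changes of the same sign in both genotypes. The drought effects of the genotypes share no library. From the share of its panicle genes in the largest modules, the paper concludes that both genotypes have a common response.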

Modules FL-M1 and FL-M2 in the flag-leaf network showed “localization” and “transport” as the most enriched GO terms (Table S9-1). In the panicle network, P-M1 genes were enriched for functions related to “RNA processing” while the P-M2 module was linked with “localization” and “transport” (Table S9-2).

#### 3.3.1. Flag-Leaf Specific Modules

Two specific flag-leaf modules with a contrasting pattern of expression were investigated in more detail for implications in the differential performance of the two genotypes under RDS. FL-M14 consisting of 140 genes (Table S10-1) had significantly higher expression profiles in all samples of the DTY-IL genotype under RDS, whereas a lower expression across the three other groups of samples was observed (Figure 4A). FL-M16 consisting of 102 genes (Table S10-2) had significantly lower expression in Swarna under RDS, whereas the three other groups of samples had a higher expression (Figure 4B).

FL-M14 enriched BP GO terms were “cellular amino acid biosynthetic process” as well as “cell wall organization or biogenesis” (Figure S12A). The enriched pathway included “biosynthesis of secondary metabolites”, “fatty acid elongation”, and “phagosome” while the overrepresented Interpro domains included “Expansin” as well as “Glycosyl transferase, family 43”, and “Plant peroxidase” (Figure 5A). FL-M14 hub genes included amidase and expansin (Figure S13A; Table S11-1). Interestingly, numerous cell wall organization and biogenesis genes are upregulated in DTY-IL and downregulated in Swarna under RDS (Figure 6).

FL-M16 was enriched in “oxidation-reduction process” as well as “cellular carbohydrate metabolic process” (Figure S12B). The enriched pathways include “photosynthesis”, “folate biosynthesis”, and “vitamin B6 metabolism” while the overrepresented Interpro domains in FL-M16 included “Ferrodoxin—NAP reductase”, “Multicopper oxidase”, and “Photosystem antenna protein-like” (Figure 5B). FL-M16 hub genes included OsSub37—putative subtilisin homologue and cytochrome P450 (Figure S13B; Table S11-2).

#### 3.3.2. Panicle Specific Modules

Two contrasting panicle modules (P-M10 and P-M15) were investigated in more detail. P-M10 consisting of 138 genes (Table S12-1) and P-M15 consisting of 73 genes (Table S12-2) had significant interaction with drought response in a genotype-specific manner. 

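The modules were examined through the loci printed in Fig. 9 and Fig. S15, 30 of P-M10 and 24 of P-M15. Of the P-M10 loci, all 30 had higher fitted expression in DTY-IL drought than in Swarna drought, 23 of them with an adjusted p-value of at most 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the P-M15 loci, all 24 were higher and 19 passed. For 3 of the P-M10 loci and 1 of the P-M15 loci, every Swarna drought library had at most 3 counts. The interaction of genotype and drought had an adjusted p-value of at most 0.05 for 0 genes of either list over all genes tested, and an unadjusted p-value under 0.05 for 21 P-M10 and 16 P-M15 loci. Adjusted over the list alone, 13 P-M10 and 14 P-M15 loci passed. The study chose these genes on the same libraries, so none of these counts is independent evidence. DESeq2 gave an interaction at an adjusted p-value of at most 0.05 for 8 P-M10 and 4 P-M15 loci. With Swarna control replicate 3 included, the alternative that moved the genotype difference most, 8 P-M10 and 4 P-M15 loci passed between the genotypes under drought. Without Swarna drought replicate 3, these counts were 15 and 10.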

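A profile was computed for the 30 P-M10 loci of Fig. 9 and Fig. S15, as the first principal component of their standardized log2 expression over the 15 libraries, which carried 76.3% of their variance. In units of its SD over the libraries, the profile was 1.30 ± 0.76 (SD, n = 4) in DTY-IL drought, -0.08 ± 0.22 (SD, n = 4) in DTY-IL control, -0.30 ± 0.24 (SD, n = 3) in Swarna control and -1.00 ± 0.56 (SD, n = 4) in Swarna drought. The rise in DTY-IL under drought was 1.39 (2-sided exact permutation test, p = 0.0286, the smallest that 4 libraries against 4 allow), and every DTY-IL drought library lay above every other library. The fall in Swarna under drought was -0.69 (exact permutation p = 0.114). The study took up this module for its profile over these libraries, so the p-values are not independent evidence. Gene by gene, 18 of the loci rose in DTY-IL under drought with an adjusted p-value of at most 0.05 and 5 fell in Swarna (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The first count was 7 without DTY-IL drought replicate 2 and 11 without DTY-IL drought replicate 3.

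**Figure D2:**
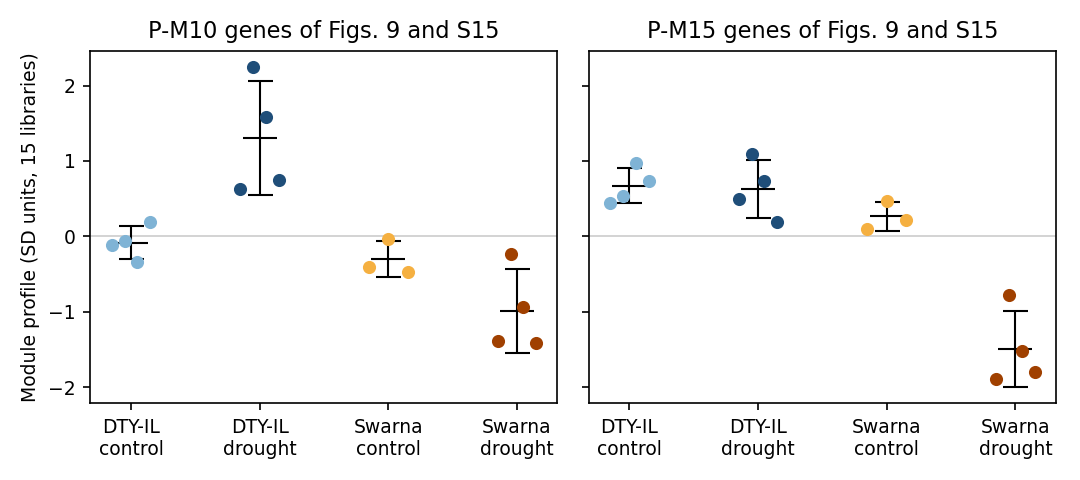
Profiles of the P-M10 loci (left) and the P-M15 loci (right) in each of the 15 panicle libraries, in units of the SD over the libraries, with the mean and SD of each group as bars. The DTY-IL drought libraries lie between 0.63 and 2.25 on the P-M10 profile, and the Swarna drought libraries lie between -1.89 and -0.78 on the P-M15 profile.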

P-M10 had significantly higher expression profiles in all samples of DTY-IL under RDS and a lower expression pattern across the other three groups of samples (Figure 7A). P-M15 had significantly lower expression profiles in all samples in Swarna under RDS, whereas the three other groups of samples had a higher expression (Figure 7B).

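The profile of the 24 P-M15 loci, computed in the same way, was -1.50 ± 0.50 (SD, n = 4) in Swarna drought, 0.26 ± 0.18 (SD, n = 3) in Swarna control, 0.67 ± 0.23 (SD, n = 4) in DTY-IL control and 0.63 ± 0.38 (SD, n = 4) in DTY-IL drought. It fell by 1.76 in Swarna under drought (2-sided exact permutation test, p = 0.0286, the smallest that 4 libraries against 3 allow) and did not change detectably in DTY-IL (difference of -0.04, exact permutation p = 0.886). These p-values are not independent evidence either, since the study took up P-M15 for its low profile in Swarna drought on these libraries. In Swarna, 15 of the loci fell under drought with an adjusted p-value of at most 0.05, and 0 loci changed at that level in DTY-IL (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), of which 1 had an unadjusted p-value under 0.05.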

P-M10 enriched BP GO terms were “calcium ion transmembrane” as well as “lipid biosynthetic process” (Figure S14A). Pathway enrichment analysis included “glutathione metabolism”, “phenylpropanoid biosynthesis”, and “ribosome” while the overrepresented Interpro domains were “Protein kinase” as well as “Plant peroxidase” (Figure 8A). P-M10 hub genes included OsWAK receptor-like cytoplasmic kinase and a serine-type peptidase (Figure S15A; Table S13-1). 

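Fig. S15A prints 12 P-M10 hub loci. All 12 were higher in DTY-IL drought than in Swarna drought with an adjusted p-value of at most 0.05, and all 12 also rose in DTY-IL under drought at that level (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In Swarna, 2 fell at that level. According to the Methods, hub genes were picked by module membership and by the p-value between the genotypes under drought on these libraries. The first of these counts thus restates that choice. The study took up P-M10 for its high profile in DTY-IL drought, so the rise of all 12 is not independent evidence either. LOC_Os07g48020, one of the 12 hub loci, had 418 ± 488 normalized counts (SD, n = 4) in DTY-IL drought, 15.3 ± 10.0 (SD, n = 4) in DTY-IL control, 6.92 ± 2.67 (SD, n = 3) in Swarna control and 2.85 ± 3.05 (SD, n = 4) in Swarna drought. Its log2 fold change between the genotypes under drought was 7.13 (standard error 1.22, adjusted p = 0.00386, same test). Its counts ranged from 15 to 1283 among the DTY-IL drought libraries, and the difference between the genotypes' drought responses had an adjusted p of 0.21 in that test. Salmon could have divided reads between it and the neighbouring LOC_Os07g48010, which had 8 to 172 counts in the DTY-IL drought libraries and at most 2 in each Swarna drought library.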

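Fig. 9 prints 20 P-M10 loci of metabolic pathways. All 20 rose in DTY-IL panicles under drought, 8 of them with an adjusted p-value of at most 0.05 and 4 as DEGs (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The study took up P-M10 for its high profile in DTY-IL drought on these libraries, so these counts are not independent evidence. Of the 5 phenylpropanoid loci 3 passed, with log2 fold changes of 0.11 to 4.77, and of the 5 glutathione loci 2 passed, with log2 fold changes of 0.21 to 1.22. Of the 4 terpenoid loci 2 passed, with 0.41 to 1.68, and of the 2 ascorbate loci 1 passed, with 0.60 to 0.76.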

Analysis of genome-scale metabolic pathways in the DTY-IL revealed the up-regulation of genes involved in the biosynthesis of antioxidant enzymes and metabolites (Figure 9 and Figure S14).

P-M15 were GO enriched for “carboxylic acid metabolic process” as well as “coenzyme metabolic process” (Figure S14B). The enriched pathways includes “carbon metabolism”, “glutathione metabolism”, and “pentose phospate pathway” while the overrepresented Interpro domains included “Cysteine synthase” and “Thiolase-like, subgroup” (Figure 8B). P-M15 hub genes included the glycosyl hydrolase family 29, and dehydrogenase/reductase (Figure S15B; Table S13-2).

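All 9 P-M15 hub loci of Fig. S15B were lower in Swarna drought than in Swarna control with an adjusted p-value of at most 0.05, and lower in Swarna drought than in DTY-IL drought at that level (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The second count restates how the hub genes were picked, since their choice used the p-value of that contrast on these libraries. The study took up P-M15 for its low profile in Swarna drought, so the first count is not independent evidence either. In DTY-IL, 0 of the 9 changed under drought at that level and 1 had an unadjusted p-value under 0.05. The interaction of genotype and drought had an unadjusted p-value under 0.05 for all 9 and passed for 0 after adjustment over all genes tested.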

The consensus network from the flag-leaf and panicle transcriptomes contained few significant overlaps in module classifications between the flag-leaf and panicle networks, consistent with the tissue-specific expression under RDS [23] (Figure S16). Similarly, colored modules between the flag-leaf and panicle networks contained a few significant overlaps of genes with a common consensus network module, consistent with their similar eigengenes profiles (Figures S10 and S11). The significant overlap portrays a common expression pattern for each condition of both genotypes (FL-M1 and P-M1, and FL-M2 and P-M2) and a common expression pattern for each genotype on both conditions (FL-M6 and FL-M7, and P-M5 and P-M6) in the flag-leaf and panicle networks, respectively.

### 3.4. Validation of Differential Gene Expression

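In the panicle counts, 4 of the 10 loci shown in Fig. S17B had an adjusted p-value of at most 0.05 for drought in DTY-IL, 5 for drought in Swarna and 4 between the genotypes under drought (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Their median count over the 15 libraries was under 10 for 5 of the loci, so their fold changes have wide errors. LOC_Os11g29720 rose in both genotypes, by 2.87 on the log2 scale in DTY-IL (standard error 0.52, adjusted p = 0.00136) and by 3.66 in Swarna (standard error 0.6, adjusted p = 0.000286, same test). LOC_Os04g08550 fell by 2.85 on the log2 scale in Swarna (standard error 0.33, adjusted p = 2e-05) and did not change detectably in DTY-IL (log2 fold change -0.19, adjusted p = 0.649). It was the 1 locus of the 10 with an interaction of genotype and drought (log2 2.66, adjusted p = 0.0449), and also the 1 locus adjusted over the list alone. With 1 replicate left out, that interaction stayed past the threshold only without DTY-IL drought replicate 2 or 3 or Swarna drought replicate 2, and the adjusted p over all 15 such fits was 0.0439 to 0.194 (same test).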

RNA-Seq results were validated using ten genes from different response categories (increased, decreased, and non-differentially expressed genes upon treatment in both flag-leaf and panicle) for qRT-PCR (Figure S17A,B). Three selected genes from within the *qDTY1.1* region (LOC_Os01g66120, LOC_Os01g66820, and LOC_Os01g67030) showed differential expression. 

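LOC_Os01g66120 had 1380 ± 676 normalized counts (SD, n = 4) in DTY-IL control panicles and 5070 ± 3010 (SD, n = 4) in DTY-IL drought, a log2 fold change of 1.88 (standard error 0.42, adjusted p = 0.00481, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In Swarna it had 1770 ± 235 (SD, n = 3) in control and 9690 ± 3270 (SD, n = 4) in drought, a log2 fold change of 2.45 (standard error 0.48, adjusted p = 0.00106, same test). With Swarna control replicate 3 included, the adjusted p-values were 0.0594 in DTY-IL and 0.102 in Swarna (same test). Across the 5 alternatives they were 9.59e-05 to 0.0594 in DTY-IL and 6.83e-07 to 0.102 in Swarna, where the lowest are DESeq2's.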

LOC_Os01g66120 (no apical meristem protein) was upregulated in both genotypes and both tissues under drought. LOC_Os01g66820 (inactive receptor kinase At1g27190 precursor) was downregulated in DTY-IL flag-leaves under RDS. LOC_Os01g67030 (auxin responsive protein) was upregulated under RDS in DTY-IL panicles and downregulated in Swarna panicles but not affected by RDS in flag-leaves. 

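LOC_Os01g67030 was near the limit of these libraries. It had 3 to 11 counts per library in DTY-IL drought and 0 to 8 in DTY-IL control, 7.58 ± 3.00 and 3.91 ± 3.21 normalized counts (SD, n = 4 each), a log2 fold change of 0.91 (standard error 0.73, adjusted p = 0.353, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In Swarna control it had 1 to 5 counts (n = 3). In Swarna drought 1 library had 1 count and the other 3 had 0, all at or under the limit of 3 counts. The fitted fall in Swarna, -3.01 on the log2 scale, depends on the prior count (adjusted p = 0.0479, same test). With 1 replicate left out in turn, the adjusted p was 0.0212 to 0.169, and it exceeded 0.05 without DTY-IL control replicate 1 or 3, DTY-IL drought replicate 1 or 4, Swarna control replicate 1 or 2, or Swarna drought replicate 2, 3 or 4. Swarna control had up to 5 counts, so that group was not at the limit, but its normalized counts averaged 2.98. That mean does not exceed the limit of 3 counts, so no fold can be given for Swarna. The interaction of genotype and drought had an adjusted p of 0.28 in the same test.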

A high correlation between qRT-PCR results and RNA-Seq results was observed for flag-leaf (*R*^2^ = 0.88) and panicle (*R*^2^ = 0.91) tissues (Figure S17C,D), supporting RNA-Seq-based findings and interpretations. Targeted transcripts and respective primer sets used are shown in Table S14.

### 3.5. Colocalization of DEGs in the Introgression Fragments

SNP genotyping revealed 16 N22-derived fragments in DTY-IL (Figure 10). The largest fragment was found on chromosome 1, encompassing *qDTY*1.1, followed by an introgression on chromosome 3, containing parts of *qDTY*3.2, which was also reported as N22-derived in an N22 by Swarna population [7]. Additional introgressions on chromosomes 4, 8, 9, and 10 did not overlap with major DTY QTL. 

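Genotype DEGs were counted on the chromosomes that the paper names as carrying N22 segments, 1, 3, 4, 8, 9 and 10. The positions of the segments were not used here. Under control conditions, 293 of the 17639 tested genes on these chromosomes (1.66%) and 78 of the 16059 on the others (0.486%) were DEGs between DTY-IL and Swarna (odds ratio 3.46, Fisher's exact test, p = 1.42e-26). Under drought these were 723 (4.10%) and 408 (2.54%) (odds ratio 1.64, Fisher's exact test, p = 1.61e-15). Neighbouring genes are not independent, so these p-values describe the genes and not the plants. By chromosome under drought, chromosome 3, a named one, had 2.51%, while the other named ones had 3.35% to 5.86%. Chromosome 11, not named, had 4.63%, while the others not named had 1.75% to 2.53%. Of the 371 DEGs under control conditions, 277 (74.7%) were also DEGs under drought in the same direction, and 219 of these lay on the named chromosomes. Of the alternatives run under control conditions, DESeq2 moved the odds ratio most, to 2.31. Under drought, leaving out Swarna drought replicate 3 moved it most, to 1.99, and including Swarna control replicate 3 gave 1.98.

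**Figure D3:**
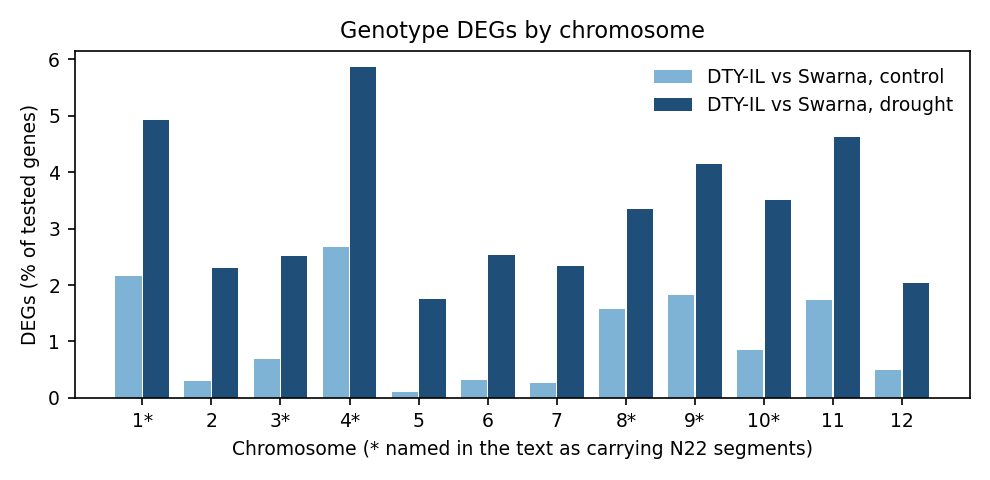
DEGs between DTY-IL and Swarna panicles as a percentage of the tested genes on each chromosome, under control conditions and under drought. Stars mark the chromosomes that the text names as carrying N22 segments. Chromosome 4 has the highest percentages, 2.67% under control conditions and 5.86% under drought.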

Overlaying DEGs on the N22 introgressions identified 463 DEGs in the flag-leaf (Table S15-1) and 433 DEGs in the panicle (Table S15-2), of which 6 overlapped with the fine mapped region of *qDTY*1.1 [59], while 5 overlapped with the *qDTY*3.2 region.

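Between the genotypes under drought, the fitted log2 fold change of LOC_Os01g67030 was 4.33 (standard error 1.03, adjusted p = 0.027, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 4 Swarna drought libraries had at most 1 count, so the fitted value depends on the prior count and is no bound. The mean in DTY-IL drought, from 3 to 11 counts per library, was at least 2.53-fold higher than the limit of 3 counts. The fitted value was 3.03 with DESeq2's prior on fold changes and 4.04 to 5.96 across the 15 fits that each left out one replicate. The adjusted p over these fits was 0.0116 to 0.0852, and it exceeded 0.05 without DTY-IL drought replicate 1 or 2 or Swarna drought replicate 2, 3 or 4 (same test). Under control conditions the genotypes did not differ detectably (log2 fold change 0.41, standard error 0.85, adjusted p = 0.905, same test).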

Of the 6 DEGs in the *qDTY*1.1 region (Table S16-2), LOC_Os01g67030 was upregulated in the panicle (Log_2_ fold change = 3.1), was annotated as an auxin-responsive protein of 418 amino acids (AA) in Nipponbare. While LOC_Os01g67030 was annotated in the *indica* reference MH63v2, it was missing in the N22v2 reference genome. FGENESH-based gene prediction in N22v2 revealed a putative homologue showing 91.4% identity with Nipponbare and 92.3% identity with MH63v2. Differences were found in the 5′UTR, resulting in the loss of coding sequence for the first 37 AA in the MH63v2 and N22v2 alleles, as well as a number of nonsynonymous (NS) SNPs (Figure S18). NS SNPs unique to N22 corresponded to four AA changes (P52L, C60F, S80T, Q137P) and an AA deletion (G253del) (Figure S19). While the alignment of the 2 kb upstream *cis*-regulatory region of LOC_Os01g67030 in Nipponbare and MH63v2 showed a 99.1% identity, N22v2 displayed a large deletion, including the 5′UTR. With an identity of less than 15% to either Nipponbare or MH63v2, the N22v2 *cis*-regulatory region of LOC_Os01g67030 was distinct with unique regulatory elements (Table S17) that could explain the observed expression differences.

Of the 5 DEG within *qDTY*3.2, LOC_Os03g03510, downregulated in the panicle (Log_2_ fold change = −1.11617), was annotated as CAMK_KIN1/SNF1/Nim1_like.15-calcium/calmodulin-dependent protein kinase in Nipponbare, with corresponding annotations in MH63v2 and predictions in N22v2. 

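LOC_Os03g03510 had 2560 ± 519 normalized counts (SD, n = 4) in DTY-IL drought and 5700 ± 1130 (SD, n = 4) in Swarna drought, a log2 fold change of -1.15 between the genotypes under drought (standard error 0.22, adjusted p = 0.00694, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change stayed between -1.28 and -1.05 with each replicate left out in turn. Within DTY-IL, drought changed it from 2040 ± 544 (SD, n = 4) to that level, a log2 fold change of 0.33 (adjusted p = 0.244), and within Swarna it rose by 0.68 on the log2 scale (adjusted p = 0.0292, same test). Under control conditions the log2 fold change between DTY-IL and Swarna was -0.81 (adjusted p = 0.141). The drought responses of the genotypes did not differ detectably in that test (interaction -0.34, adjusted p = 0.694).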

LOC_Os03g03510 contains a sucrose non-fermenting 1-related kinase 3 (SnRK3) domain and a CBL-interacting serine/threonine-protein kinase 3 (CIPK3) domain. While the coding sequences were largely conserved in multiple sequence alignment between Nipponbare, MH63v2, and N22v2 alleles, the N22v2 allele featured an altered stop codon resulting in a 35 AA C-terminal extension (Figure S20).

## 4. Discussion

Source-sink relationships largely determine the grain yield of cereal crops, with developing grains being primary sinks, while the top two leaves, the flag-leaf, in particular, serves as the primary source [60,61]. Source sink regulation is orchestrated through intricate metabolic signaling [62], of which key players in sucrose sensing (e.g., trehalose-6-phosphate) and signal integration (e.g., SnRK1) are beginning to emerge [62]. Drought stress affects these relationships by reducing both source and sink strengths. In source organs, limitations in carbon fixation and primary metabolism lead to reduced resource allocation to developing sinks, causing yield reduction characterized by suboptimal grain filling [63]. In sink organs, drought reduces fertility, causing yield reductions through suboptimal seed setting [64].

While DTY-QTLs have demonstrated effects to improve rice grain yields under RDS, knowledge about underlying molecular mechanisms is limited. Functional studies of *qDTY12.1* suggested an intricate pattern of below-ground contributions [18], while physiological studies of *qDTY1.1* suggested above-ground implications [59]. Though confined to a single time point at the late booting stage (close to anthesis) after two weeks of RDS, our study suggested that DTY controlled mechanisms improve yield under drought by acting at both source and sink organs. At the flag-leaf, a coordinated response to sustain primary metabolism through cell wall loosening and maintained photosynthetic rates seems to allow for sufficient carbon and energy allocation to the developing panicle, which in turn enable reproductive structures to invest in protective mechanisms, including protein stabilization and turnover, ROS scavenging and production of protective secondary metabolites. While proximate effects in the panicle are suggested as improved male fertility and improved sink strength under RDS, the ultimate effects are improved seed setting and grain filling, and consequently, drought-tolerant yield (DTY) (Figure S21).

### 4.1. Source Effects—Flag-Leaf-Specific Differences between DTY-IL and Swarna

Collectively WGCNA and DE analyses suggested a complex interplay of a range of processes in the flag-leaf to contribute to the observed differences in RDS tolerance between DTY-IL and Swarna. These included specific protein turn-over, cell wall loosening, efficient ROS scavenging, and maintenance of photosynthesis (Figure 4, Figure 5 and Figure 6 and Figure S12).

A direct consequence of drought is impaired cell turgor [65], which is countered by the stiffening of cell walls to provide structural resistance [66,67]. Prolonged drought stress challenges plants to modify their cell walls, resulting in both cell wall tightening and loosening. Tightening occurs in tissues that are of relevance to structural integrity, while loosening occurs in tissues that need to be maintained in a growing and metabolically active mode [66].

Leaf rolling, a common indicator of drought stress in rice [68] was prominent in Swarna under drought but nearly absent in DTY-IL (Figure 1D). Leaf rolling likely relates to aberrant cell turgor and cell wall homeostasis and phenotypically reflects findings in the flag-leaf specific module M14.

Cell wall organization or biogenesis genes showed an increase in expression in FL-M14. A total of 12 cell wall-related genes were significantly upregulated in the DTY-IL and significantly downregulated in Swarna (Figure 6). These included two glycosyltransferase family 43 proteins, previously reported being involved in the synthesis of glucuronoxylan hemicellulose of secondary cell walls [69] and two expansin genes. Expansins facilitate loosening and extension of plant cell walls by disrupting non-covalent bonding between cellulose microfibrils and matrix glucans [70] and implications in response to dehydration are well documented [71,72,73,74,75] and rose [76].

Higher expression of cytoskeleton and cell cycle-related genes in DTY-IL (Figure 6) further supported the concept of maintained cell growth and stability in the tolerant flag-leaf tissue. Contrastingly, cytoskeletal genes (tubulin and formin) and a cell cycle gene (cyclin) were significantly downregulated in Swarna (Table S10-1).

Several classes of enzymes control ROS production in the cell wall, most prominently plasma membrane NADPH oxidases [77] and class III peroxidases (CIII Prxs) [78]. CIII Prxs are secreted in the extracellular space, where they perform either cell wall stiffening through the peroxidative cycle [79] or cell wall loosening through the hydroxylic cycle [80,81]. In the present study, three CIII Prxs (LOC_Os03g13200, LOC_Os07g01370, and LOC_Os07g48020) were present in FL-M14 (Table S10-1), with LOC_Os03g13200 and LOC_Os07g48020 significantly upregulated in DTY-IL and significantly downregulated in Swarna (Figure 6). High CIII Prxs expression in DTY-IL could support the generation of ^•^OH for cell-wall loosening through cleavage of cell wall polymers [67]. Interestingly, decreased expression of a calcium-dependent NADPH oxidase in Swarna and increased in activity of the DTY-IL in FL-M16 (Table S10-2) was also observed. It is also known as respiratory burst oxidase, and is a well-studied enzymatic source of superoxide [82,83], which had previously been implicated in drought and high-temperature stability [83]. Hence, loosening of the cell wall and synthesis of structural constituents together is suggested to contribute to tolerance of water-deficit in the flag-leaf of DTY-IL.

More effective ROS scavenging, in general, seemed to be an important mechanism differentiating drought responses of Swarna and DTY-IL. Higher expression of peroxiredoxin in DTY-IL (Table S10-2) suggests increased reduction capacity for H_2_O_2_, indicating enhanced detoxification in drought-stressed leaves.

A primary detrimental effect of water stress in source tissues is impaired photosynthesis [84]. Reduced abundance of photosynthesis-related proteins in response to RDS had previously been reported [85] and was indeed reflected in drought-stressed leaves of RDS-susceptible Swarna (FL-M16). Components of the light reaction (two photosystem genes, components of the core complex of photosystem II (PSII) involved the primary light-induced photochemical processes), the dark reaction (ribulose bisphosphatase and the fructose-1,6 bisphosphatase), and photorespiration (ribulose bisphosphate carboxylase large chain precursor) were found to be consistently downregulated in Swarna (Table S10-2), suggesting functional impairments of general photosynthesis. Protection of photosynthesis from photoinhibition through photorespiration is a well-characterized drought response and furthermore prevents ROS accumulation in green tissues [86]. In addition, Swarna showed a lower expression of two ferredoxin-NADP genes, involved in thylakoid electron transport, suggesting reduced capacity in regulating the relative amounts of cyclic and non-cyclic electron for ATP and redox homeostasis [69]. Consequently, it is argued that the physiological environment in DTY-IL under RDS supports relatively higher rates of photosynthesis, which in turn, might sustain higher rates of energy and carbon production to support primary metabolism and source strength, ultimately leading to improved grain filling.

### 4.2. Sink Effects—Panicle Specific Differences between DTY-IL and Swarna

Collectively WGCNA and DE suggested a number of distinct mechanisms to contribute to differences in RDS tolerance between DTY-IL and Swarna in panicles. They included protein stabilization and turnover, ROS scavenging, biosynthesis of secondary metabolites for protection of reproductive organs, and hormonal signaling presumably to adapt reproductive developmental processes to drought. Under field conditions, they resulted in an approximate doubling of yield under drought for DTY-IL as compared to Swarna (Figure 1A), at no significant difference in plant height (Figure 1B).

Dehydration stress enhances the production of ROS and ROS-associated peroxidation causing damage to cellular structures [87]. Being essential for cellular signaling, ROS homeostasis depends on the balance between ROS production and scavenging [82]. Analysis of genome-scale metabolic pathways in the DTY-IL revealed the up-regulation of genes involved in the biosynthesis of antioxidant enzymes and metabolites (Figure 8 and Figure 9 and Figure S14).

Secondary metabolite production is crucial in stress-adaptive mechanisms [88]. Genes in pathways involved in secondary metabolite biosynthesis, lipid biosynthesis, redox homeostasis, amino acid metabolism, carbohydrate metabolism, and protein metabolism were upregulated at the maximum booting stage under RDS in DTY-IL and downregulated in Swarna for P-M10 and P-M15 (Figure 9). 

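In the panicle counts, 19 of the 20 P-M10 loci of Fig. 9 had a positive log2 fold change under drought in DTY-IL and a negative one in Swarna. With an adjusted p-value of at most 0.05, 8 rose in DTY-IL and 3 fell in Swarna, and 0 did both (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 16 P-M15 loci, 12 had a positive log2 fold change in DTY-IL and all 16 a negative one in Swarna, where 7 passed, while in DTY-IL 0 passed and 0 had an unadjusted p-value under 0.05. Between the genotypes under drought, 13 of the P-M10 loci and 11 of the P-M15 loci were higher in DTY-IL at that level. The interaction of genotype and drought had an unadjusted p-value under 0.05 for 14 P-M10 and 8 P-M15 loci of the figure, and passed for 0 of them over all genes tested. Adjusted over the list alone, 6 of the 20 P-M10 loci and 0 of the 16 P-M15 loci passed, and the study chose these loci on the same libraries.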

Several metabolic pathways found to be shared between the two modules include glutathione, terpenoid, and ascorbate metabolism.

De novo protein synthesis and turnover is fundamental for plants to cope with drought stress [85]. Translational efficiency is affected by ribosome composition, thus relative ribosomal protein abundance can modulate plant environmental responses [89]. Similarly, drought-responsive peptidases and heat shock proteins can alter the active proteome to cope with stress [85,90]. 

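The 5 ribosome loci that Fig. 9 prints for P-M10 were higher in DTY-IL drought than in Swarna drought by 0.49 to 0.71 on the log2 scale, 2 of them with an adjusted p-value of at most 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Drought raised them by 0.16 to 0.41 in DTY-IL, where 1 passed, and changed them by -0.39 to -0.02 in Swarna, where 0 passed and 0 had an unadjusted p-value under 0.05. The study chose these loci on the same libraries, so their direction is not independent evidence. The figure does not print the loci of the degradation and folding genes, which were not analysed here.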

In P-M10 five ribosomal protein-related genes, six protein degradation-related genes (among them four peptidases), and two genes related to protein folding and repair displayed higher expression in DTY-IL (Figure 9; Table S12-1). Congruently reduced expression of two peptidases and three genes related to protein processing, including a heat shock protein was observed for Swarna in P-M15 (Figure 9; Table S12-2). Collectively this suggested that panicles of DTY-IL were more responsive and had the necessary energy to adapt its proteome to drought conditions than Swarna.

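The 3 loci of protein processing in the endoplasmic reticulum that Fig. 9 prints for P-M15 fell in Swarna under drought, with log2 fold changes of -1.12 to -0.62 and adjusted p-values of at most 0.05 for all 3 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In DTY-IL their log2 fold changes were -0.01 to 0.20. The study took up P-M15 for its low profile in Swarna drought on these libraries, so this fall is not independent evidence.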

In P-M10, six genes involved in the ROS scavenging (two ascorbate peroxidases and four peroxidase precursors) had elevated expression profiles in the DTY-IL (Figure 9; Table S12-1). Efficient reduction of H_2_O_2_ by peroxidases had previously been implicated with drought-tolerance in rice [19]. Specifically, plant ascorbate peroxidases (APXs) are crucial for ROS homeostasis [91] and free radical detoxification though the ascorbate-glutathione cycle [92], and their functional role in rice drought tolerance was demonstrated through transgenic approaches [91]. In P-M15 three ROS scavenging genes (1 glutathione *S*-transferase, 1 glutathione peroxidase, and 1 stromal ascorbate peroxidase) had a lower expression profile in Swarna (Figure 9; Table S12-2). Glutathione peroxidase (GPX) catalyzes the reduction of H_2_O_2_ using thioredoxin (Trx), while glutathione *S*-transferases (GSTs) are key to the removal of xenobiotic compounds [85]. Ectopic expression of a GST in *Arabidopsis* [93] and a GPX in rice [94] resulted in enhanced drought tolerance, suggesting functional implications.

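LOC_Os07g22770 had 56.0 ± 7.97 normalized counts (SD, n = 3) in Swarna control and 17.3 ± 11.8 (SD, n = 4) in Swarna drought, a log2 fold change of -1.68 (standard error 0.60, adjusted p = 0.0333, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 4 Swarna drought libraries, with 4 to 32 counts, were below all 3 controls, with 50 to 64. Over the 15 fits that each left out one replicate, the log2 fold change was -2.15 to -1.37 and the adjusted p 0.016 to 0.0886, exceeding 0.05 without Swarna control replicate 1 or 2 or Swarna drought replicate 1, 3 or 4 (same test). In DTY-IL the counts were 61.1 ± 34.8 (SD, n = 4) in control and 73.4 ± 46.1 (SD, n = 4) in drought (log2 fold change 0.27, adjusted p = 0.727, same test). For the interaction of genotype and drought, the adjusted p was 0.345 in that test. Under the 5 alternatives, which include DESeq2, the adjusted p of the fall in Swarna was 0.0135 to 0.204. It exceeded 0.05 in 1 of them.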

Interestingly, an ABC function gene with AP2 domain-containing protein (LOC_Os07g22770) controlling floral organ identity was downregulated in Swarna RDS under P-M15 (Table S12-2), suggesting a link to aberrant Swarna floral development under drought [95]. TFs belonging to AP2 and MYB family are involved in panicle development as well as water-deficit stress response, implying that they may represent a crosstalk component between redevelopment and stress.

A negative regulator of plant drought tolerance in abscisic acid (ABA) signaling, protein phosphatase 2C (PP2C) [96], was upregulated in the DTY-IL in P-M10 (Table S12-1). PP2C inhibits the activity of sucrose non fermenting 1 related kinase 1 (SnRK1) [97], a central integrator of metabolic signaling and regulator of starvation response. Thus, the higher expression of PP2C in DTY-IL might correlate with reduced SnRK1 activity, indicative of anabolism rather than catabolism and thus growth rather than the starvation mode in panicles of DTY-IL.

Brassinosteroids (BRs) are growth-promoting steroid hormones important for male fertility and pollen development [98]. BR catabolism is controlled by BAS1, a cytochrome P450 monooxygenase [99]. BRs bind to the extracellular domain of a cell-surface receptor kinase, BRASSINOSTEROID INSENSITIVE1 (BRI1) to activate kinase activity [100,101]. In P-M10, a BAS1-orthologue and two BRI1 genes were found to be upregulated in DTY-IL (Supplementary Table S12-1), suggesting a role for BR signaling in the maintenance of male fertility as part of the *qDTY*1.1-mediated RDS responses.

### 4.3. qDTY1.1-Specific Contributions to Drought Tolerance

Of the 16 N22-derived introgressions in DTY-IL, two overlapped with known *qDTY*s for which N22 was a known donor [21]. While the large introgressions on chromosome 1 contain the full *qDTY*1.1 region, a smaller introgression on chromosome 3 partially overlaps with *qDTY*3.2 (Figure 10). Working under the assumption that the genome-wide changes in transcriptomes between the drought-tolerant and drought susceptible genotypes in both flag-leaves and panicle, would at least partially trackback to either transcriptional or allelic differences of specific loci within the *qDTY* regions we took a closer look at the *qDTY*1.1 fine mapped region and *qDTY*3.2 overlap.

Based on the Nipponbare reference, the fine-mapped *qDTY*1.1 region encompasses 79 genes, of which six were differentially expressed between DTY-IL and Swarna under RDS in either tissue (Table S15). An auxin-responsive protein (LOC_Os01g67030), specifically upregulated in DTY-IL panicle under RDS was considered as a likely causative candidate. Generally, auxin has been shown to negatively regulate drought adaptation in plants [63]. Notably, the DEEPER ROOTING 1 (DRO1) promoter was shown to contain auxin-responsive elements (AuxRes) and negatively regulated by auxin [102]. While two AuxRes were found in the LOC_Os01g67030 promoter of Nipponbare and MH63v2 (-513 bp and -1606 bp) only one was found at position -1573 bp in N22v2. The absence of the proximal AuxRe motif, in addition to the presence of novel, putative drought-responsive elements (Figure S18) could explain the observed differential regulation of LOC_Os01g67030 under RDS in DTY-IL.

LOC_Os01g67030.1 contains a cytochrome b561 (Cyt_b561) and a dopamine β-monooxygenase (DOMON) domain (Figure S19). Cyt_b561 proteins are involved in the regeneration of ascorbate through transmembrane electron transport [103,104] and have previously been implicated in drought tolerance through redox homeostasis [105]. The functionally uncharacterized β sheet-rich DOMON domain has been implicated in sugar and heme recognition [106] and predicted to be involved in protein-protein interactions, putatively functioning in metabolic signaling, in redox reactions, or both. Interestingly, LOC_Os01g67030 thus has the potential to link sugar signaling and ROS signaling, both of which have emerged as essential in the DTY-IL-specific drought response.

The 5 AA differences in the N22v2 prediction of LOC_Os01g67030 sequence fall under the two conserved domains (Figure S19). Notably they include two proline conversions and a glycine deletion, with potential structural implications, particularly in the context of transmembrane domains and β sheets [103,104]. This could affect the ability of the Cyt_b561 domain to mediate transmembrane transport and the DOMON domain to mediate protein-protein interactions or ligand binding.

Efficient ROS scavenging was identified as a key mechanism of RDS tolerance in both panicles and flag-leaves of DTY-IL. In the panicle, LOC_Os01g67030 could directly contribute to ROS homeostasis and with ROS being increasingly implicated in stress signaling including modulation of gene expression [107,108], LOC_Os01g67030 activity could be responsible for the some of the expression changes observed in P-M10 and P-M15. LOC_Os01g67030, however, was not expressed in flag-leaves. It is possible that the ultimate positive effects of the N22 allele of LOC_Os01g67030 on seed setting in DTY-IL panicles could increase sink strength in a way that it positively affects the source strength of flag-leaves, which could contribute to maintained photosynthetic rates. A similar sink on source effects has been demonstrated by manipulation of SnRK1 dependent metabolic signaling in maize under control and drought [109].

LOC_Os03g03510 was found downregulated in DTY-IL. Both CIPK_C domain [110] and SnRK3 domain [111,112] have been implicated in abiotic stress responses, including drought tolerance. In addition, SnRK3, like SnRK1 [62,109] has been demonstrated to function in metabolic signaling and source-sink relationships. In sinks, SnRK1 activity has detrimental effects on grain filling [109]. A 35 AA C-terminal extension in the N22 allele could have functional implications, which, in addition to its observed downregulation could reduce its efficiency in DTY-IL. The postulated effect would be altered downstream phosphorylation responses with potential transcriptional changes that reflect some of the differences seen between Swarna and DTY-IL Ultimately this could contribute to maintained sink strength of the panicle with putative effects on flag-leaf source metabolism.

In theory the postulated functions of both candidates could have synergistic effects that could explain a range of the observed DTY-IL specific drought responses. Gene validation studies expressing the N22 allele of LOC_Os01g67030, LOC_Os03g03510, or both, under control of their native promoters in drought susceptible *indica* background, respective knock-outs in DTY-IL, or both, are needed to confirm their postulated roles.

## 5. Conclusions

This study provided novel insight into global transcriptional responses in rice under moderate RDS in a DTY-dependent manner and highlighted associated physiological mechanisms that allow DTY-IL to better cope with RDS. In DTY-IL flag-leaves, structural and metabolic integrity associated with cell wall re-organization and active ROS metabolism prevent leaf rolling and allow for maintenance of cellular growth and homeostasis under RDS, which supports sustained rates of photosynthetic activity and consequently provisioning of energy and carbon to developing sinks. In the developing panicles close to anthesis, sustained energy and carbon allocation enables the minimizing of damage to reproductive structures due to RDS through protective mechanisms, including ROS homeostasis, post-transcriptional modifications, detoxification, and secondary metabolite production; ultimately this results in improved fertility and yield under moderate RDS (Figure S21). Assessment of DTY-specific allelic variation within the *qDTY1.1* and *qDTY3.2* regions prioritized two candidate genes in DTY-IL, a predicted auxin-responsive protein with a DOMON_DOH and a Cyt_*b561* domain, and a CIPK_C and SnRK3- domain-containing protein, which might positively affect source-sink regulation under drought.

## Figures and Tables

**Figure 1:**
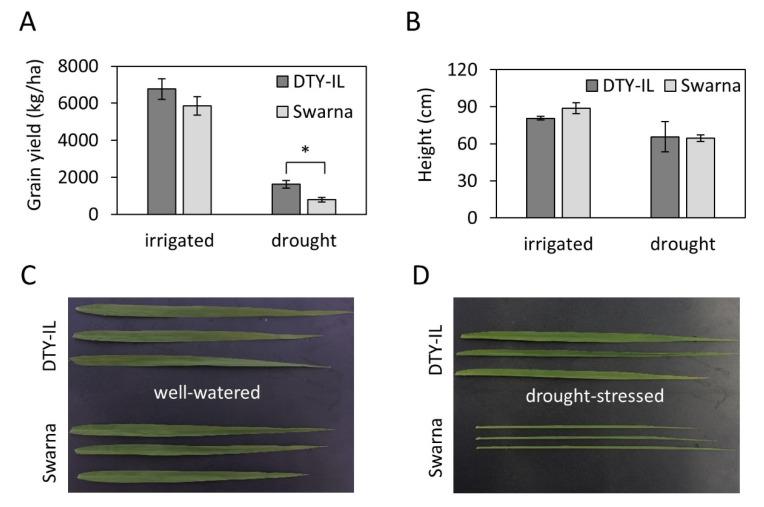
The effect of reproductive stage drought on yield, height and flag-leaf morphology. The average grain yield (**A**) and plant height (**B**) across the 2014 and 2015 dry season (DS) field trial of DTY-Il and Swarna under irrigated and drought condition (*N* = 2–9). Flag-leaf phenotypes of the DTY-IL and Swarna under well-watered conditions (**C**) and the leaf-rolling phenotype during drought-stress (**D**) under controlled greenhouse conditions. The asterisks (*) indicates a significant difference (Student’s *t* test, * *p* < 0.01).

**Figure 2:**
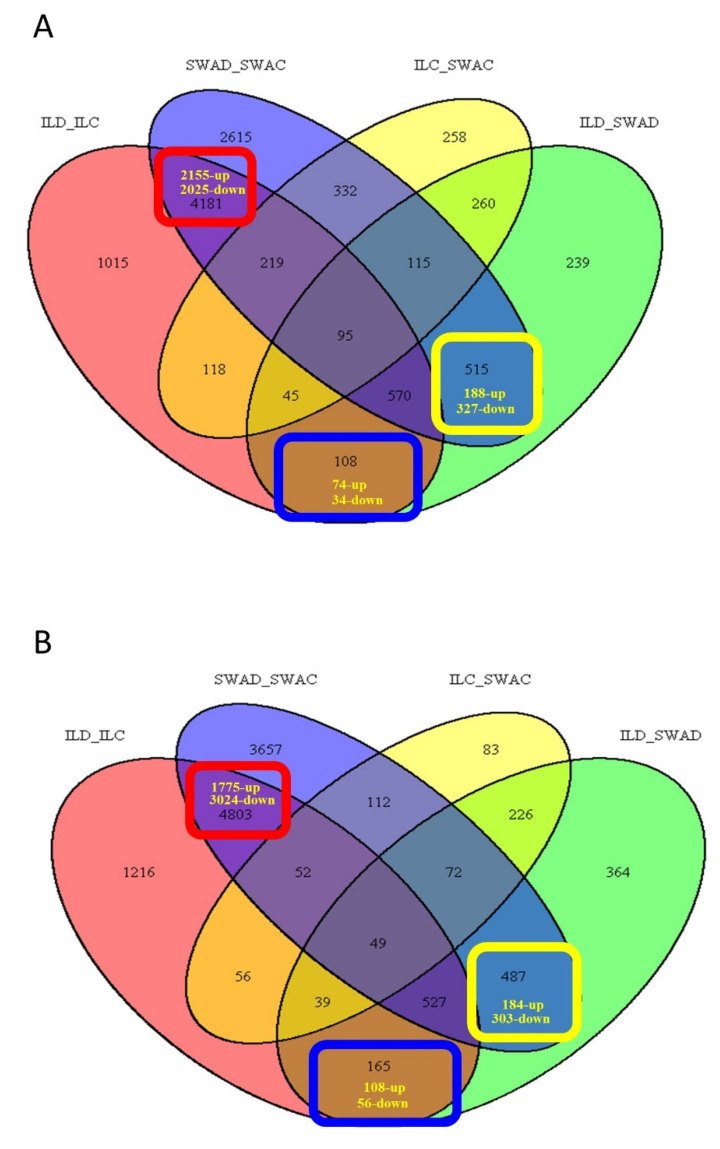
Gene differential expression and identification. Venn diagram of differentially expressed genes (DEGs) for flag-leaf (**A**) and panicle (**B**) tissues in Swarna and DTY-IL under reproductive drought stress (RDS) at a false discovery rate (FDR) adjusted *p*-value < 0.05 and −1 ≤ log_2_-ratio ≤ +1 (fold change ≥ 2 and ≤ 0.5). The three highlighted boxes for each tissue represent the common DEGs (red), unique to Swarna (yellow), and unique to DTY-IL (blue). SWAC = Swarna control, SWAD = Swarna under RDS, ILC = DTY-IL control, ILD = DTY-IL under RDS.

**Figure 3:**
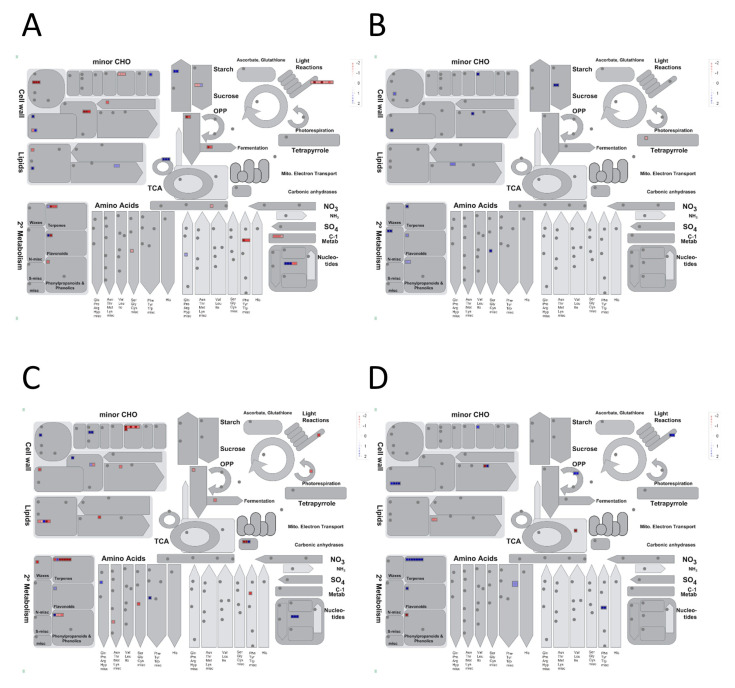
Mapman overview of the DEGs of interest in DTY-IL and Swarna under RDS. The metabolism overview in in the flag-leaf tissue for Swarna (**A**) and DTY-IL (**B**), as well as for the panicle tissue in Swarna (**C**) and DTY-IL (**D**). The DEGs were binned to the MapMan functional categories. The values are the log_2_ fold changes. Upregulated categories are represented in blue and downregulated categories in red.

**Figure 4:**
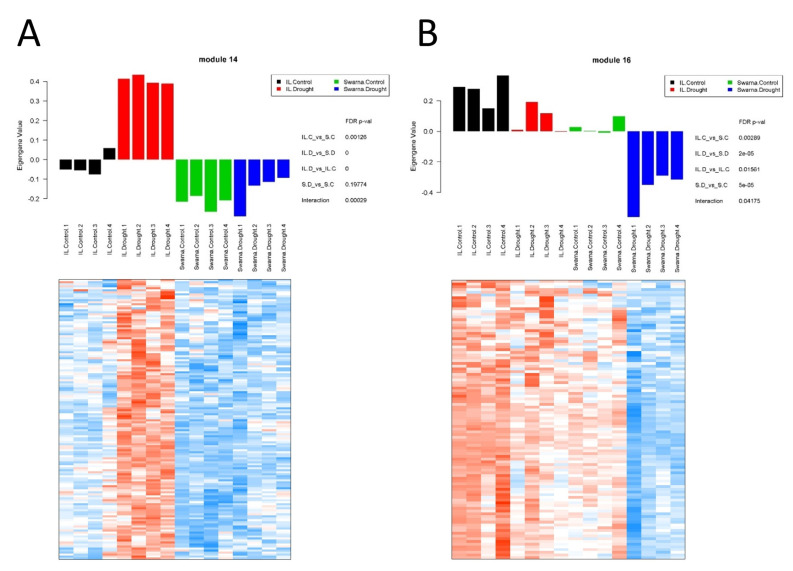
Gene co-expression network analysis in flag-leaf under RDS. Bar plots of the module eigengene as representatives of gene expression profiles across samples in FL-M14 (module 14) (**A**) and FL-M16 (module 16) (**B**). *X*-axis represents 16 different samples across four different groups, while *Y*-axis corresponds to the eigengene value. Heatmaps showing gene expression levels of genes in FL-M14 and FL-M16. Columns represent samples, while rows correspond to genes in the module. Red indicates positive and blue negative expression profile. S.C = Swarna control, S.D = Swarna under RDS, IL.C = DTY-IL control, IL.D = DTY-IL under RDS.

**Figure 5:**
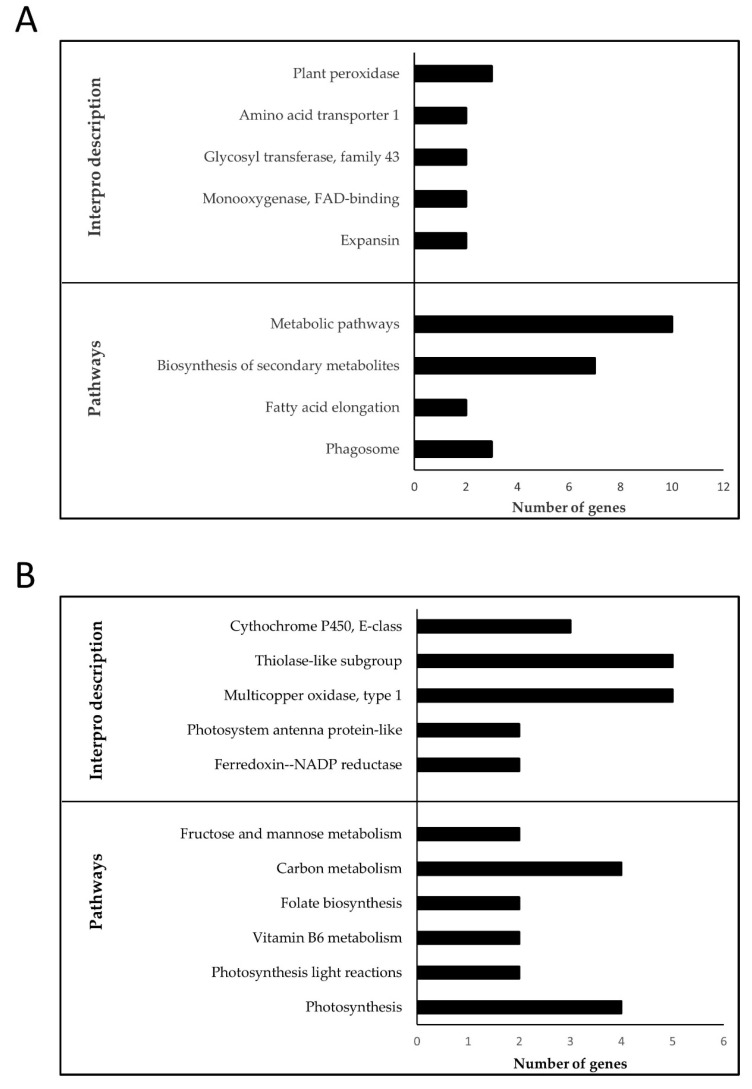
Enrichment analysis of the functional categories in FL-M14 and FL-M16. Over-represented Interpro domains and enriched pathways in FL-M14 (**A**) and FL-M16 (**B**) in flag-leaf under RDS. Top significant pathways and Interpro domains are shown in *Y*-axis with the number of represented genes on the *X*-axis.

**Figure 6:**
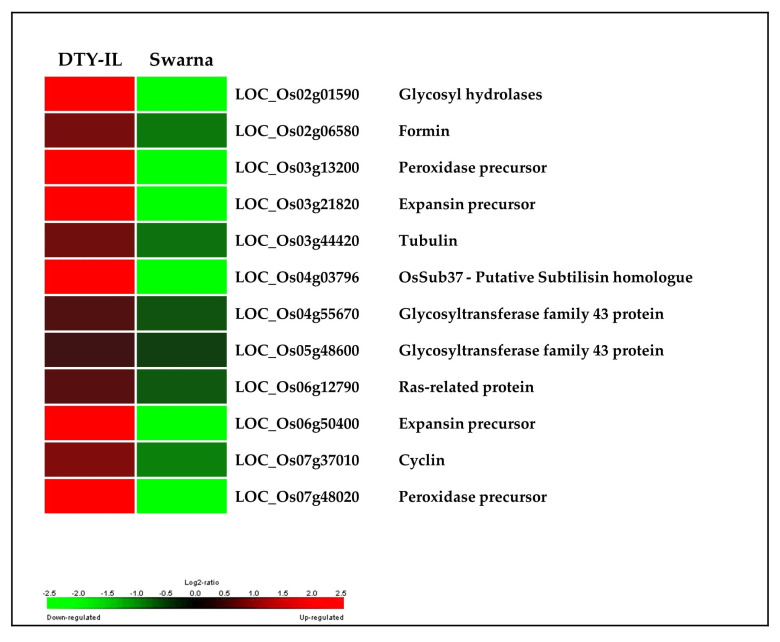
Cell wall organization and biogenesis during RDS in the flag-leaf tissue. Expression of cell wall organization or biogenesis related genes in drought-responsive modules between DTY-IL and Swarna are shown as log_2_ fold change heat-maps.

**Figure 7:**
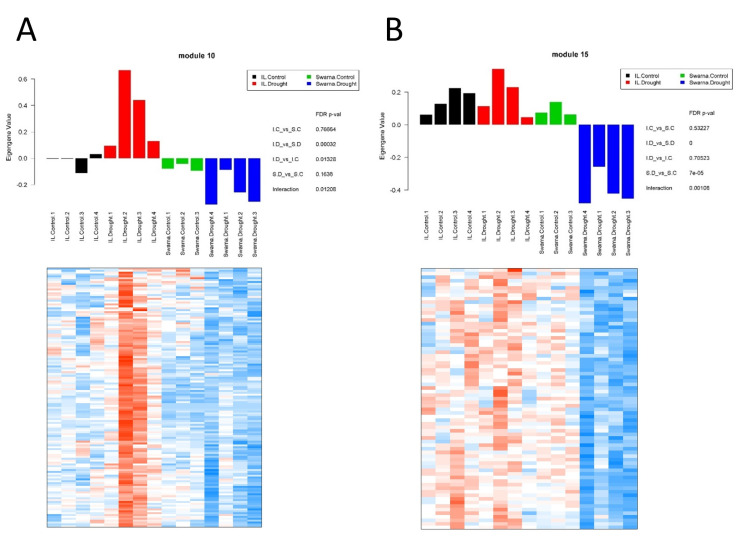
Gene co-expression network analysis in panicle under RDS. Bar plot of the module eigengene as representatives of the gene expression profiles across different samples in P-M10 (module 10) (**A**) and P-M15 (module 15) (**B**). *X*-axis represents 15 different samples across four different groups, while *Y*-axis corresponds to the eigengene value. Heatmaps showing gene expression levels of genes in P-M10 and P-M15. Columns represent samples, while rows correspond to genes in the module. Red indicates positive and blue negative expression profile. S.C = Swarna control, S.D = Swarna under RDS, IL.C = DTY-IL control, IL.D = DTY-IL under RDS.

**Figure 8:**
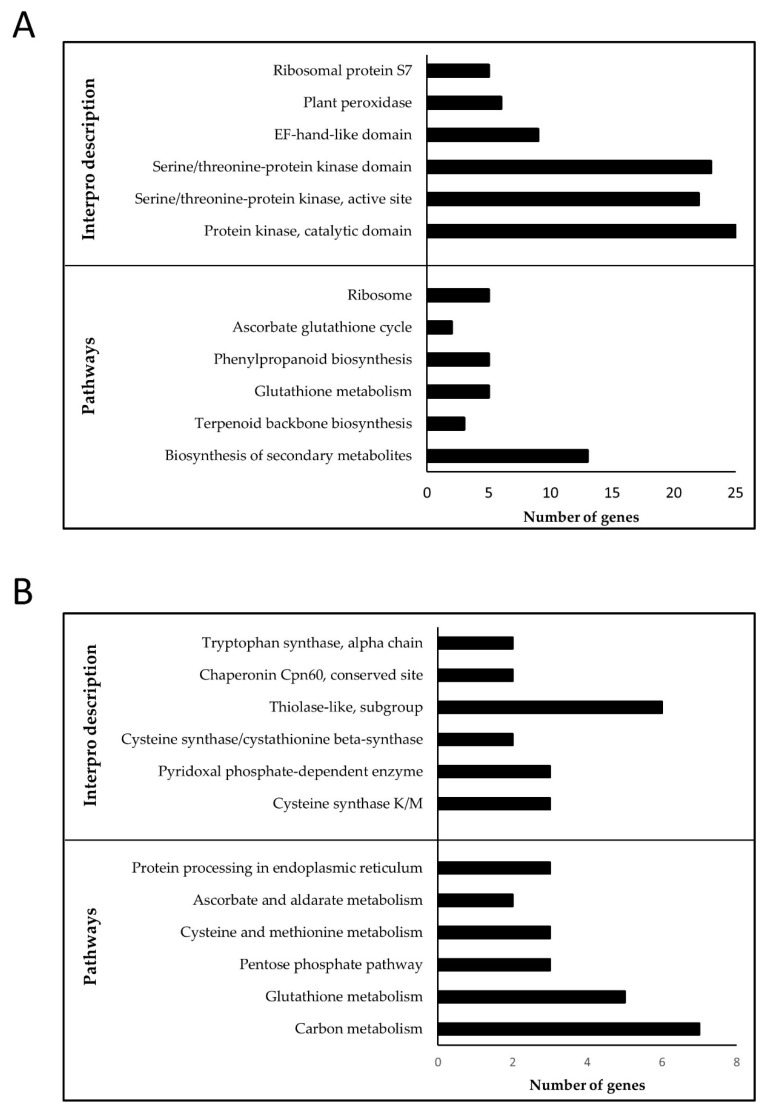
Enrichment analysis of the functional categories in P-M10 and P-M15. Over-represented Interpro domains and enriched pathways in P-M10 (**A**) and P-M15 (**B**) in panicle under RDS. Top significant pathways and Interpro domains are shown in *Y*-axis with the number of represented genes on the *X*-axis.

**Figure 9:**
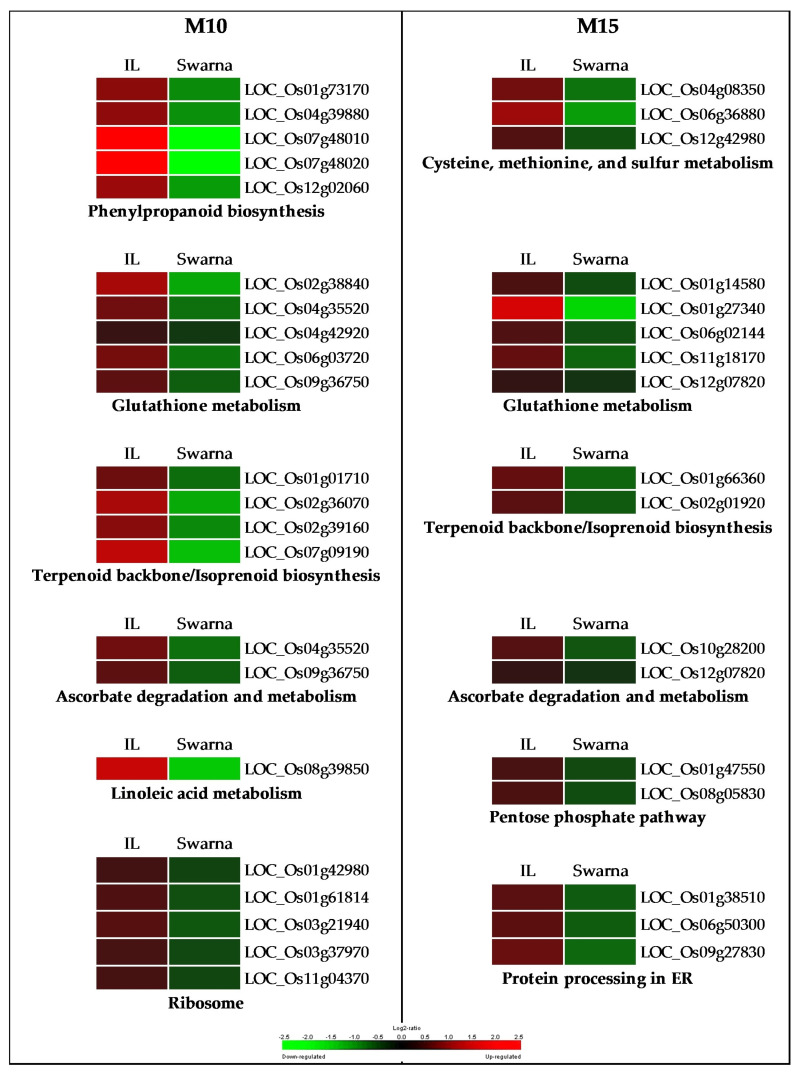
Regulation of metabolic pathways during RDS in panicle. The metabolic pathways enriched in the drought-responsive modules P-M10 (M10) and P-M15 (M15) between DTY-IL and Swarna under RDS are shown in heat-maps representing their expression profile. The scale represents a log_2_ fold change in expression. IL = DTY-IL.

**Figure 10:**
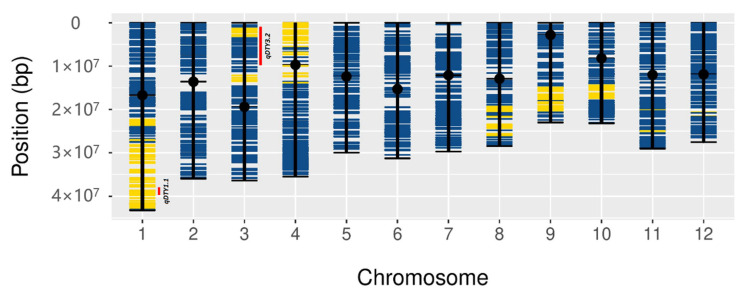
Physical map of DTY-IL. Genome-wide physical position distribution of 1648 SNPs from the 7K genotyping assay across all rice chromosomes. Swarna SNP’s alleles are represented in blue. N22 SNP alleles are represented in yellow. Names and ranges of N22-derived DTY QTLs (*qDTY*1.1 and *qDTY*3.2) are shown as red bars on the sides of the chromosome, more details are provided in Supplementary Table S15.

**Table 1:** A summary of GO enrichment analysis of differentially expressed genes (DEGs) common to both genotypes, and unique to DTY-IL and Swarna for flag-leaf and panicle tissues under RDS.

DEGs of Interest	Expression	Genes		GO Terms		Significant GO Terms	
		Flag-Leaf	Panicle	Flag-Leaf	Panicle	Flag-Leaf	Panicle
Common responses of DTY-IL and Swarna DEGs to drought	Upregulated	2155	1775	409	324	88	110
	Downregulated	2025	3024	482	525	171	135
	Sub-total	4180	4799	891	849	259	245
Unique responses of Swarna DEGs to drought	Upregulated	188	184	92	89	0	0
	Downregulated	327	303	134	141	35	13
	Sub-total	515	487	226	230	35	13
Unique responses of DTY-IL DEGs to drought	Upregulated	74	108	31	58	4	36
	Downregulated	34	56	19	22	0	0
	Sub-total	108	164	50	80	4	36

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4425/11/10/1124/s1, Table S1. Mapping results of RNA-Seq reads of Swarna and DTY-IL in flag-leaf and emerging panicle tissues under RDS and control conditions, Table S2. GO enrichment analysis of the commonly down-regulated genes in DTY-IL and Swarna under RDS in the flag-leaf and emerging panicle tissues, Table S3. Pathway enrichment analysis of Swarna downregulated and DTY-IL upregulated DEGs in flag-leaf under RDS, Table S4. Overrepresented *cis*-acting elements of Swarna downregulated and DTY-IL upregulated DEGs in flag-leaf under RDS, Table S5. GO enrichment analysis of the commonly up-regulated genes in DTY-IL and Swarna under RDS in the flag-leaf and emerging panicle tissues, Table S6. Pathway enrichment analysis of Swarna downregulated and DTY-IL upregulated DEGs in emerging panicle under RDS, Table S7. Overrepresented *cis*-acting elements of Swarna downregulated and DTY-IL upregulated DEGs in emerging panicle under RDS, Table S8. List of different module color and sizes generated in flag-leaf and emerging panicle tissue using WGCNA, Table S9. The top 10 Go terms in biological process, molecular function, and cellular component categories in M1 and M2 in flag-leaf and emerging panicle tissues under RDS, Table S10. The list of 140 and 102 genes with their putative functions and expression profiles in the DTY-IL and Swarna under RDS in the M14 and M16 modules in flag-leaf tissue, Table S11. Identified hub genes in M14 and M16 in flag-leaf with their putative functions and expression profiles between the DTY-IL and Swarna under RDS, Table S12. The list of 138 and 73 with their putative functions and expression profiles in the DTY-IL and Swarna under RDS in the M10 and M15 modules in panicle tissue, Table S13. Identified hub genes in M10 and M15 in panicle with their putative functions and expression profiles between the DTY-IL and Swarna under RDS, Table S14. qRT-PCR primers used in the study, Table S15. Information on the introgressed chromosome segments and the differentially expressed genes in the DTY1.1-IL compared with Swarna under control and reproductive-drought stress conditions and overlapping *qDTY’s* in flag-leaf and panicle tissues, Table S16. List of DEGs in the *qDTY1.1* region across the different pairwise comparisons in flag-leaf and emerging panicle transcriptomes under RDS, Table S17. Distinct *cis* regulatory elements in the 2 kb upstream promoter region of LOC_Os01g67030 in Nipponbare, MH63, and N22 sequences, Figure S1. Climate data and soil water content during water stress treatment. Figure S2. Quality control assessment for 16 flag-leaf tissue samples, Figure S3. Quality control assessment for 15 panicle tissue samples, with one Swarna control outlier removed, Figure S4. Quality control assessment for 16 panicle tissue samples, Figure S5. DEGs identification, Figure S6. Venn diagrams of differentially expressed genes (DEGs), Figure S7. Flag-leaf significant GO terms of biological processes that are down-regulated in Swarna (A) and up-regulated in DTY-IL (B) under RDS, Figure S8. Panicle significant GO terms of biological processes that are down-regulated in Swarna (A) and up-regulated in DTY-IL (B) under RDS, Figure S9. Mapman overview of the DEGs of interest in DTY-IL and Swarna under RDS, Figure S10. Identification of gene co-expression modules in the flag-leaf (A-C) and panicle (D-F) transcriptome under RDS, Figure S11. Bar graphs and Heatmaps of M1 and M2 in flag-leaf and panicle tissues under RDS, Figure S12. Major biological processes and over-represented GO Slim descriptions of drought-responsive M14 (A) and M16 (B) in flag-leaf tissue under RDS, Figure S13. Hub genes from the drought-responsive modules in the flag-leaf, Figure S14. Major biological processes and over-represented GO Slim descriptions of drought responsive M10 (A) and M15 (B) in panicle tissue under RDS, Figure S15. Hub genes from the drought-responsive modules in the panicles, Figure S16. The tissue-specific expression under RDS, Figure S17. qRT-PCR validation of candidate genes, Figure S18. Gene structure including the 2 kb upstream region of LOC_Os01g67030 in the three published reference genomes representing Nipponbare, *indica*, and *ausboro*, Figure S19. Multiple peptide sequence alignment of LOC_Os01g67030 in Nipponbare, MH63, and N22 sequences, Figure S20. Multiple peptide sequence alignment of LOC_Os03g03510 in Nipponbare, MH63, and N22 sequences. Figure S21. Model of suggested DTY-IL dependent drought tolerance mechanisms.

# Supplementary material for: Comparative Transcriptomics and Co-Expression Networks Reveal Tissue- and Genotype-Specific Responses of qDTYs to Reproductive-Stage Drought Stress in Rice (Oryza sativa L.)
**Source:** Genes (Basel). 2020 Sep 24;11(10):1124. doi: 10.3390/genes11101124
**Supplement:** Supplementary file 1

**Supplementary Materials**

**Supplementary Table legends for “Supplementary Tables_DTY_20200922.xlsx”:**

**Table S1.** Mapping results of RNA-Seq reads of Swarna and DTY-IL in flag-leaf and emerging panicle tissues under RDS and control conditions.

**Table S2.** GO enrichment analysis of the commonly down-regulated genes in DTY-IL and Swarna under RDS in the flag-leaf and emerging panicle tissues.

**Table S3**. Pathway enrichment analysis of Swarna downregulated and DTY-IL upregulated DEGs in flag-leaf under RDS.

**Table S4.** Overrepresented *cis*-acting elements of Swarna downregulated and DTY-IL upregulated DEGs in flag-leaf under RDS.

**Table S5.** GO enrichment analysis of the commonly up-regulated genes in DTY-IL and Swarna under RDS in the flag-leaf and emerging panicle tissues.

**Table S6.** Pathway enrichment analysis of Swarna downregulated and DTY-IL upregulated DEGs in emerging panicle under RDS.

**Table S7.** Overrepresented *cis*-acting elements of Swarna downregulated and DTY-IL upregulated DEGs in emerging panicle under RDS.

**Table S8.** List of different module color and sizes generated in flag-leaf and emerging panicle tissue using WGCNA.

**Table S9.** The top 10 Go terms in biological process, molecular function, and cellular component categories in FL-M1 and FL-M2 in flag-leaf, and P-M1 and P-M2 in emerging panicle tissues under RDS.

**Table S10.** The list of 140 and 102 genes with their putative functions and expression profiles in the DTY-IL and Swarna under RDS in the FL-M14 and FL-M16 modules in flag-leaf tissue.

**Table S11.** Identified hub genes in FL-M14 and FL-M16 in flag-leaf with their putative functions and expression profiles between the DTY-IL and Swarna under RDS.

**Table S12.** The list of 138 and 73 with their putative functions and expression profiles in the DTY-IL and Swarna under RDS in the P-M10 and P-M15 modules in panicle tissue.

**Table S13.** Identified hub genes in P-M10 and P-M15 in panicle with their putative functions and expression profiles between the DTY-IL and Swarna under RDS.

**Table S14.** qRT-PCR primers used in the study.

**Table S15.** Information on the introgressed chromosome segments and the differentially expressed genes in the DTY1.1-IL compared with Swarna under control and reproductive-drought stress conditions and overlapping *qDTY’s* in flag-leaf and panicle tissues.

**Table S16.** List of DEGs in the *qDTY1.1* region across the different pairwise comparisons in flag-leaf and emerging panicle transcriptomes under RDS.

**Table S17.** Distinct *cis* regulatory elements in the 2 kb upstream promoter region of LOC_Os01g67030 in Nipponbare, MH63, and N22 sequences.

**Supplementary Figure legends:**

**Figure S1**. Climate data and soil water content during water stress experiment.

**Figure S2**. Quality control assessment for 16 flag-leaf tissue samples. Visualization of *vst*-transformed values through heatmap (A) and clustering by Euclidean distance (B) was used to display similarity and dissimilarity between samples. PCA plot (C) was used for visualizing the overall effect of experimental covariates and batch effects and boxplot of Cook’s distances (D) were used to check for sample consistency. IL = DTY-IL.

**Figure S3**. Quality control assessment for 15 panicle tissue samples, with one Swarna control outlier removed (See **Figure S4**). Visualization of *vst*-transformed values through heatmap (A) and clustering by Euclidean distance (B) was used to display similarity and dissimilarity between samples. PCA plot (C) was used for visualizing the overall effect of experimental covariates and batch effects and boxplot of Cook’s distances (D) were used to check for sample consistency. IL = DTY-IL.

**Figure S4**. Quality control assessment for 16 panicle tissue samples. Visualization of *vst*-transformed values through heatmap (A) and clustering by Euclidean distance (B) was used to display similarity and dissimilarity between samples. PCA plot (C) was used for visualizing the overall effect of experimental covariates and batch effects and boxplot of Cook’s distances (D) were used to check for sample consistency. The sample dendrogram (B) and PCA (C) indicate sample Swana.Control 3 as an obvious outlier and was removed prior to DE analysis (See **Figure S3**). IL = DTY-IL.

**Figure S5**. DEGs identification. Mean-difference plots showing the result of the different pairwise differential expression analysis for flag-leaf and panicle tissues, respectively. The X-axis represents the mean of normalized counts and the Y-axis represents the fold change (on a log_2_ scale). Red dots indicate an adjusted *p*-value of less than 0.05. Red dots outside of the blue line indicate DEGs for which the log_2_ fold change was significantly higher than +/- 1. IL = DTY-IL.

**Figure S6**. Venn diagrams of differentially expressed genes (DEGs) upregulated (A) and downregulated (B) in flag-leaf as well as upregulated (C) and downregulated D) in panicle tissues at FDR adjusted *P*-value < 0.05 and -1 ≤ log_2_-ratio ≤ +1 (fold change ≥ 2. SWAC = Swarna control, SWAD = Swarna under RDS, ILC = DTY-IL control, ILD = DTY-IL under RDS.

**Figure S7**. Flag-leaf significant GO terms of biological processes that are down-regulated in Swarna (A) and up-regulated in DTY-IL (B) under RDS. The X-axis represents the significant GO terms and the Y-axis represents the number of DEGs for each significant GO terms. IL = DTY-IL.

**Figure S8**. Panicle significant GO terms of biological processes that are down-regulated in Swarna (A) and up-regulated in DTY-IL (B) under RDS. The X-axis represents the significant GO terms and the Y-axis represents the number of DEGs for each significant GO terms. IL = DTY-IL.

**Figure S9.** MapMan overview of the DEGs of interest in DTY-IL and Swarna under RDS. (A) The cell function overview in DTY-IL and (B) Swarna in the flag-leaf tissue, and (C) DTY-IL and (D) Swarna in the panicle tissue. The DEGs were binned to the MapMan functional categories. The values are the log_2_ fold changes. The upregulated and downregulated genes are represented with blue and red

**Figure S10**. Identification of gene co-expression modules in the flag-leaf (A-C) and panicle (D-F) transcriptome under RDS. Properties and topologies of gene co-expression networks in flag-leaf and panicle tissue under RDS.

(A &D) Selection of soft-thresholding power in WGCNA. The y-axis shows the scale-free topology index as a function of the Soft Threshold on the x-axis. The graph is reaching a saturation point at threshold ß value = 6 in flag-leaf (A) and ß value = 9 and panicle (D) networks.

(B & E) Hierarchical cluster dendrogram showing co-expression modules from WGCNA in flag-leaf (B) and panicle (E) tissues, respectively. The *y*-axis denotes the co-expression distance and the *x*-axis corresponds to genes. Genes were clustered based on a dissimilarity measure (1-TOM). Dynamic tree cutting was applied with a 0.15 threshold to identify modules by dividing the dendrogram at significant branch points. The branches correspond to modules of highly interconnected groups of genes. Modules corresponding to branches are displayed with different colors in the horizontal bar immediately below the dendrogram, with gray representing unassigned genes. Each vertical line a.k.a “leaf” in the tree represents a gene.

(C & F) Meta-module identification. The module network dendrogram was constructed by the hierarchical clustering of module eigengene distances in the flag-leaf and panicle networks. The horizontal line represents the threshold (0.15) used for defining the meta-modules. Branches of the dendrogram (the meta-modules) group together eigengenes that are positively correlated.

**Figure S11**. Bar graphs and Heatmaps of FL-M1 and FL-M2 in flag-leaf, and P-M1 and P-M2 in panicle tissues under RDS, which correspond to a similar expression profile of both genotypes to drought. Bar plot of the module eigengene across different samples in of FL-M1 and FL-M2 in flag-leaf (A & B) and P-M1 and P-M2 in panicle (C & D) tissues, respectively. The 4 different pairwise comparisons and the interaction term were used to assess changes in expression profiles. The X-axis represents the different samples across 4 different groups. The Y-axis corresponds to the Eigengene Value. The Eigengene Value can be considered a representative of the gene expression profiles in a module. Heatmaps showing gene expression levels of the genes and the number of genes within turquoise and blue modules in flag-leaf (A & B) and panicle (C & D) tissues, respectively across the different samples. Each column represents different samples. Each row corresponds to one gene in the module. Red is a positive expression and blue is a negative expression profile.

**Figure S12**. Major biological processes and over-represented GO Slim descriptions of drought-responsive FL-M14 (A) and FL-M16 (B) in flag-leaf tissue under RDS.

**Figure S13**. Hub genes from the drought-responsive modules in the flag-leaf. The identified hub genes in FL-M14 (A) and FL-M16 (B) between DTY-IL and Swarna under RDS. The bar graphs show the Log_2_-ratio of each hub genes between the DTY-IL and Swarna under RDS in the Y-axis and the specific hub gene on the X-axis.

**Figure S14**. Major biological processes and over-represented GO Slim descriptions of drought-responsive P-M10 (A) and P-M15 (B) in panicle tissue under RDS.

**Figure S15**. Hub genes from the drought-responsive modules in the panicles. The identified hub genes in P-M10 (A) and P-M15 (B) between DTY-IL and Swarna under RDS. The bar plots show the Log_2_-ratio of each hub genes between the DTY-IL and Swarna under RDS in the Y-axis and the specific hub gene on the X-axis.

**Figure S16.** The tissue-specific expression under RDS. Consensus network matrix for the flag-leaf and panicle networks. The X-axis represents all the 23 panicle modules with the corresponding number of genes for each module. The Y-axis represents all the 21 flag-leaf modules with the corresponding number of genes for each module. Numbers beside the module number are the total gene counts for that module. Numbers inside the matrix are the number of genes common between the flag-leaf and panicle modules. Red numbers have significant overlap in gene count based on Fisher’s exact test with the –log(p) of the p-value encoding the coloring (0 = -log(1) and 50 = -log(1E-50)). FL ME = Flag-leaf module; PAN ME = Panicle module. ME0 = grey module for both tissues that was not included as the genes in this module don’t fit anywhere else.

**Figure S17**. qRT-PCR validation of candidate genes. The selected genes from different pairwise comparison in (A) flag-leaf and (B) panicle tissues under the reproductive-stage drought stress are shown in heat-maps representing their expression profile. RNA-Seq values used are the calculated log_2_ fold change for each contrast. The scale from qPCR represents log_2_ fold change in expression. *ELF* and *ATU* were used as an endogenous control for flag-leaf and panicle tissues respectively.

**Figure S18.** Comparison of gene structure including the 2-kb upstream region of AuxRe. The 2-kb upstream and full-length sequence of AuxRe in Nipponbare was used to lift over the corresponding sequences of AuxRe in MH63v2 and N22v2 genomes via blastn. Organization of exons (blue box), introns, and UTRs (gray box) of AuxRe (LOC_Os01g67030) gene in the gene body and the 2-kb upstream sequences of the gene are shown for Nipponbare, MH63v2 (an indica reference genome used as a proxy for the closely related Swarna), and N22v2, representing *Japonica, Indica,* and *Ausboro* genomes respectively. The alignment of the promoter and the full-length genomic region was done using Blastn. Gene structure annotation was present in Nipponbare (RGAP 7) and MH63v2 (RIGW) while it was predicted in the N22v2 using FGENESH. Non-synonymous SNP’s (in color red texts) were determined relative to the Nipponbare sequence. *FGENESH prediction; **Different start codon in FGENESH prediction; ***Alignment result through Blastn in NCBI Blast. CDS = coding sequence; UTR = untranslated region; ATG = start codon; TGA = stop codon; TSS = transcription start site; TTS = transcription termination site.

**Figure S19**. Multiple peptide sequence alignment of LOC_Os01g67030 from Nipponbare, MH63v2 (an indica reference genome used as a proxy for the closely related Swarna), N22_v2, and a clone amplified from the DTY-IL parent N22 (N22_Sanger). Nipponbare sequence was obtained from the Rice Genome Annotation Project (RGAP 7), while MH63v2 sequence was obtained from the Rice Information Gateway (RIGW). Predictions in N22v2 were made in FGENESH. Protein alignment was done using Clustal Omega using default parameters with ClustalW output format. Conserved domains search was done through CD-search in NCBI with default settings. The DOMON_DOH and Cyt_b561_FRRS1_like conserved domains were underlined. Note: The Sanger sequencing result of N22 validates the SNPs and Indels in the predicted AA of N22_v2. Nonsynonymous SNPs and a Glycine deletion unique to N22v2 were highlighted (red rectangular box). *, identical residues.

**Figure S20**. Multiple peptide sequence alignment of LOC_Os03g03510 in Nipponbare, MH63, and N22 sequences. Nipponbare sequence was obtained from the Rice Genome Annotation Project (RGAP 7), while MH63v2 sequence was obtained from the Rice Information Gateway (RIGW). Predictions for N22v2 were made in FGENESH. Protein alignment was done using Clustal Omega using default parameters with ClustalW output format. Conserved domains search was done through CD-search in NCBI with default settings. The STKc_SnRK3 and CIPK_C conserved domains were underlined. The extended C-terminal region (red rectangular box) in N22v2 was highlighted. *, identical residues.

**Figure S21.** Model of suggested DTY-IL dependent drought tolerance mechanism. (A) In DTY1.1-IL in flag leaves (green), maintained, and drought-adapted cell wall homeostasis (solid green bricks) under drought (no water and sun icons) supports sustained photosynthetic activity (large green chloroplast icon). This, in turn, allows for strong source strength and the allocation of energy and carbon in the form of photo-assimilates to emerging panicles. A strong sink is established, and energy and carbon available for Redox-homeostasis  (Redox HS), protective secondary metabolism (Sec Met), and high rates of protein turnover (Protein TO) enable the emerging panicle to cope with drought stress and remain fertile, ultimately leading to successful grain filling and drought-tolerant yield (DTY). This is proposed to be in part accomplished through efficient source-sink signaling (blue arrow) suggested to be modulated through the identified candidate genes. (B) In Swarna flag leaves (green), failure to maintain cell wall integrity (wavy green bricks) under drought results in leaf rolling and impaired photosynthetic activity (small chloroplast icon). This, in turn negatively affects source strength and severely limits the allocation of energy and carbon in the form of photo-assimilates to emerging panicles. Consequently, the merging panicle is in starvation mode and fails to establish a strong sink. There is not sufficient carbon energy available to successfully counter drought stress, and the results are sterility and failure to fill grain and yield under drought. This is proposed to be in part due to failure to modulate source-sink signaling in response to drought stress (yellow lightning across blue arrow) and unfavorable alleles on the identified candidate genes suggested to contribute.

**Supplementary figures**

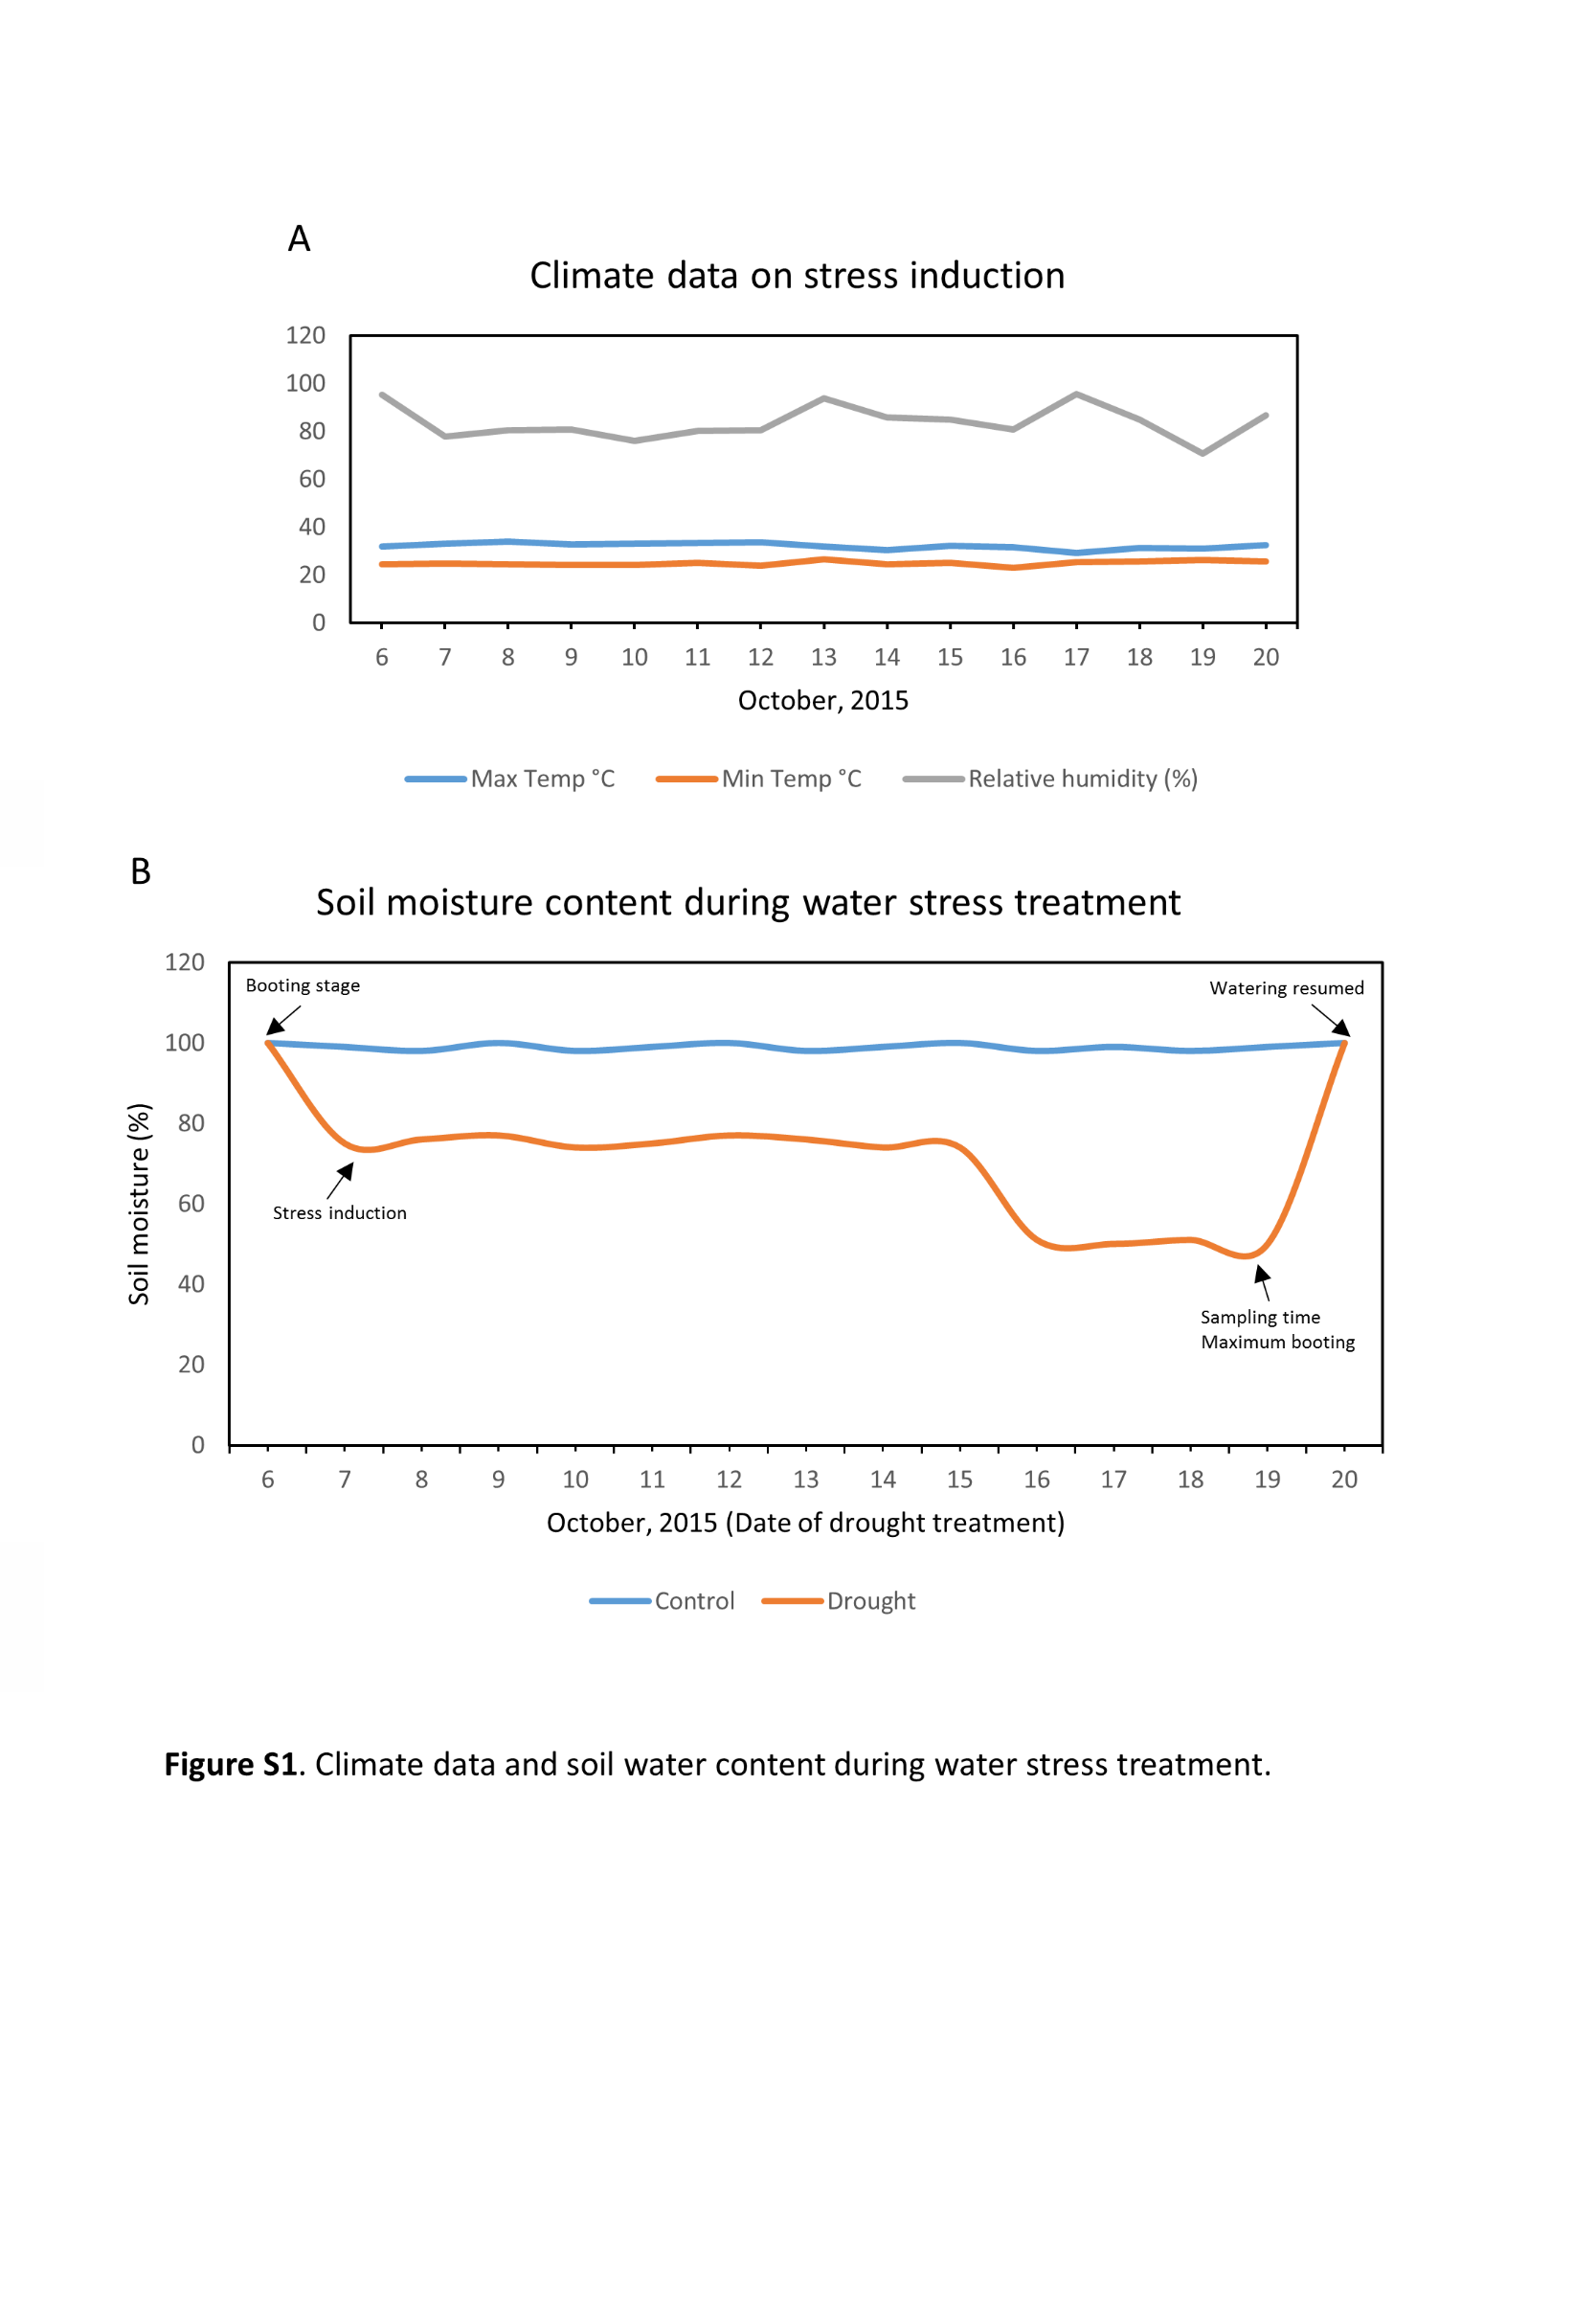

**Figure S1**. Climate data (A) and soil water content (B) during water stress experiment.

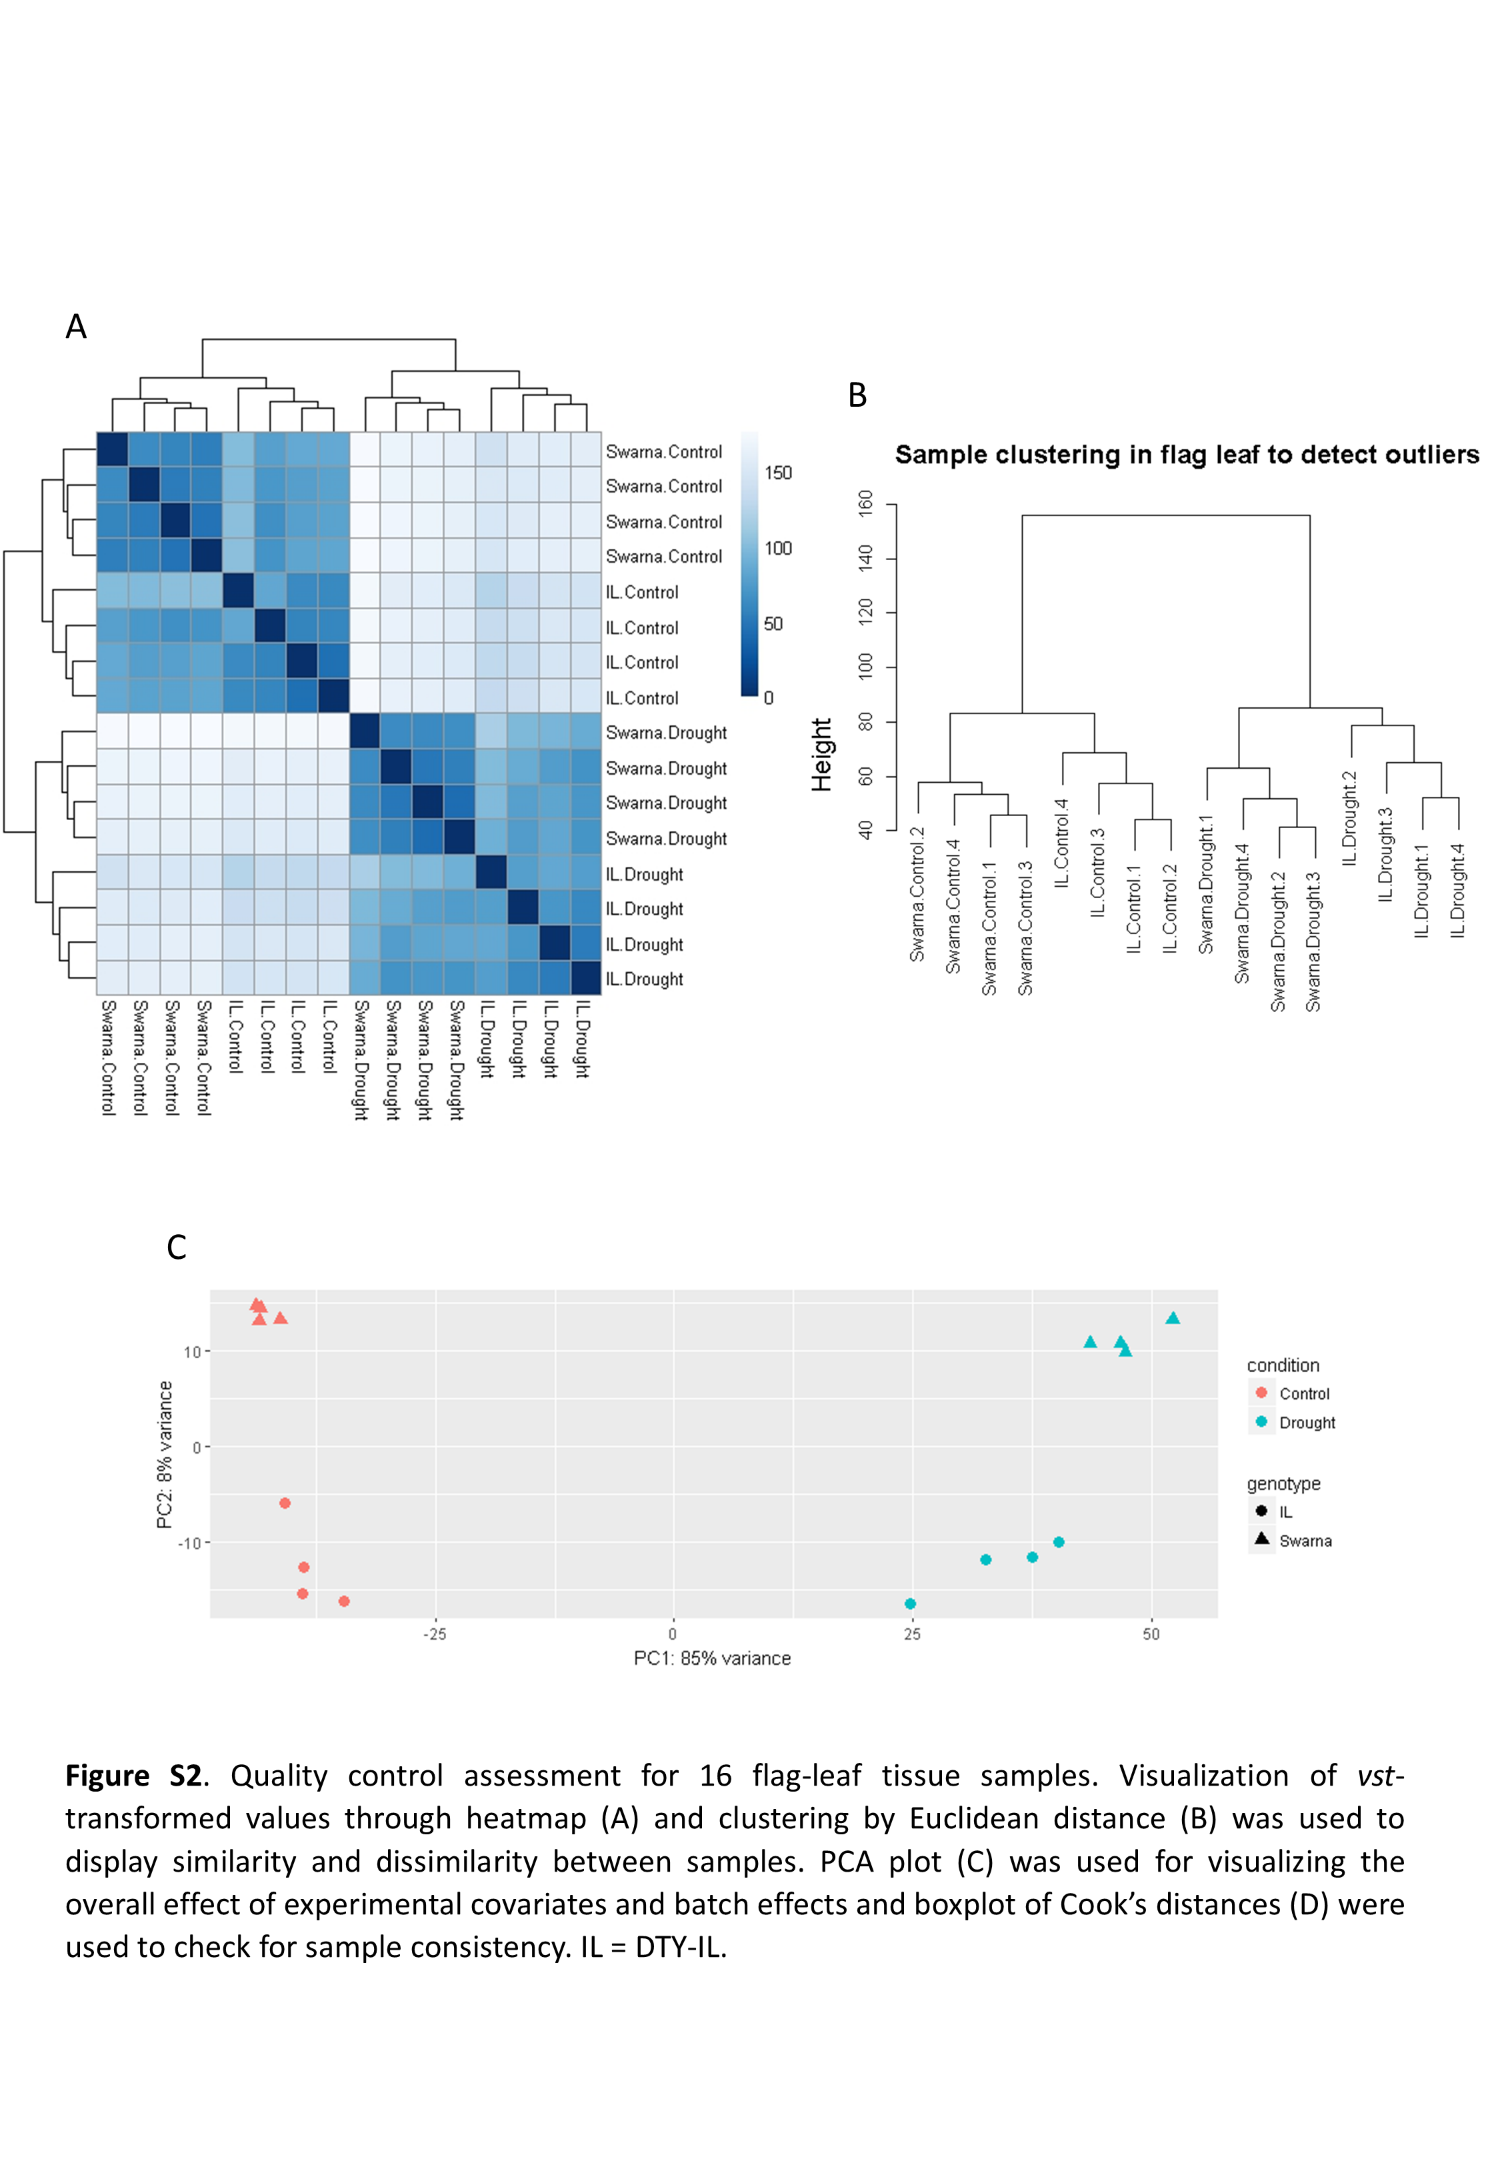

**Figure S2**. Quality control assessment for 16 flag-leaf tissue samples. Visualization of *vst*-transformed values through heatmap (A) and clustering by Euclidean distance (B) was used to display similarity and dissimilarity between samples. 2D PCA plot (C) was used for visualizing the overall effect of experimental covariates IL = DTY-IL.

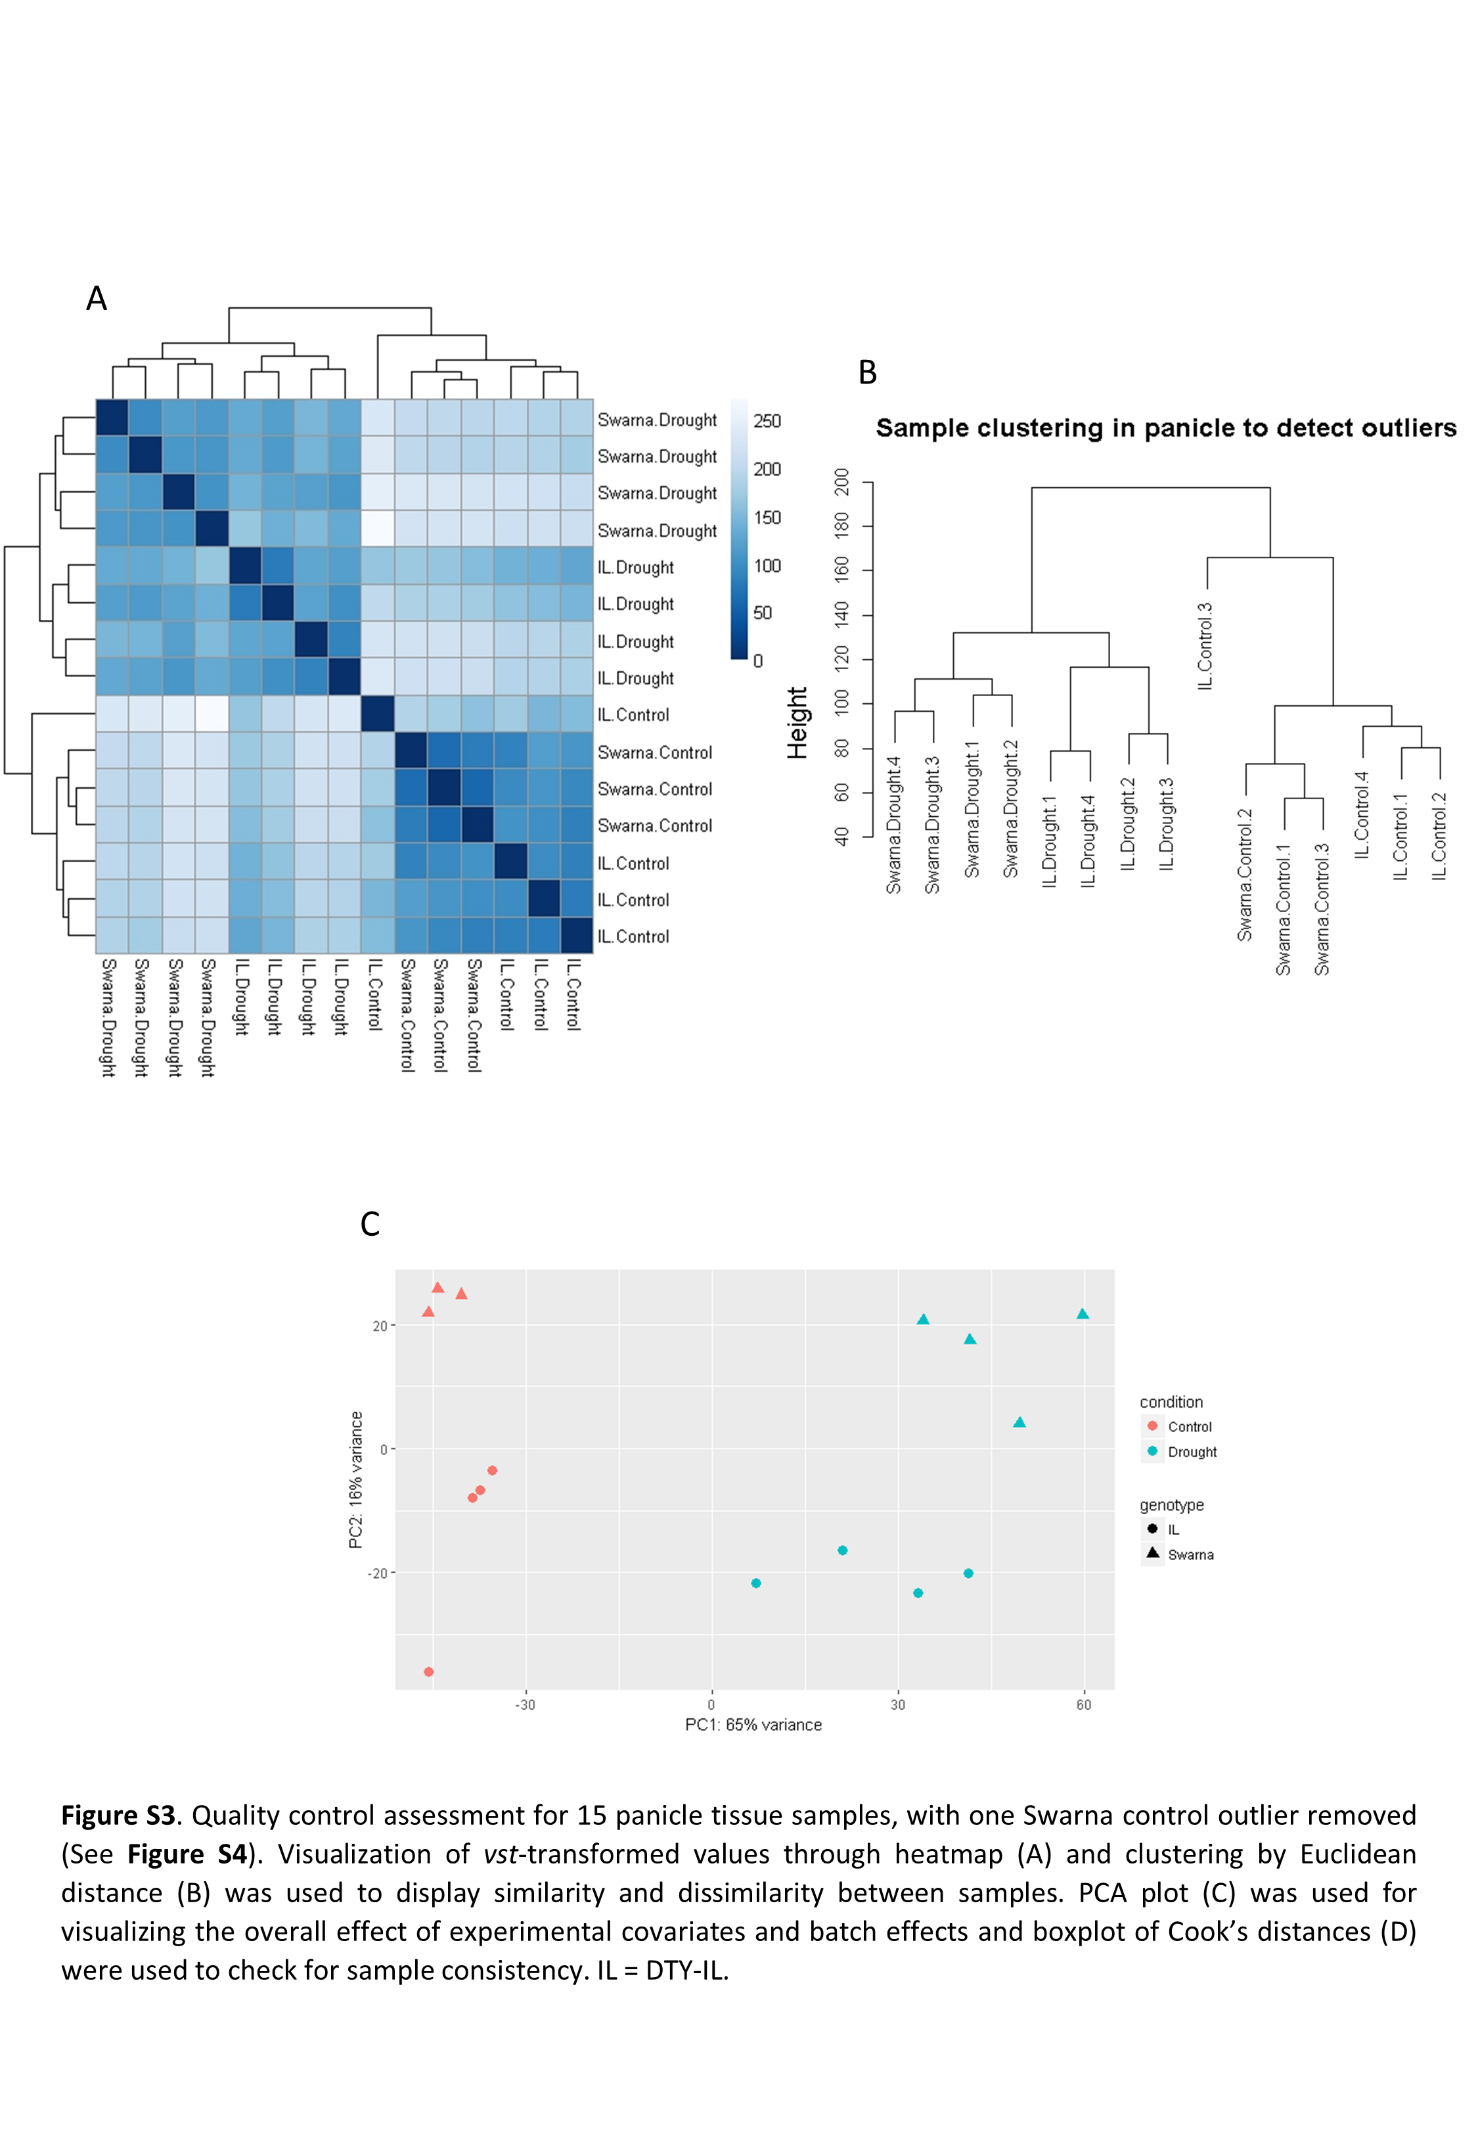

**Figure S3**. Quality control assessment for 15 panicle tissue samples. Visualization of *vst*-transformed values through heatmap (A) and clustering by Euclidean distance (B) was used to display similarity and dissimilarity between samples. 2D PCA plot (C) was used for visualizing the overall effect of experimental covariates IL = DTY-IL.

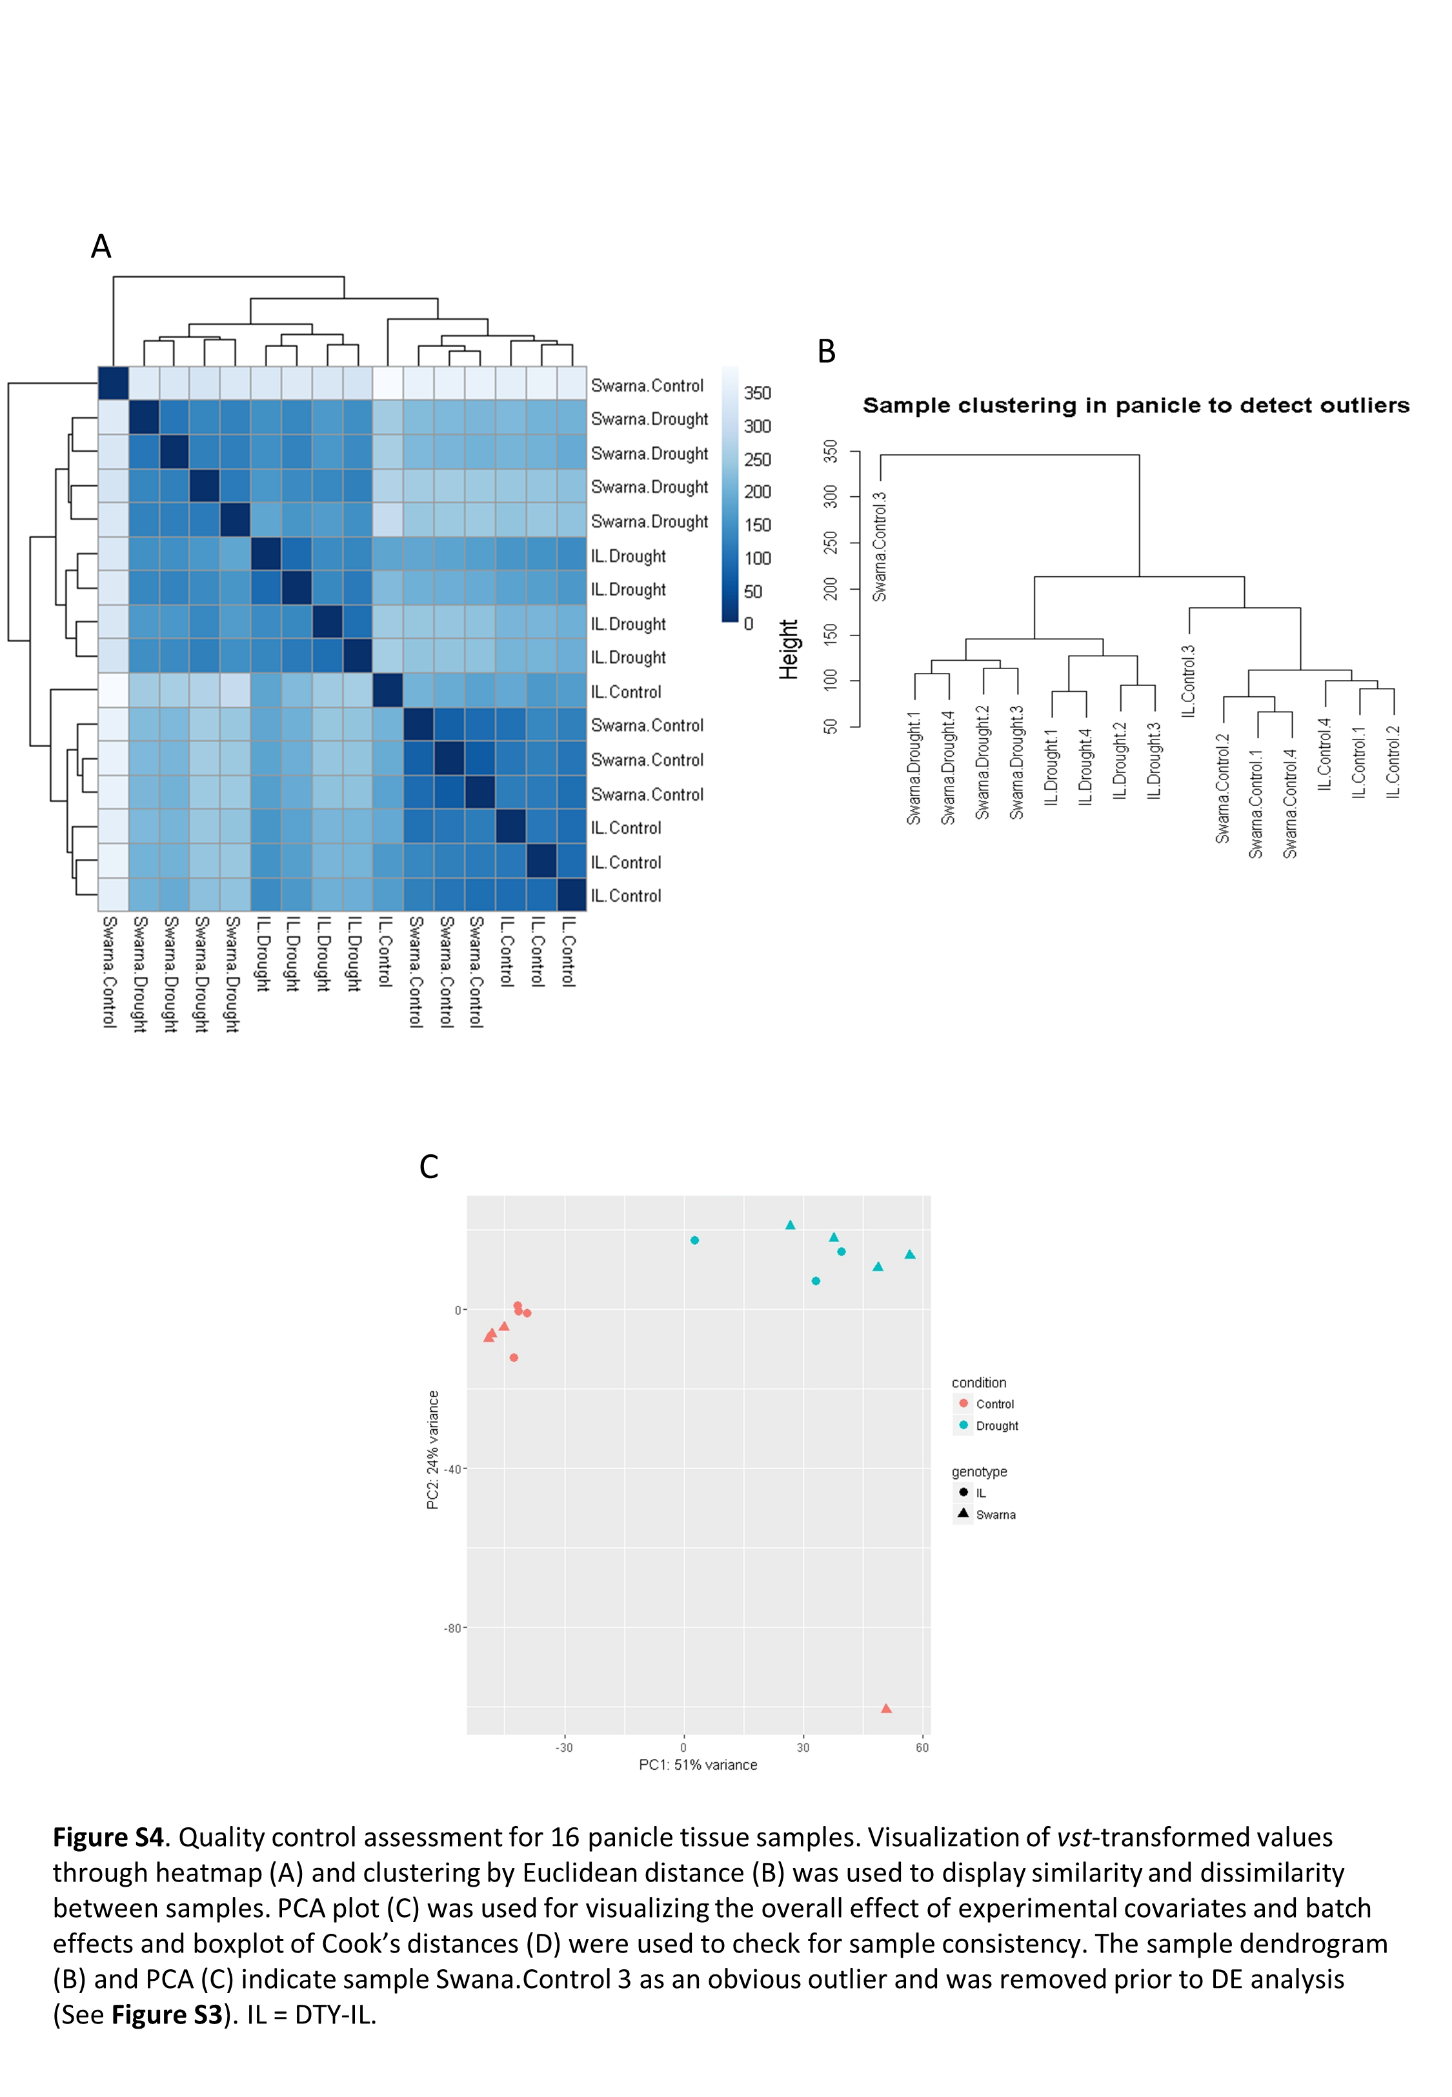

**Figure S4**. Quality control assessment for 16 panicle tissue samples. Visualization of *vst*-transformed values through heatmap (A) and clustering by Euclidean distance (B) was used to display similarity and dissimilarity between samples. PCA plot (C) was used for visualizing the overall effect of experimental covariates. The sample dendrogram (B) and PCA (C) indicate sample Swana.Control 3 as an obvious outlier and was removed prior to DE analysis (See **Figure S2 and S3**). IL = DTY-IL.

**
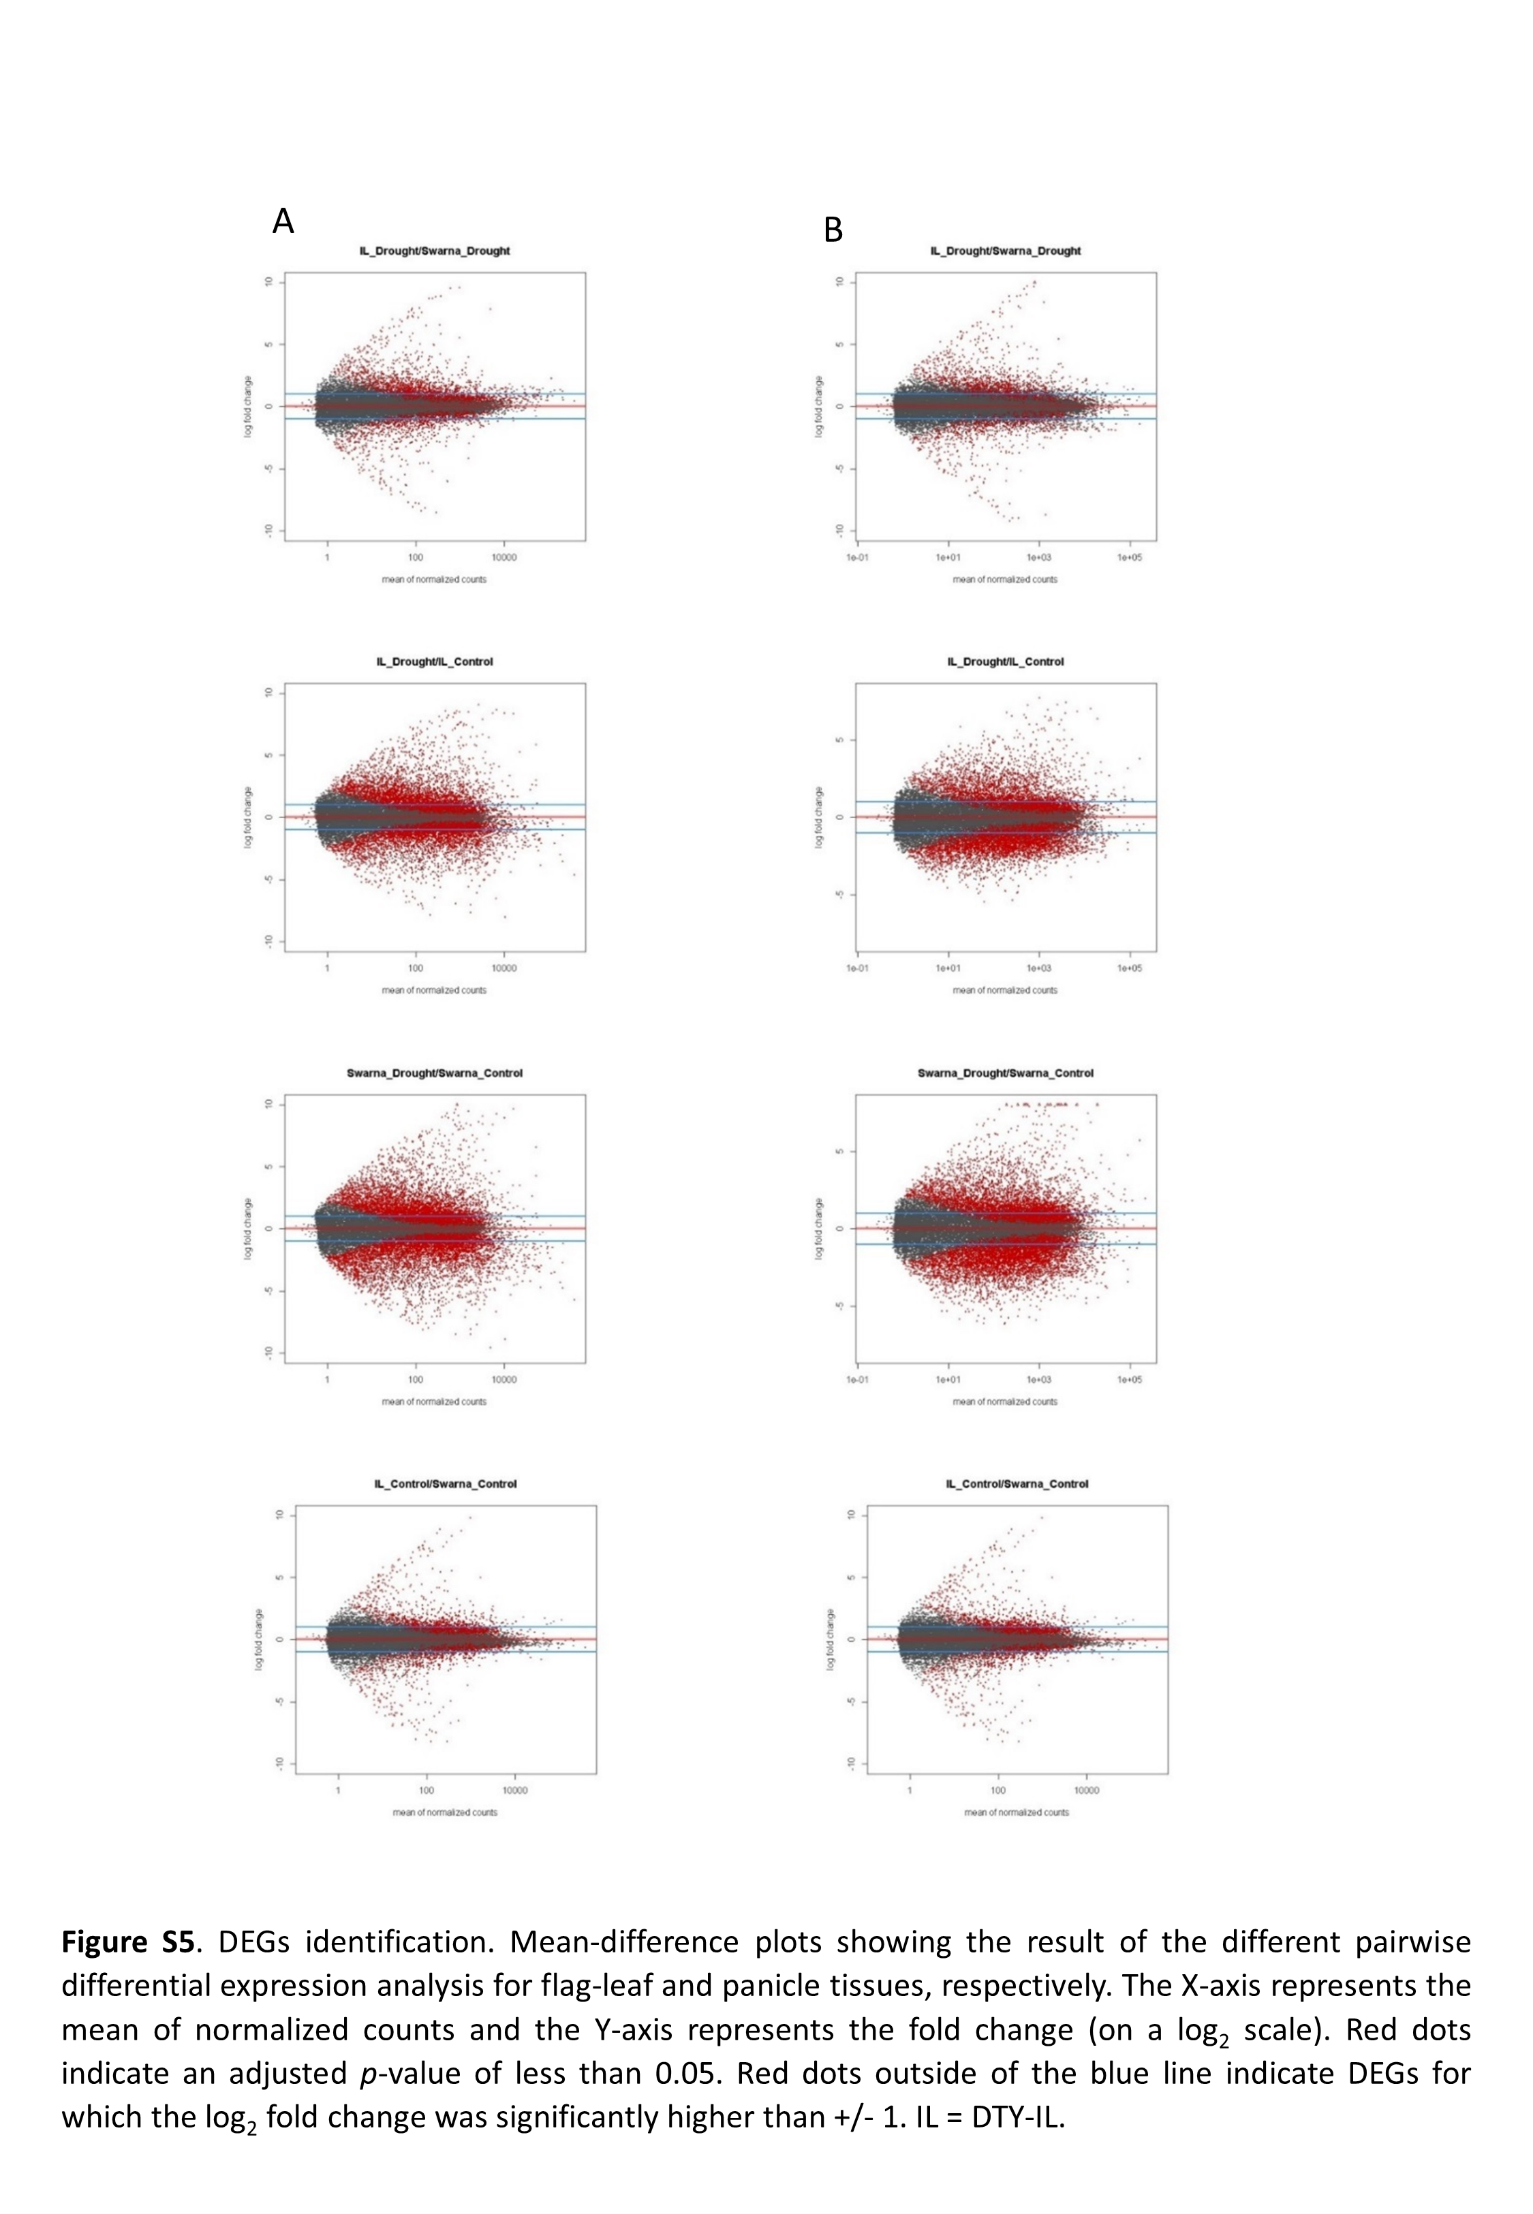
**

**Figure S5**. DEGs identification. Mean-difference plots showing the result of the different pairwise differential expression analysis for (A) flag-leaf and (B) panicle tissues, respectively. The X-axis represents the mean of normalized counts and the Y-axis represents the fold change (on a log_2_ scale). Red dots indicate an adjusted *p*-value of less than 0.05. Red dots outside of the blue line indicate DEGs for which the log_2_ fold change was significantly higher than +/- 1. IL = DTY-IL.

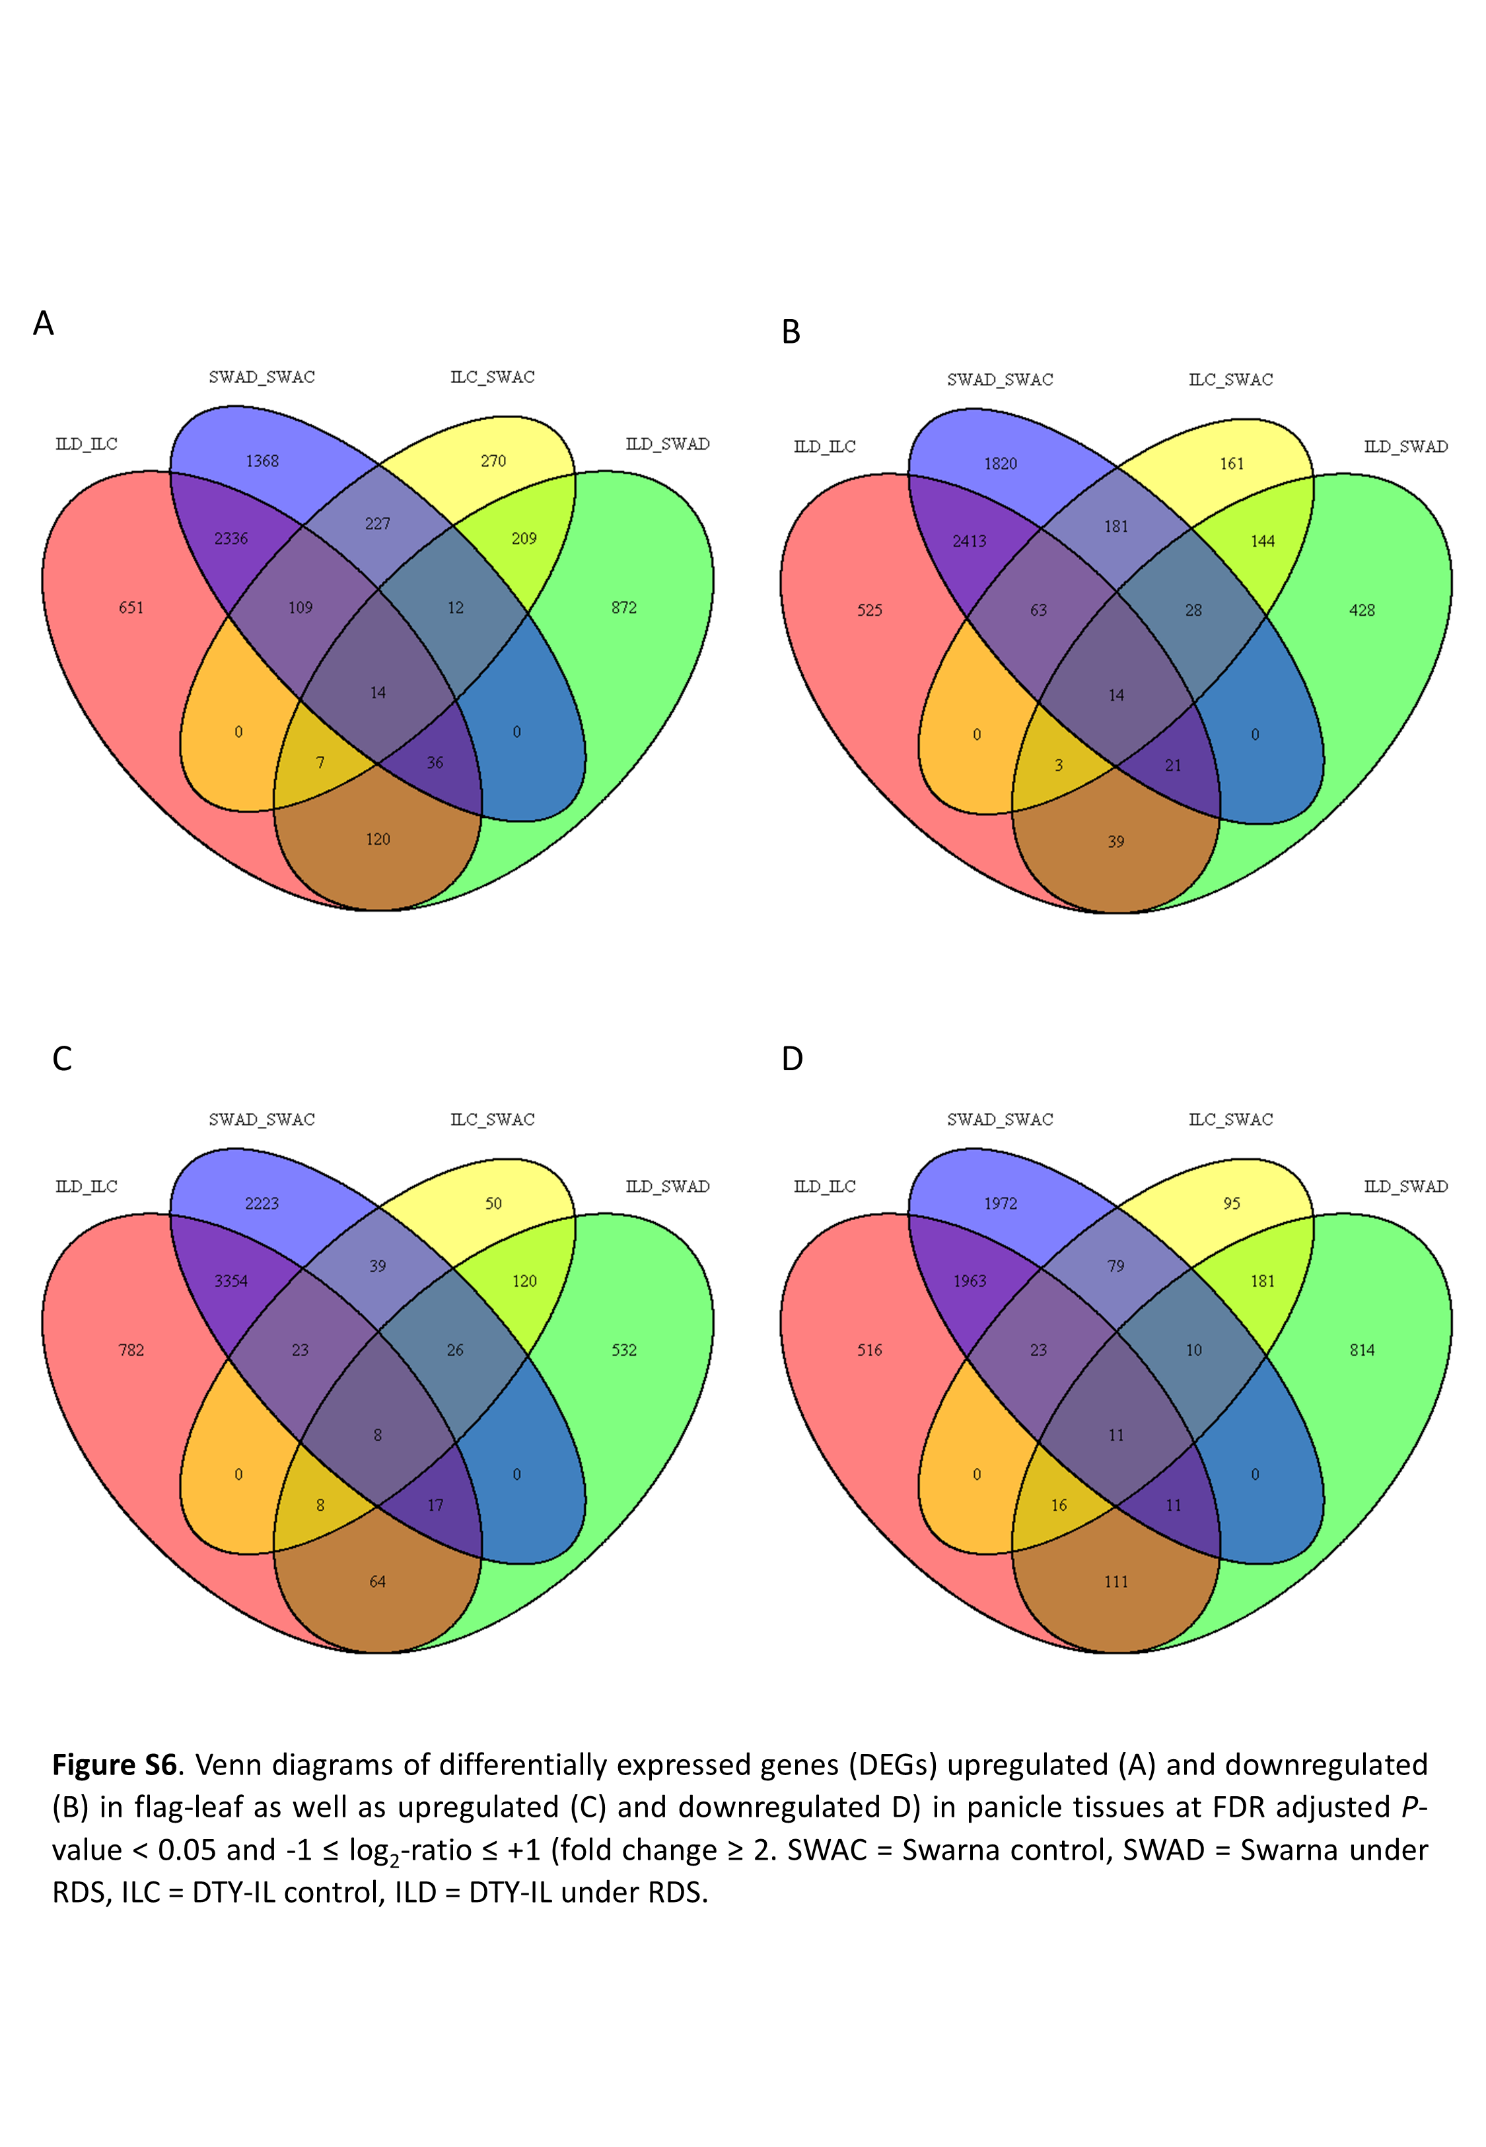

**Figure S6**. Venn diagrams of differentially expressed genes (DEGs) upregulated (A) and downregulated (B) in flag-leaf as well as upregulated (C) and downregulated D) in panicle tissues at FDR adjusted *P*-value < 0.05 and -1 ≤ log_2_-ratio ≤ +1 (fold change ≥ 2. SWAC = Swarna control, SWAD = Swarna under RDS, ILC = DTY-IL control, ILD = DTY-IL under RDS.

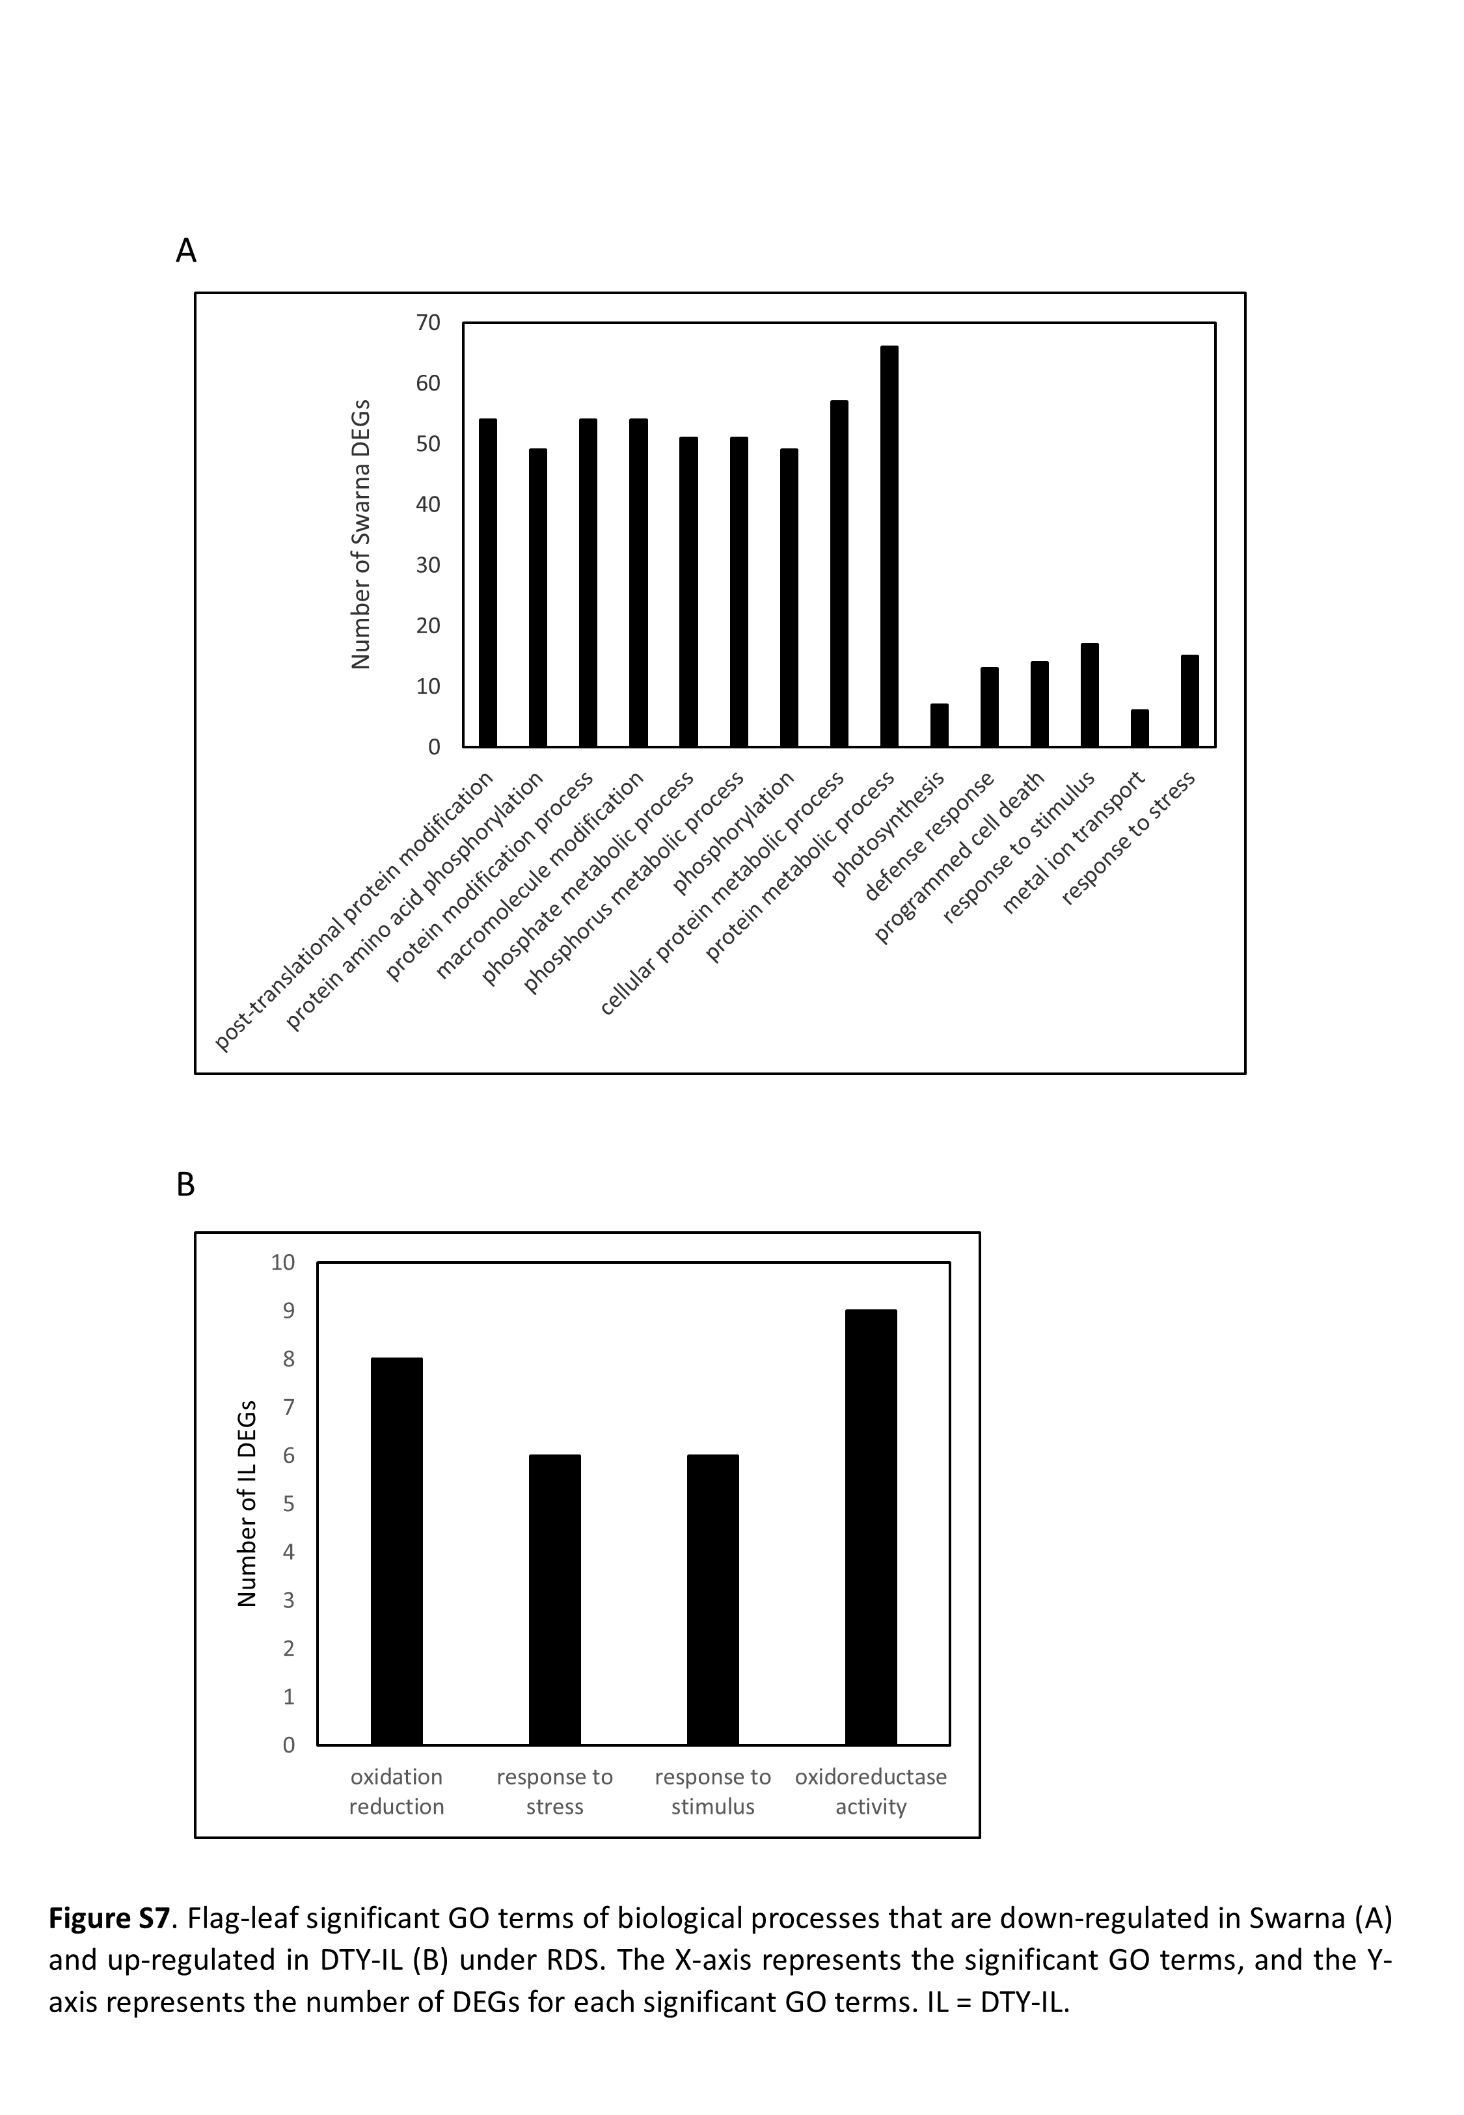

**Figure S7**. Flag-leaf significant GO terms of biological processes that are down-regulated in Swarna (A) and upregulated in IL (B) under RDS. The X-axis represents the significant GO terms and the Y-axis represents the number of DEGs for each significant GO terms. IL = DTY-IL.

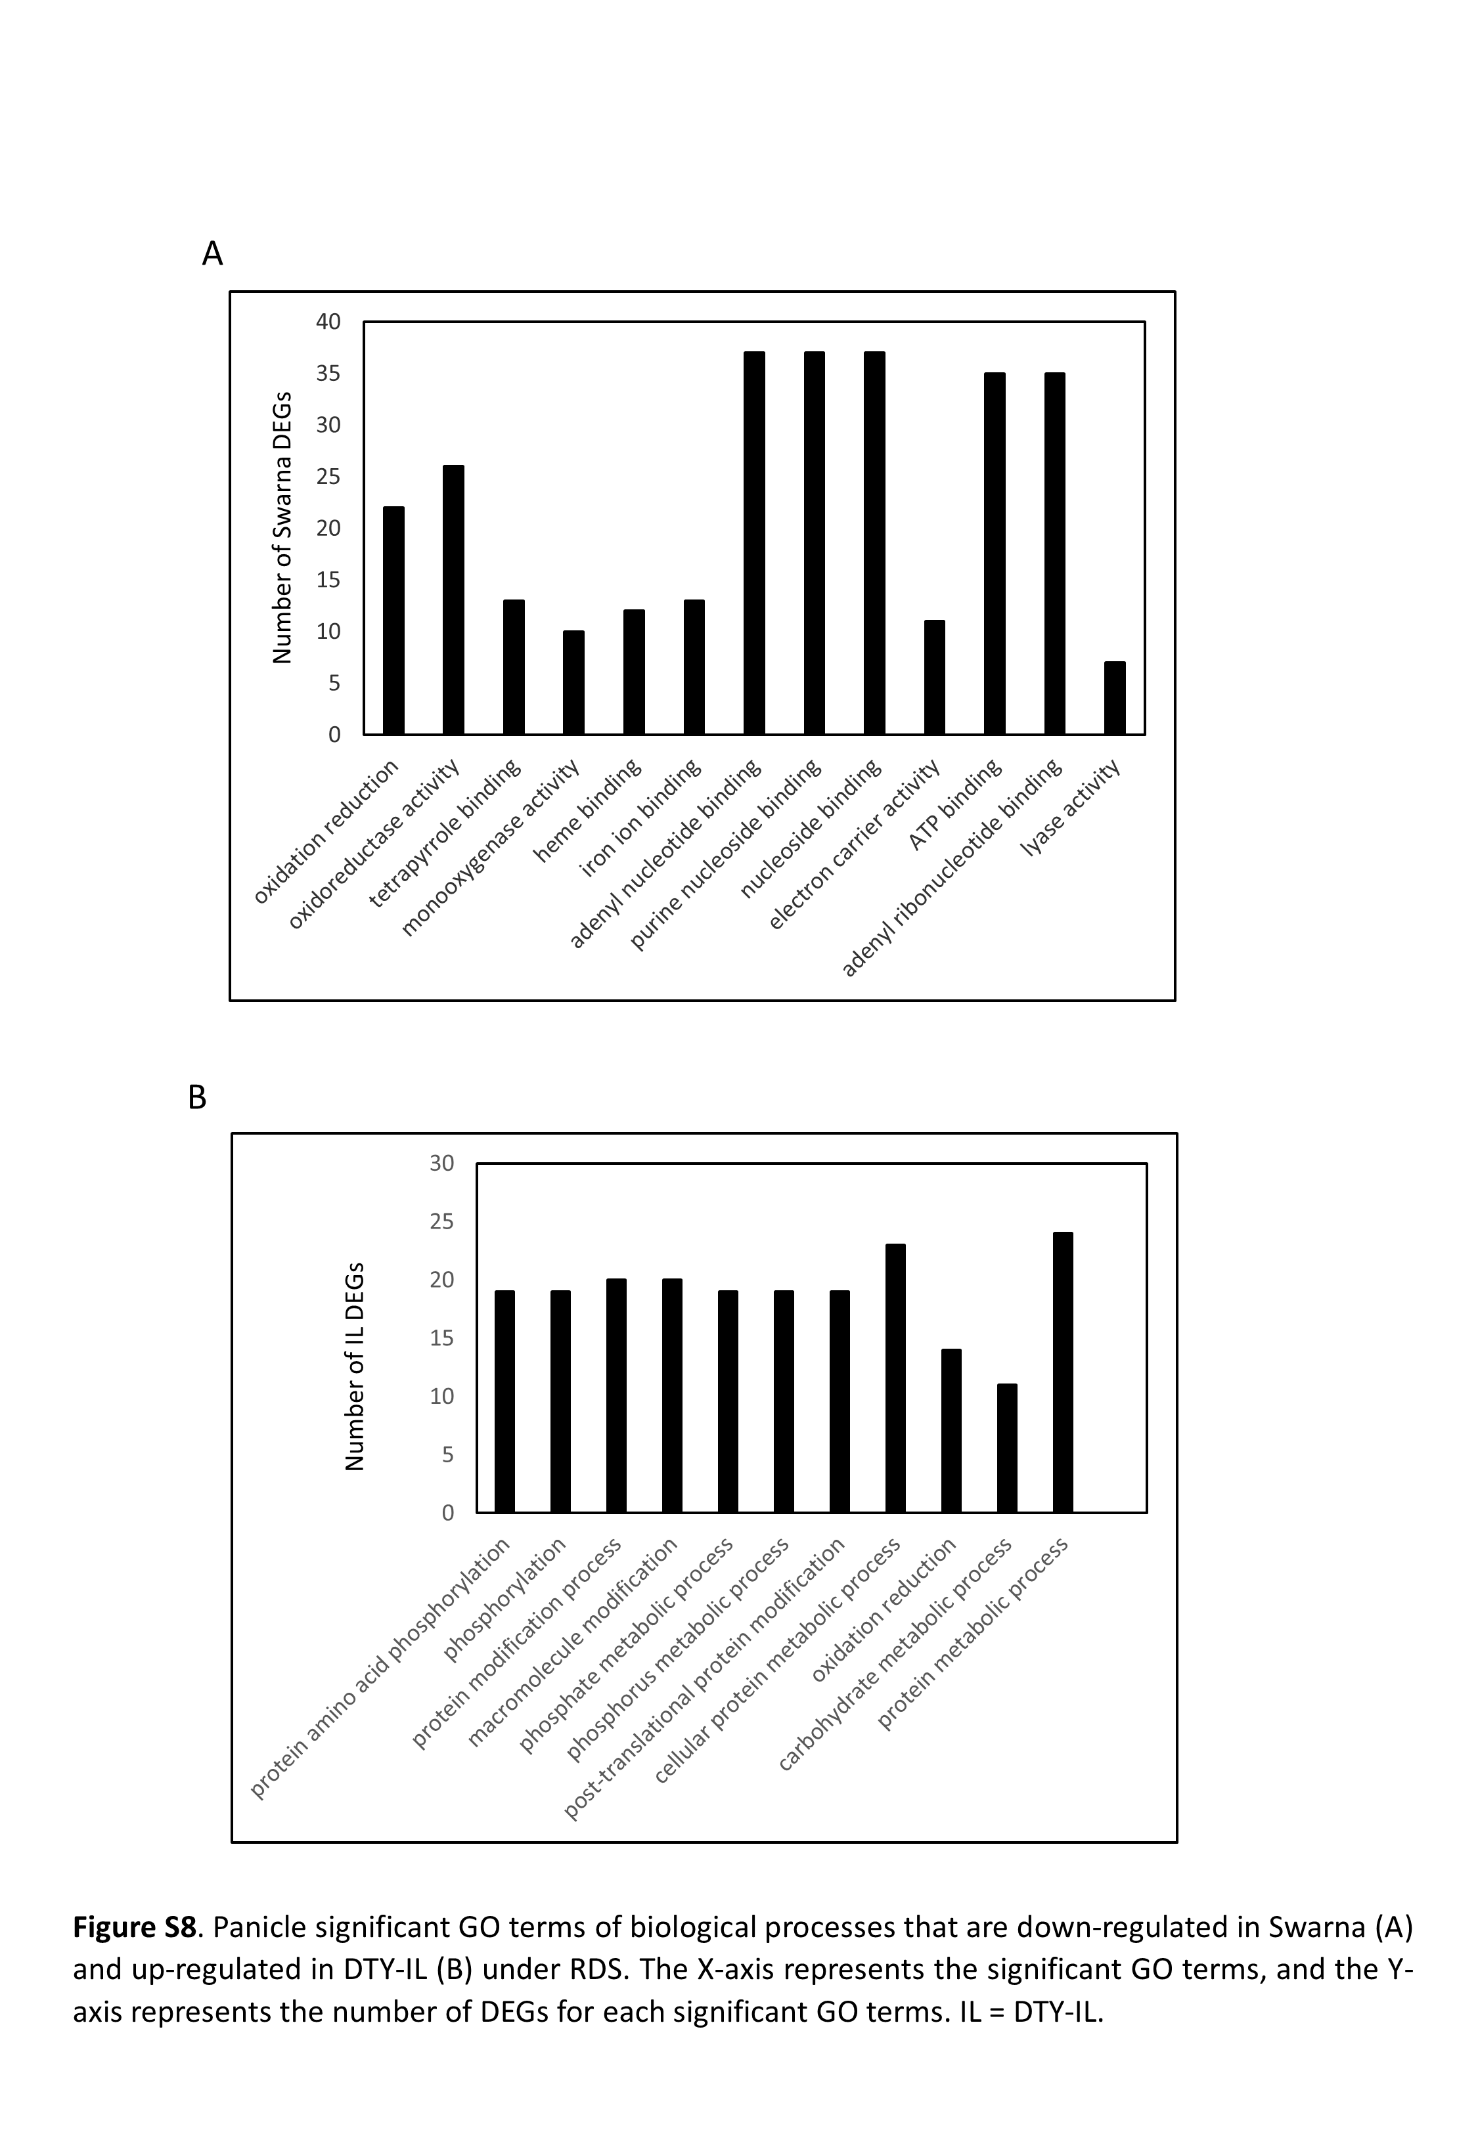

**Figure S8.** Panicle significant GO terms of biological processes that are downregulated in Swarna (A) upregulated in IL (B) under RDS. The X-axis represents the significant GO terms and the Y-axis represents the number of DEGs for each significant GO terms. IL = DTY-IL.

**
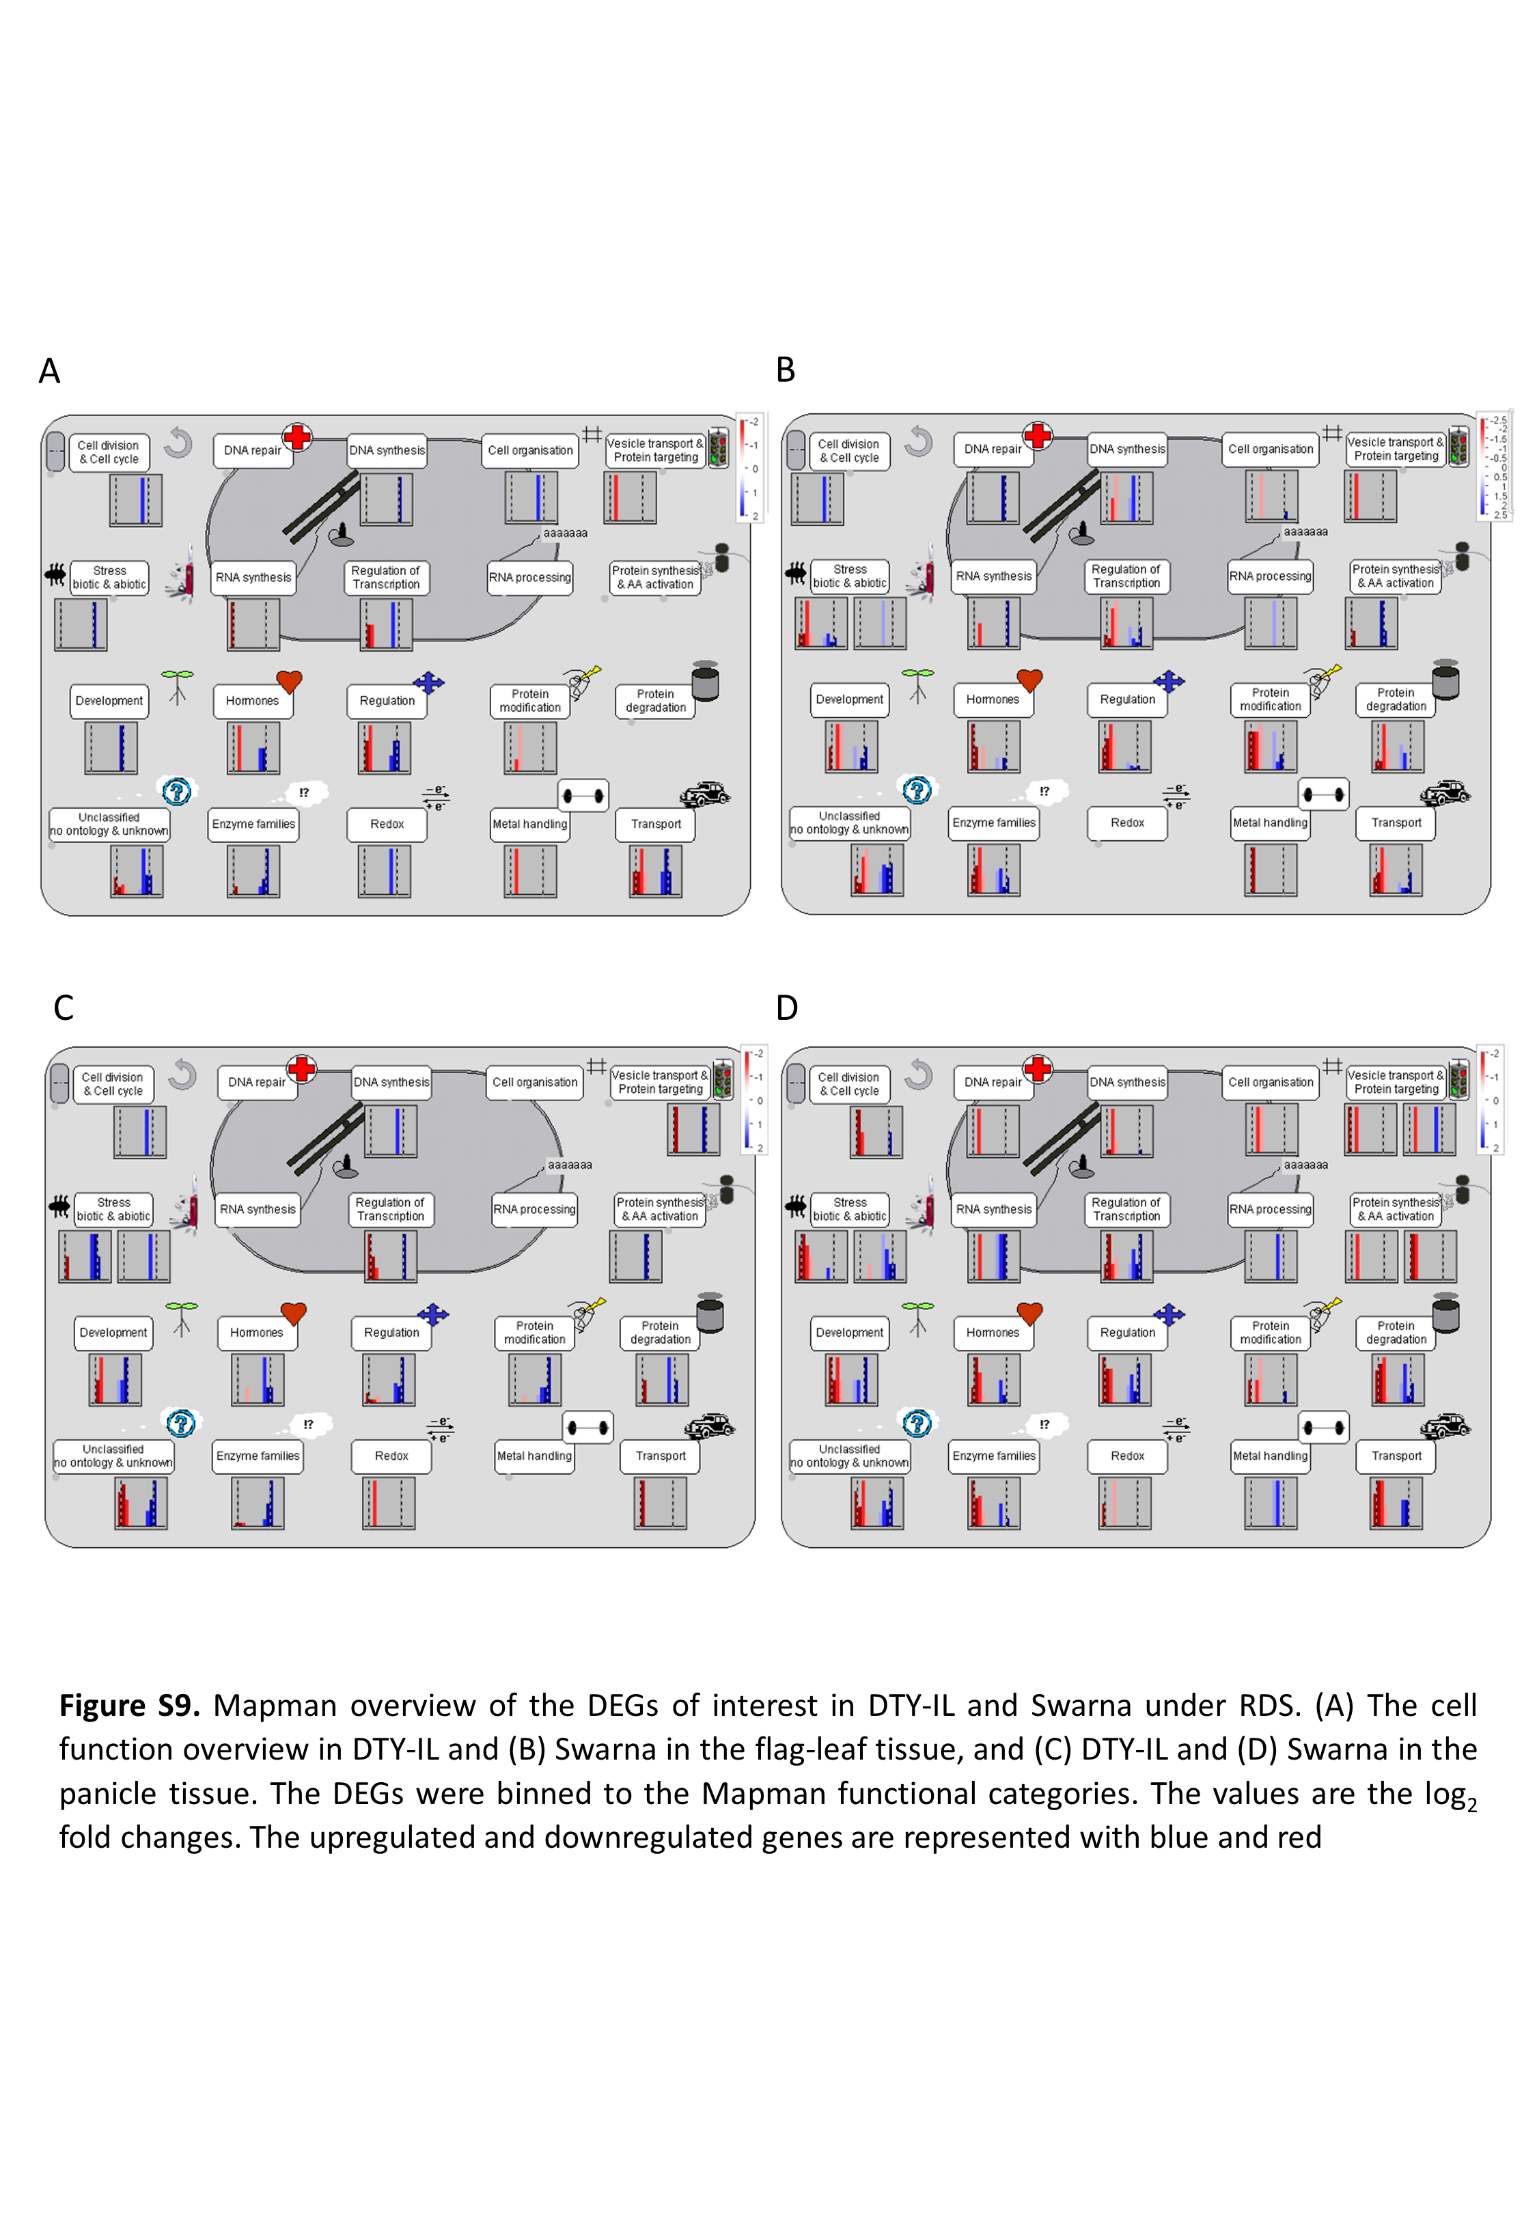
**

**Figure S9.** MapMan overview of the DEGs of interest in DTY-IL and Swarna under RDS. (A) The cell function overview in Swarna and (B) DTY-IL in the flag-leaf tissue, and (C) Swarna and (D) DTY-IL in the panicle tissue. The DEGs were binned to the MapMan functional categories. The values are the log_2_ fold changes. The upregulated and downregulated genes are represented with blue and red color respectively.

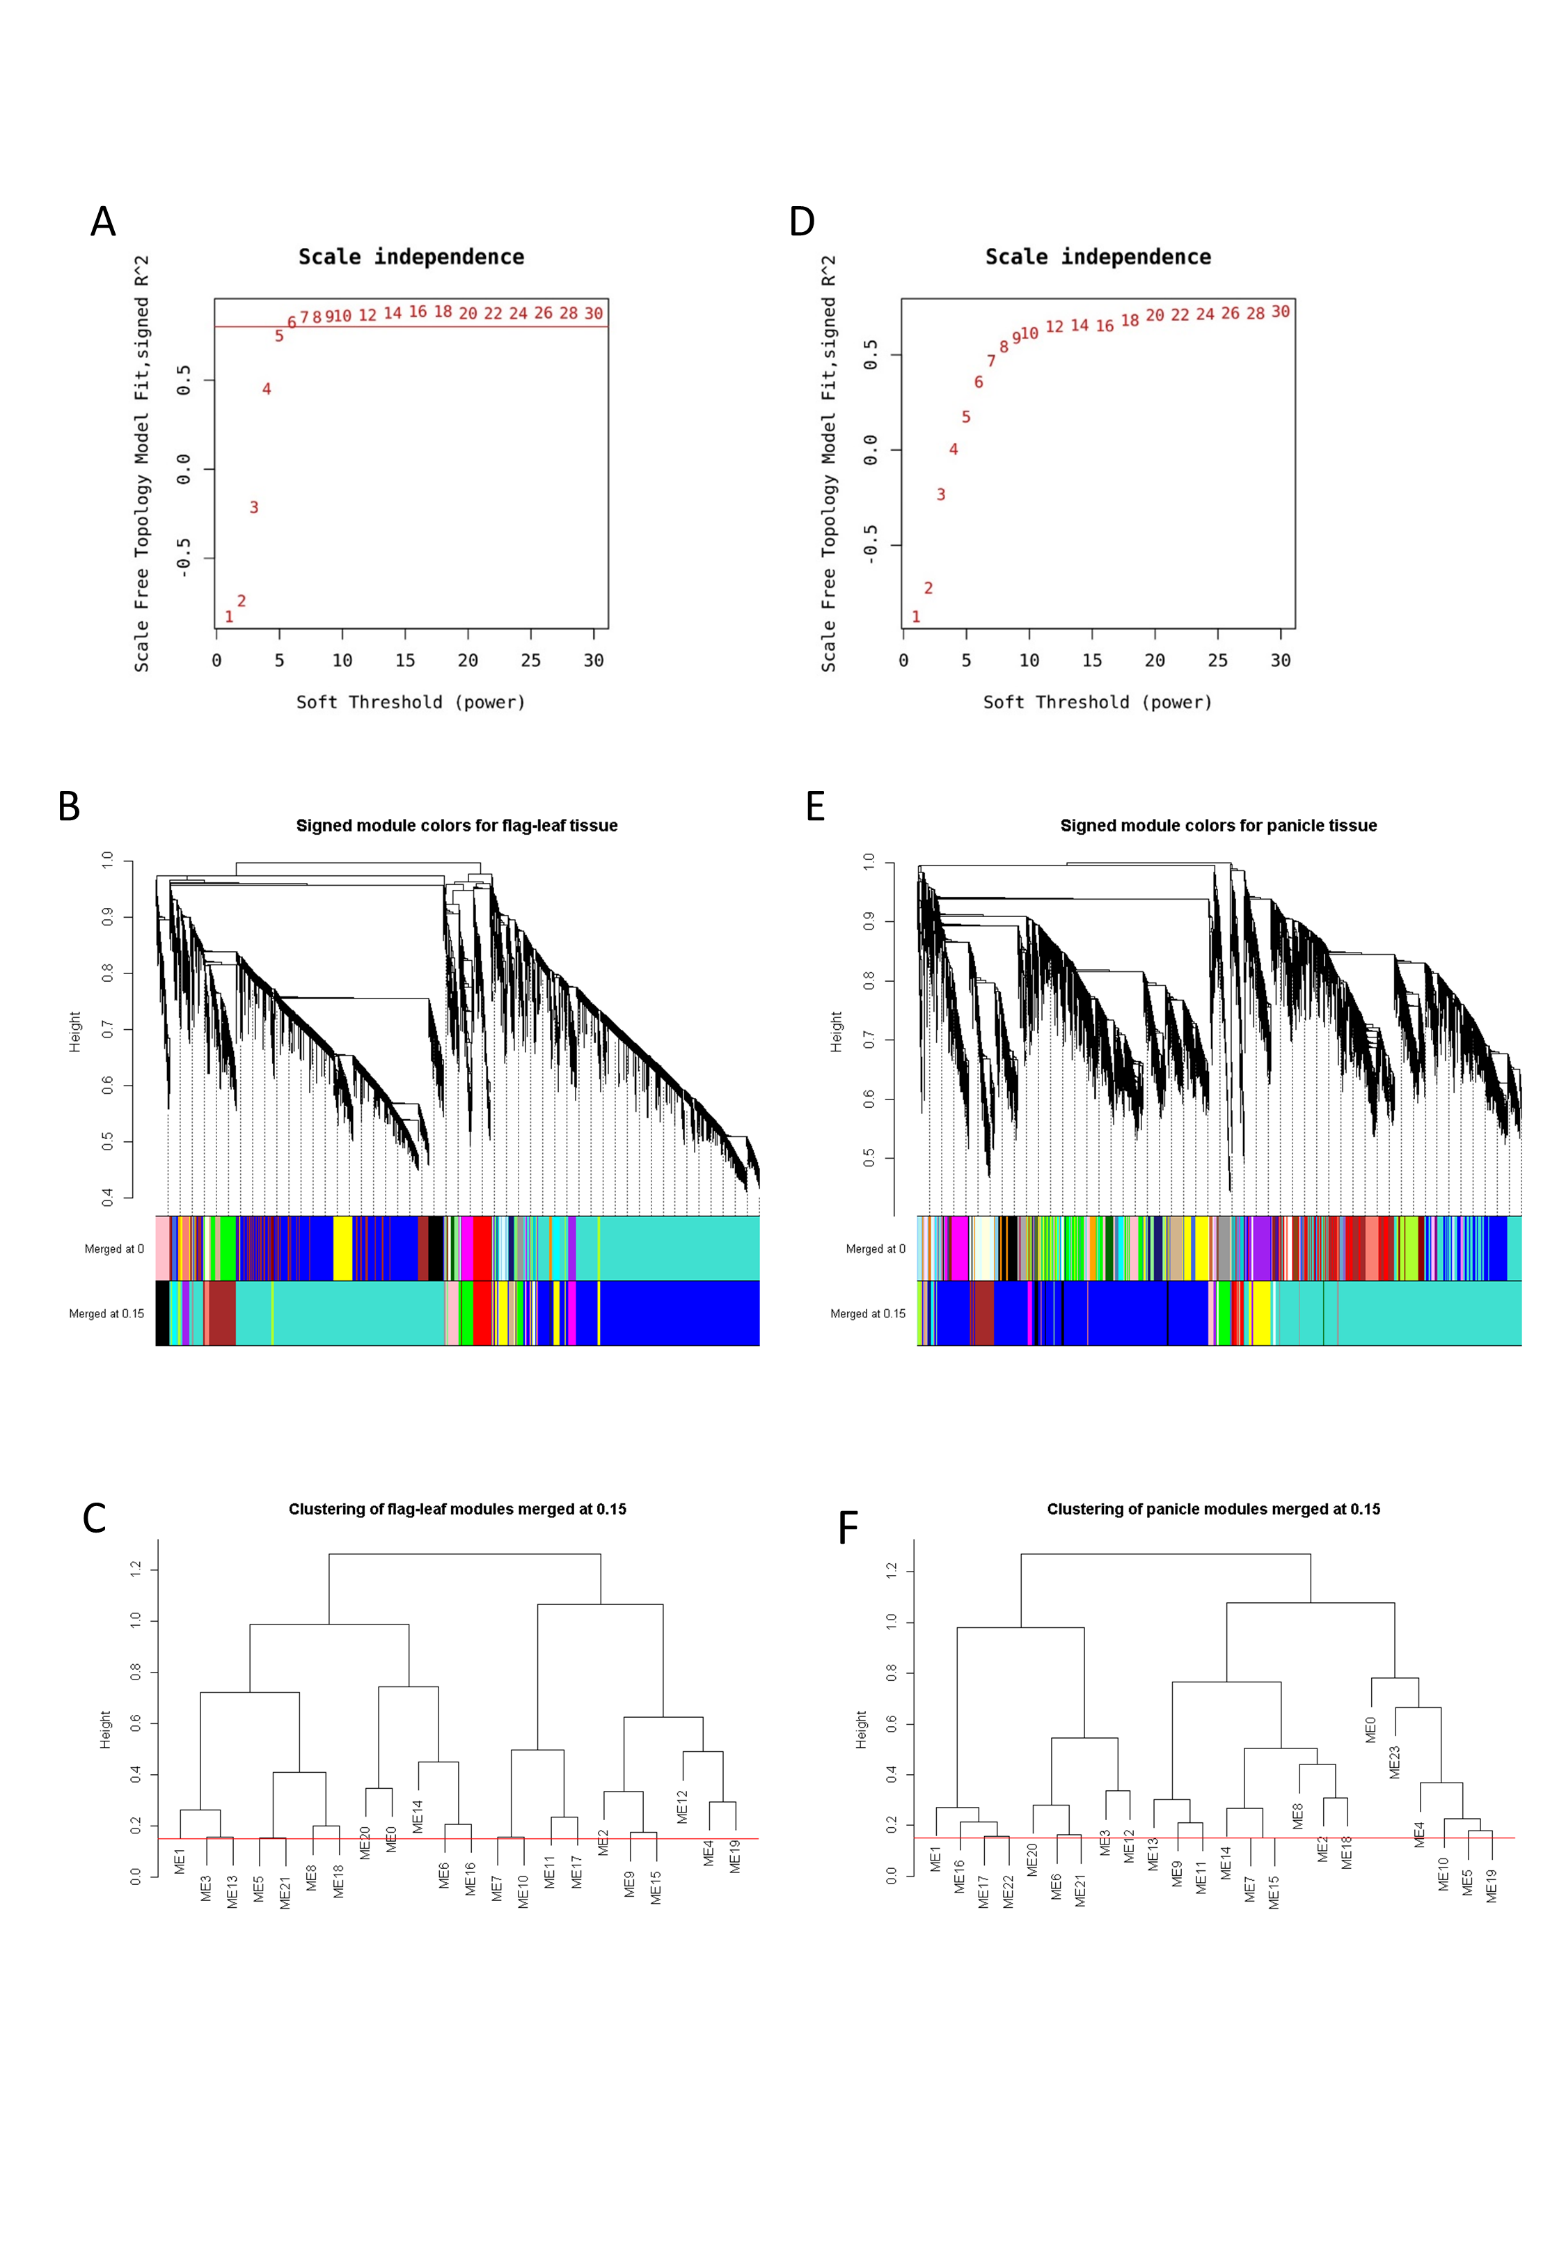

**Figure S10**. Identification of gene co-expression modules in the flag-leaf (A-C) and panicle (D-F) transcriptome under RDS. Properties and topologies of gene co-expression networks in flag-leaf and panicle tissue under RDS. (A &D) Selection of soft-thresholding power in WGCNA. The y-axis shows the scale-free topology index as a function of the Soft Threshold on the x-axis. The graph is reaching a saturation point at threshold ß value = 6 in flag-leaf (A) and ß value = 9 and panicle (D) networks. (B & E) Hierarchical cluster dendrogram showing co-expression modules from WGCNA in flag-leaf (B) and panicle (E) tissues, respectively. The *y*-axis denotes the co-expression distance and the *x*-axis corresponds to genes. Genes were clustered based on a dissimilarity measure (1-TOM). Dynamic tree cutting was applied with a 0.15 threshold to identify modules by dividing the dendrogram at significant branch points. The branches correspond to modules of highly interconnected groups of genes. Modules corresponding to branches are displayed with different colors in the horizontal bar immediately below the dendrogram, with gray representing unassigned genes. Each vertical line a.k.a “leaf” in the tree represents a gene. (C & F) Meta-module identification. The module network dendrogram was constructed by the hierarchical clustering of module eigengene distances in the flag-leaf and panicle networks. The horizontal line represents the threshold (0.15) used for defining the meta-modules. Branches of the dendrogram (the meta-modules) group together eigengenes that are positively correlated.

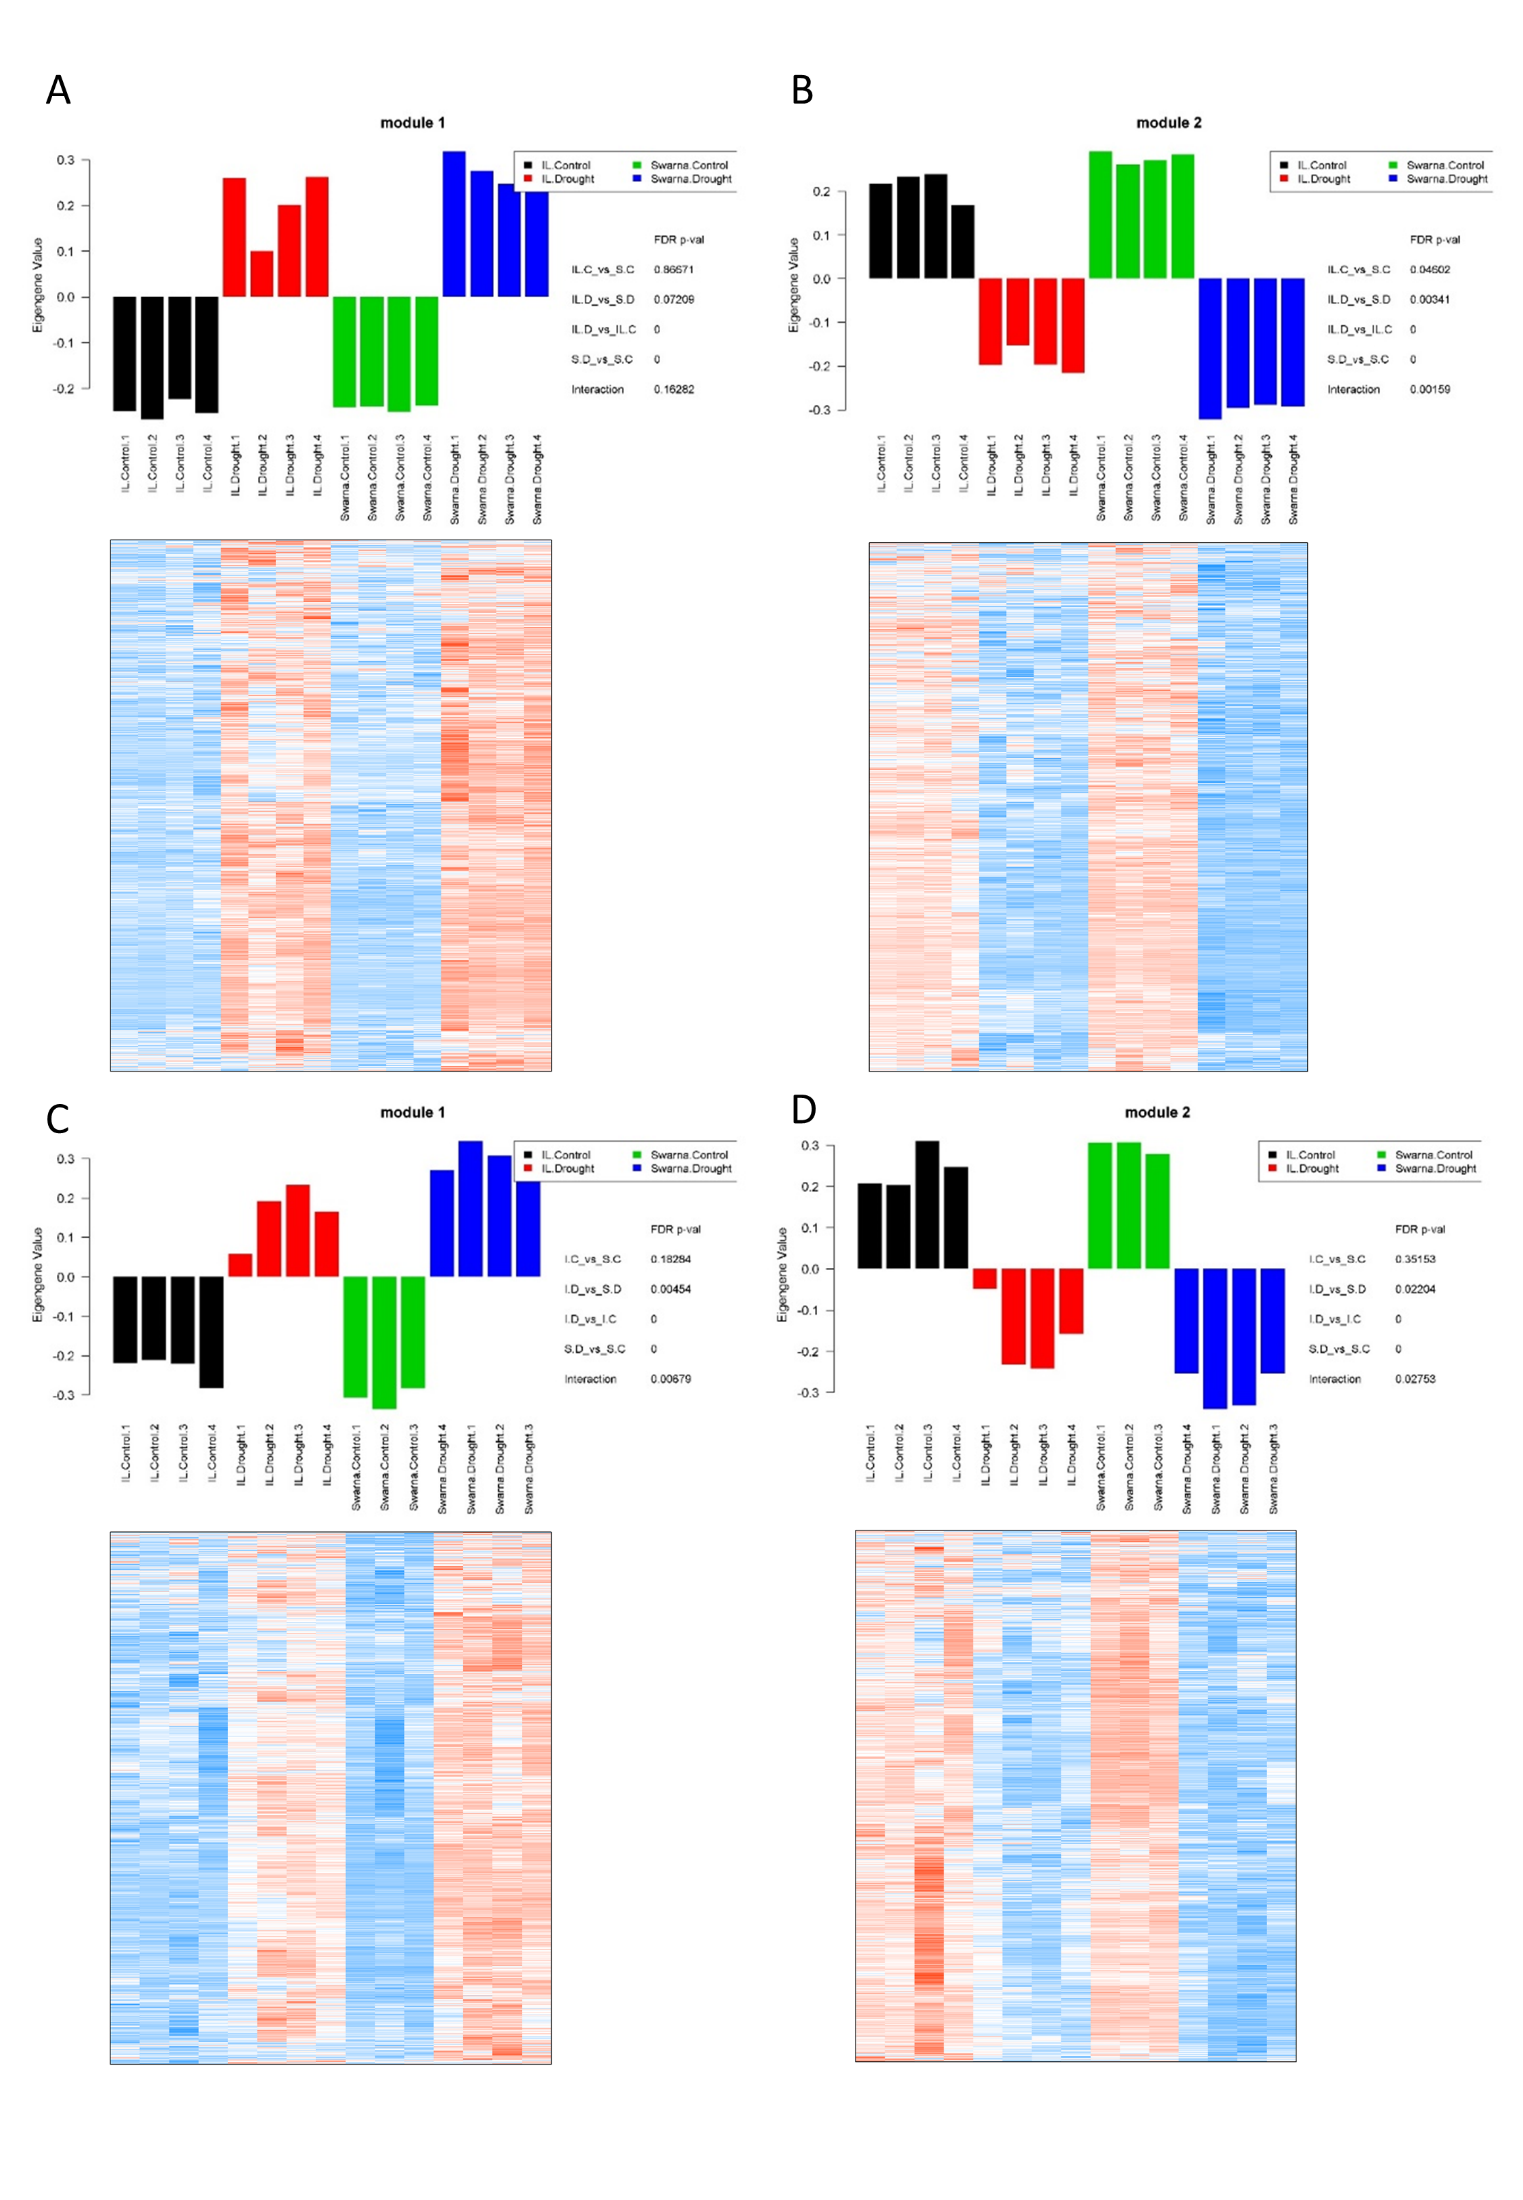

**Figure S11**. Bar graphs and Heatmaps of FL-M1 and FL-M2 in flag-leaf, and P-M1 and P-M2 in panicle tissues under RDS, which correspond to a similar expression profile of both genotypes to drought. Bar plot of the module eigengene across different samples in of FL-M1 and FL-M2 in flag-leaf (A & B), and P-M1 and P-M2 in panicle (C & D) tissues, respectively. The 4 different pairwise comparisons and the interaction term were used to assess changes in expression profiles. The X-axis represents the different samples across 4 different groups. The Y-axis corresponds to the Eigengene Value. The Eigengene Value can be considered a representative of the gene expression profiles in a module. Heatmaps showing gene expression levels of the genes and the number of genes within turquoise and blue modules in flag-leaf (A & B) and panicle (C & D) tissues, respectively across the different samples. Each column represents different samples. Each row corresponds to one gene in the module. Red is a positive expression and blue is a negative expression profile.

**
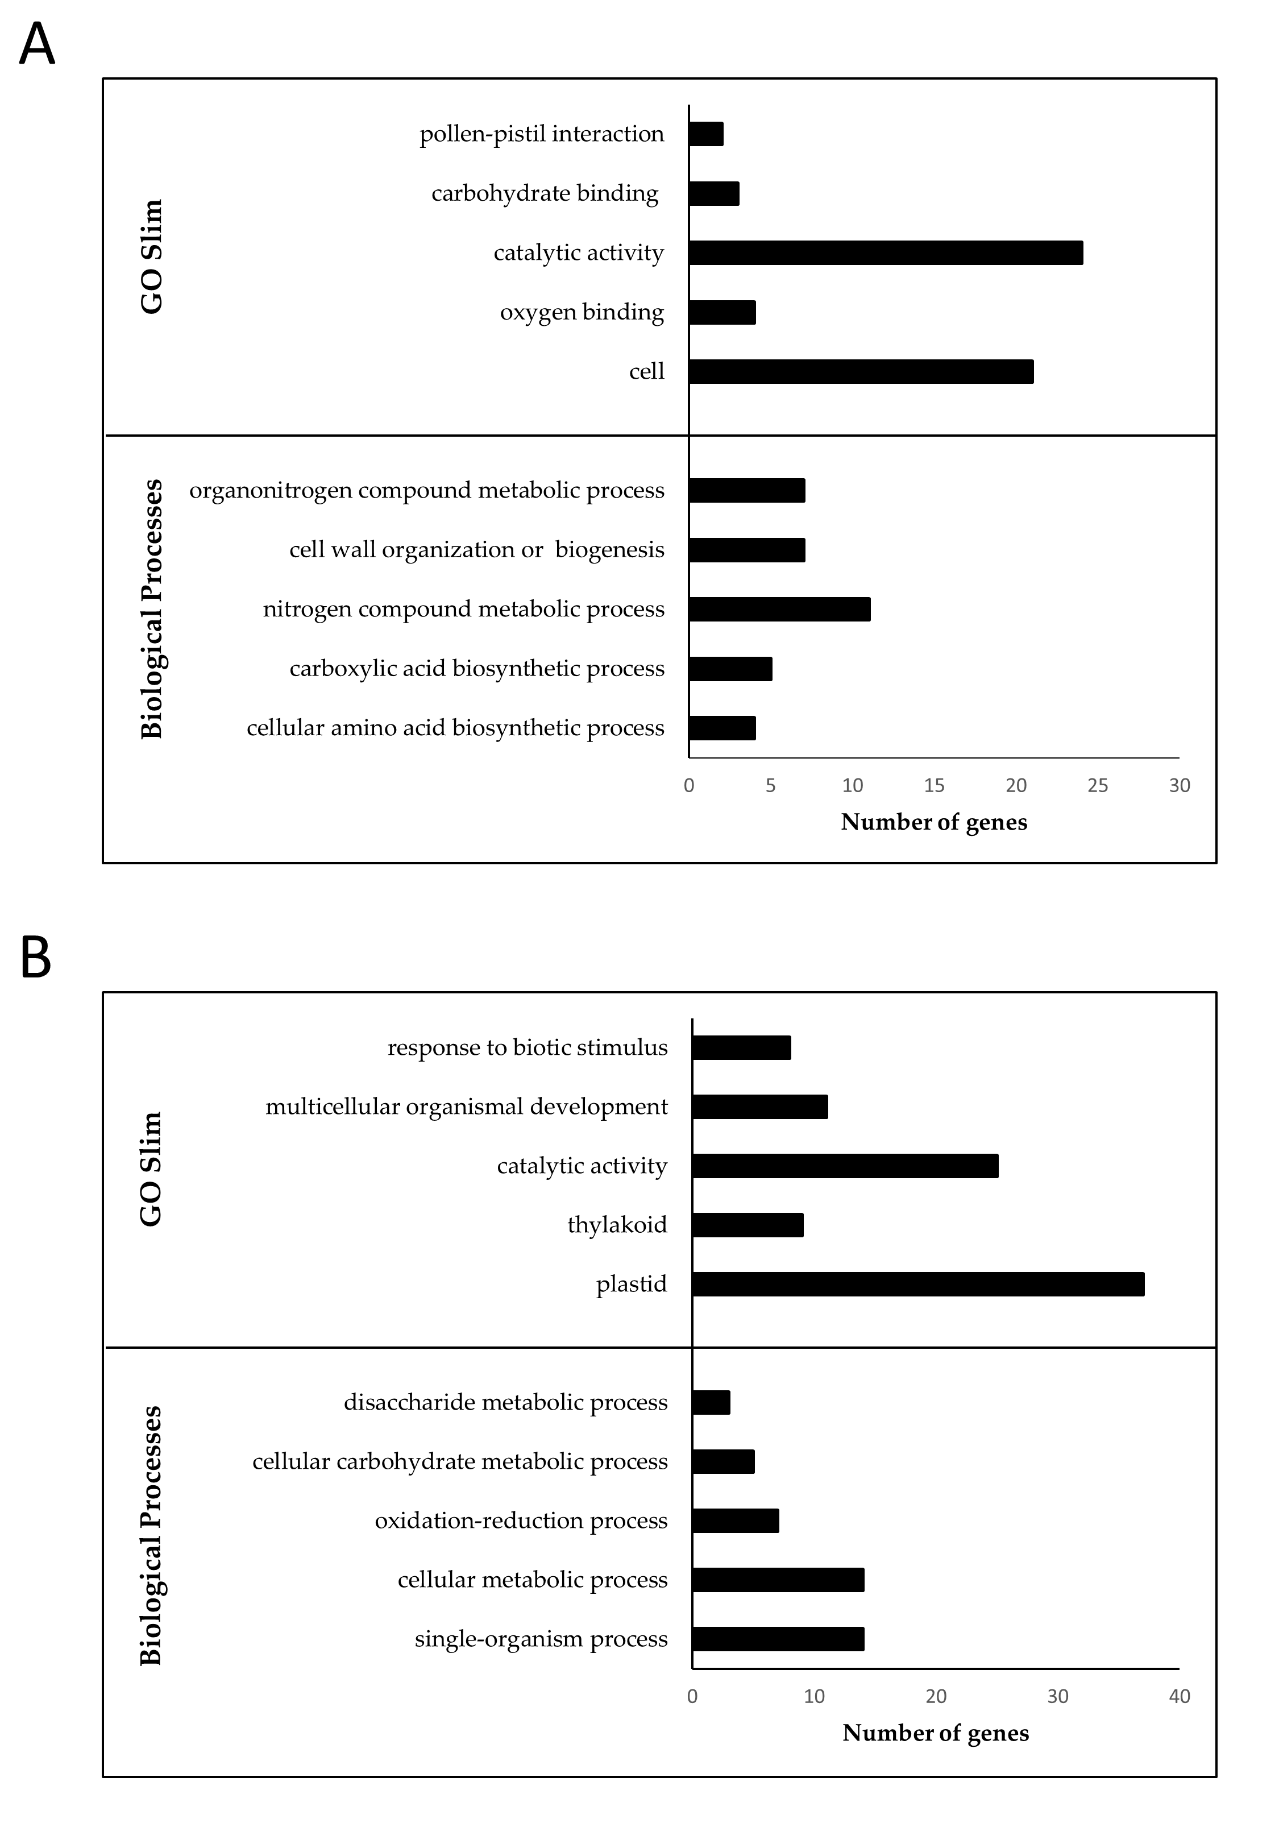
**

**Figure S12**. Major biological processes and over-represented GO Slim descriptions of drought responsive FL-M14 (A) and FL-M16 (B) in flag-leaf tissue under RDS.

**
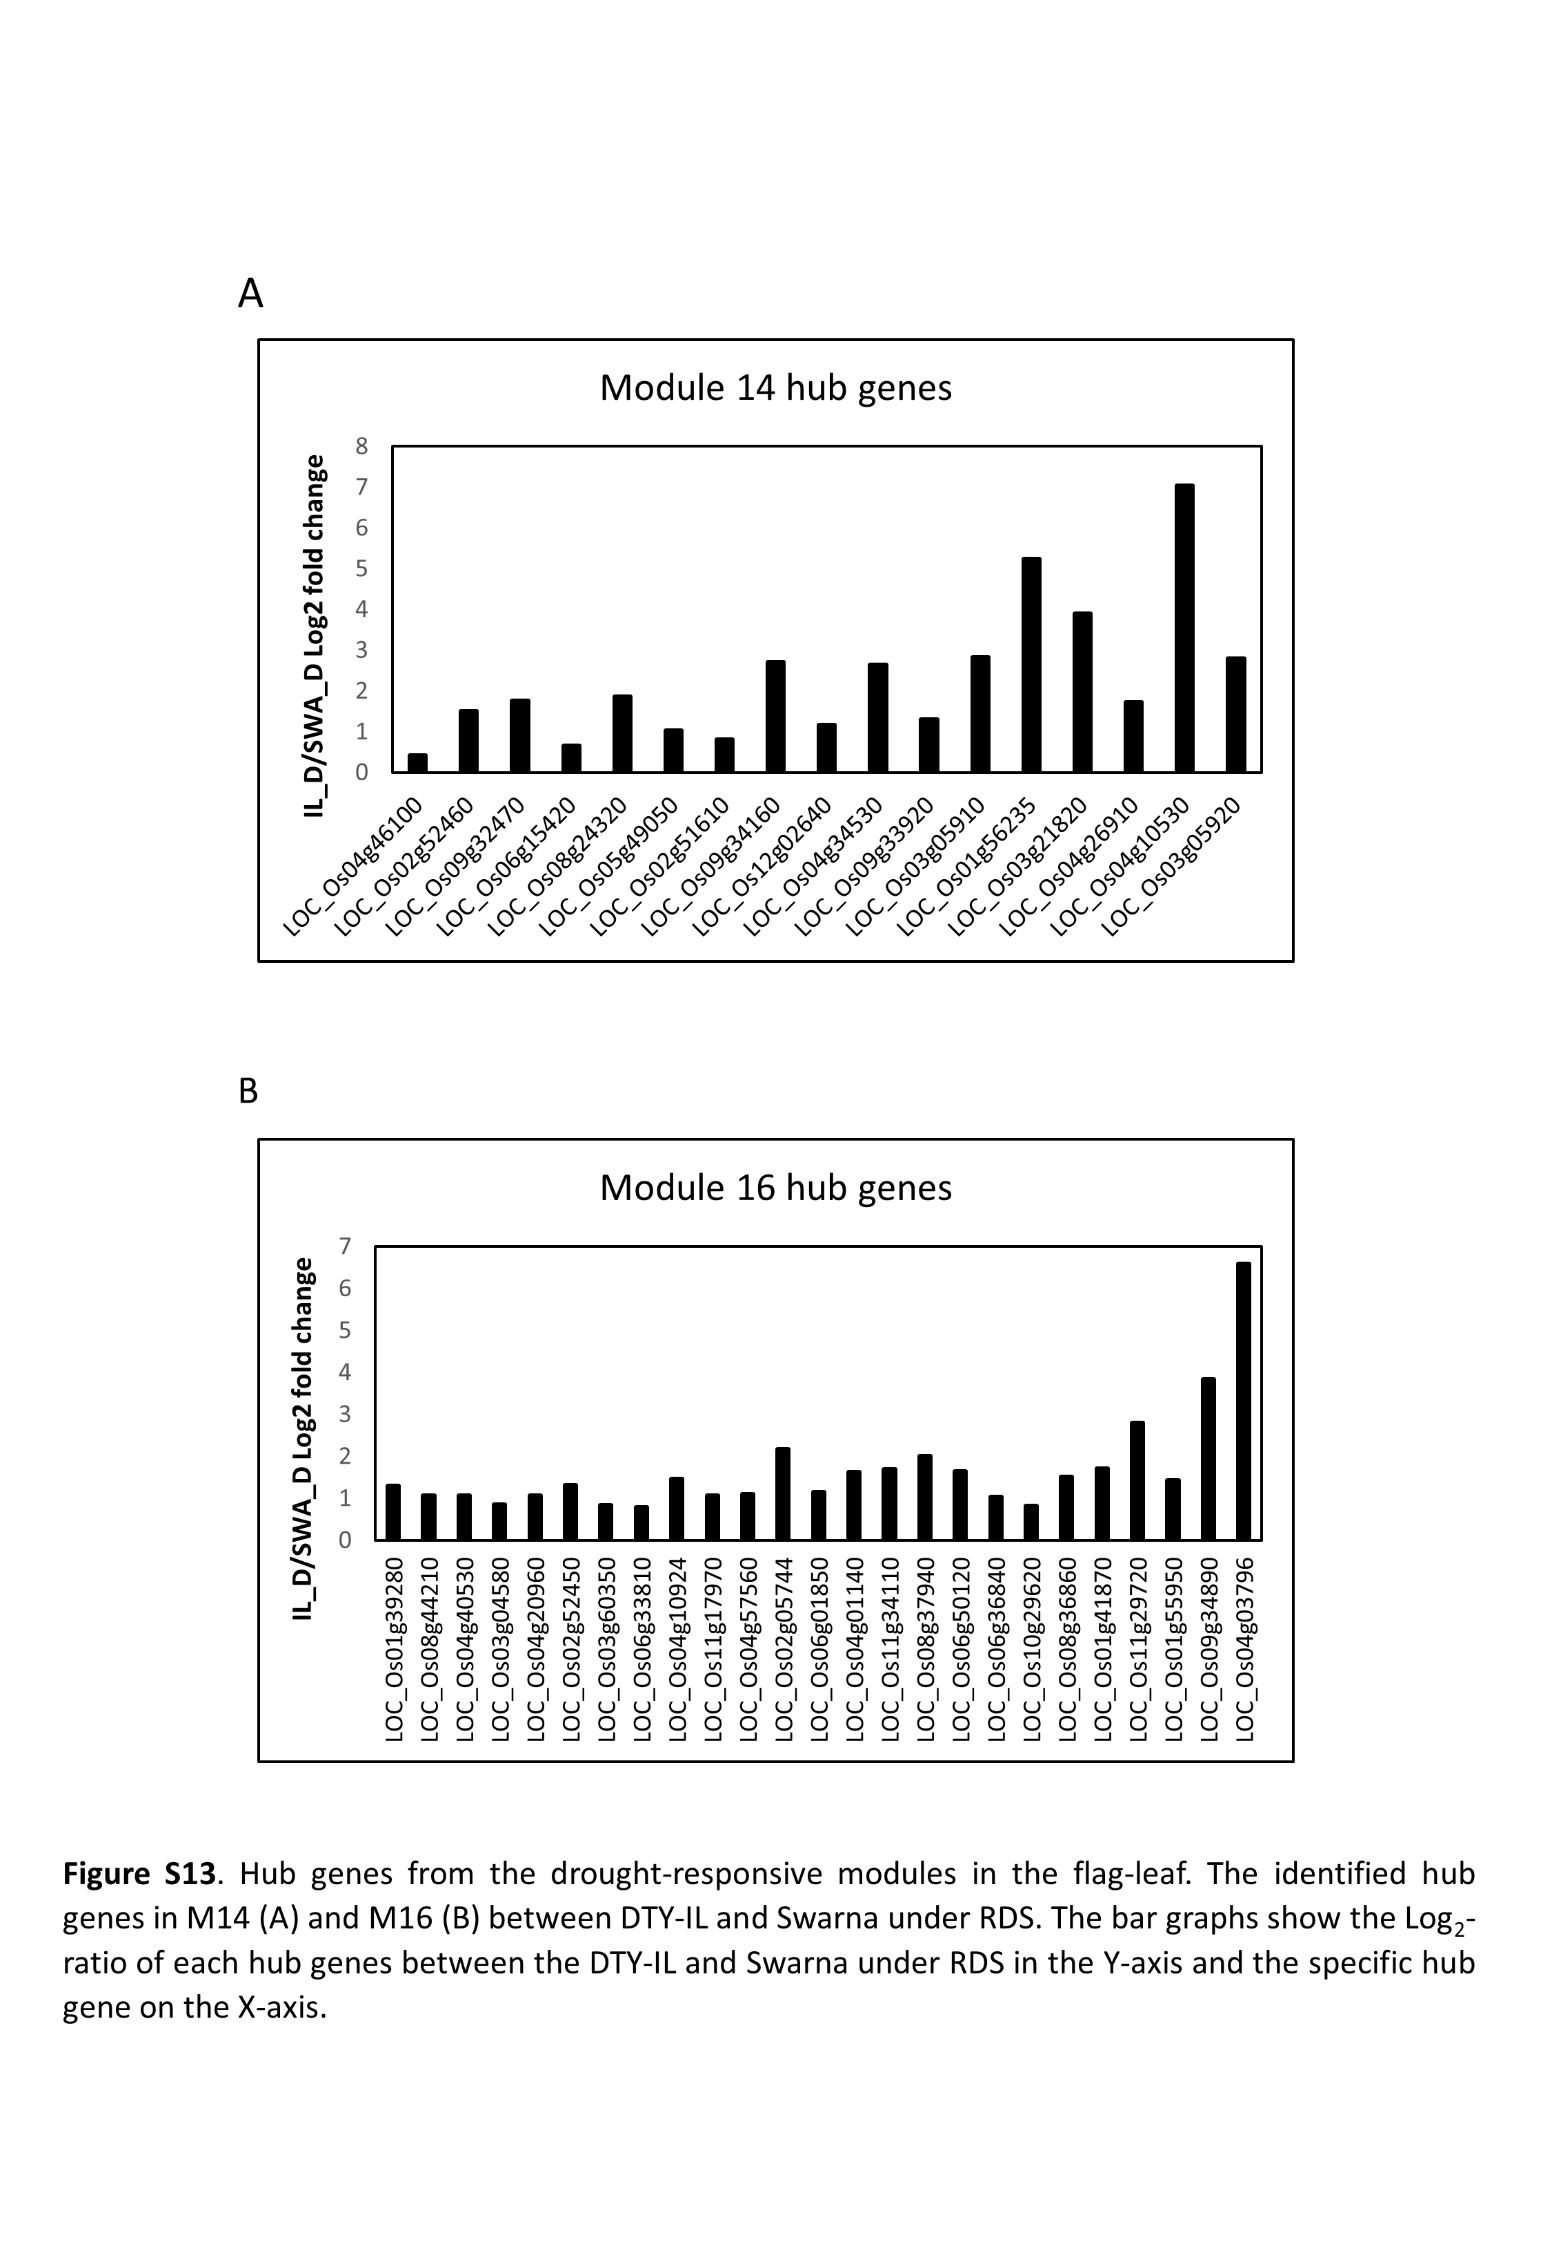
**

**Figure S13**. Hub genes from the drought-responsive modules in the flag-leaf. The identified hub genes in FL-M14 (A) and FL-M16 (B) between DTY-IL and Swarna under RDS. The bar graphs show the Log_2_-ratio of each hub genes between the DTY-IL and Swarna under RDS in the Y-axis and the specific hub gene on the X-axis.

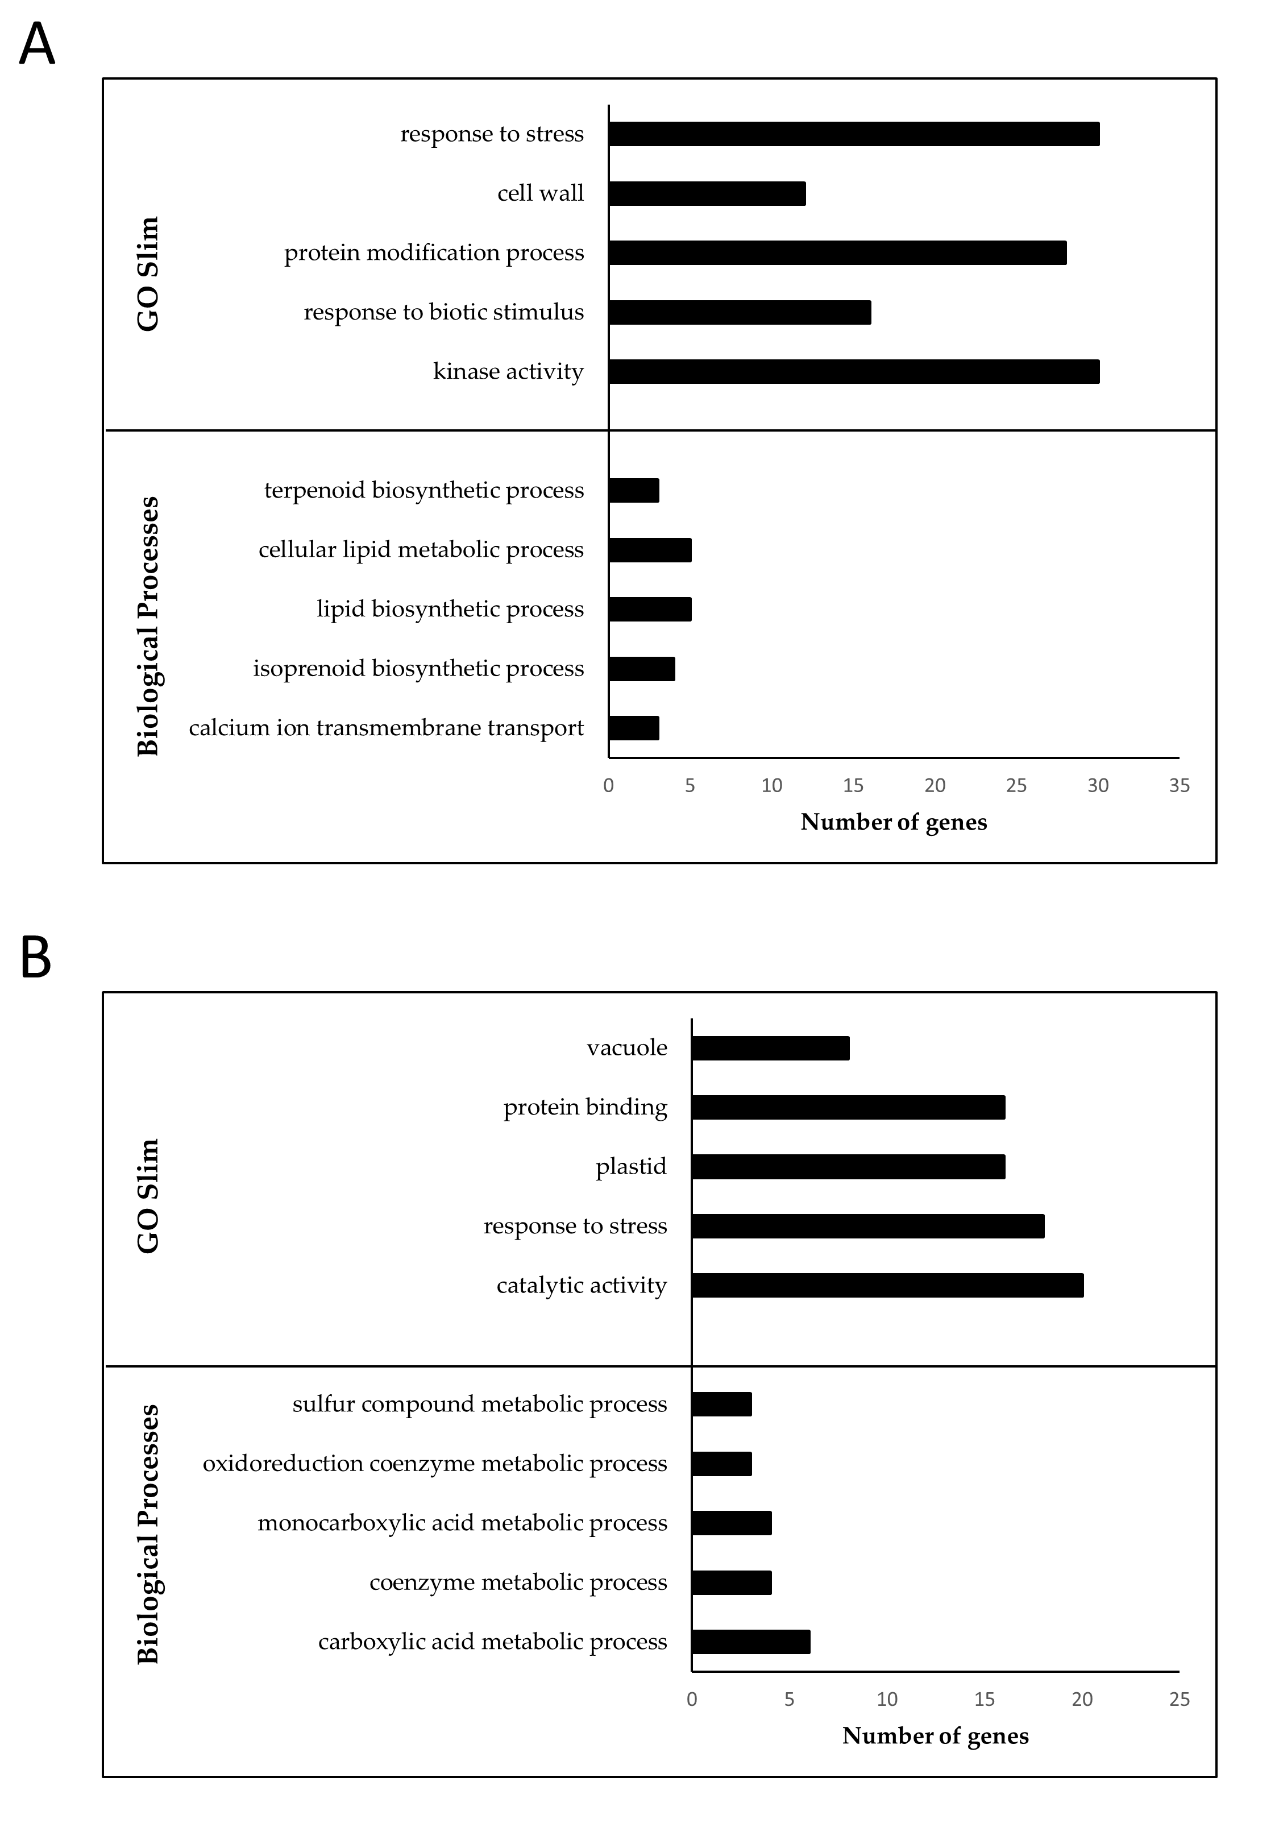

**Figure S14**. Major biological processes and over-represented GO Slim descriptions of drought responsive P-M10 (A) and P-M15 (B) in panicle tissue under RDS.

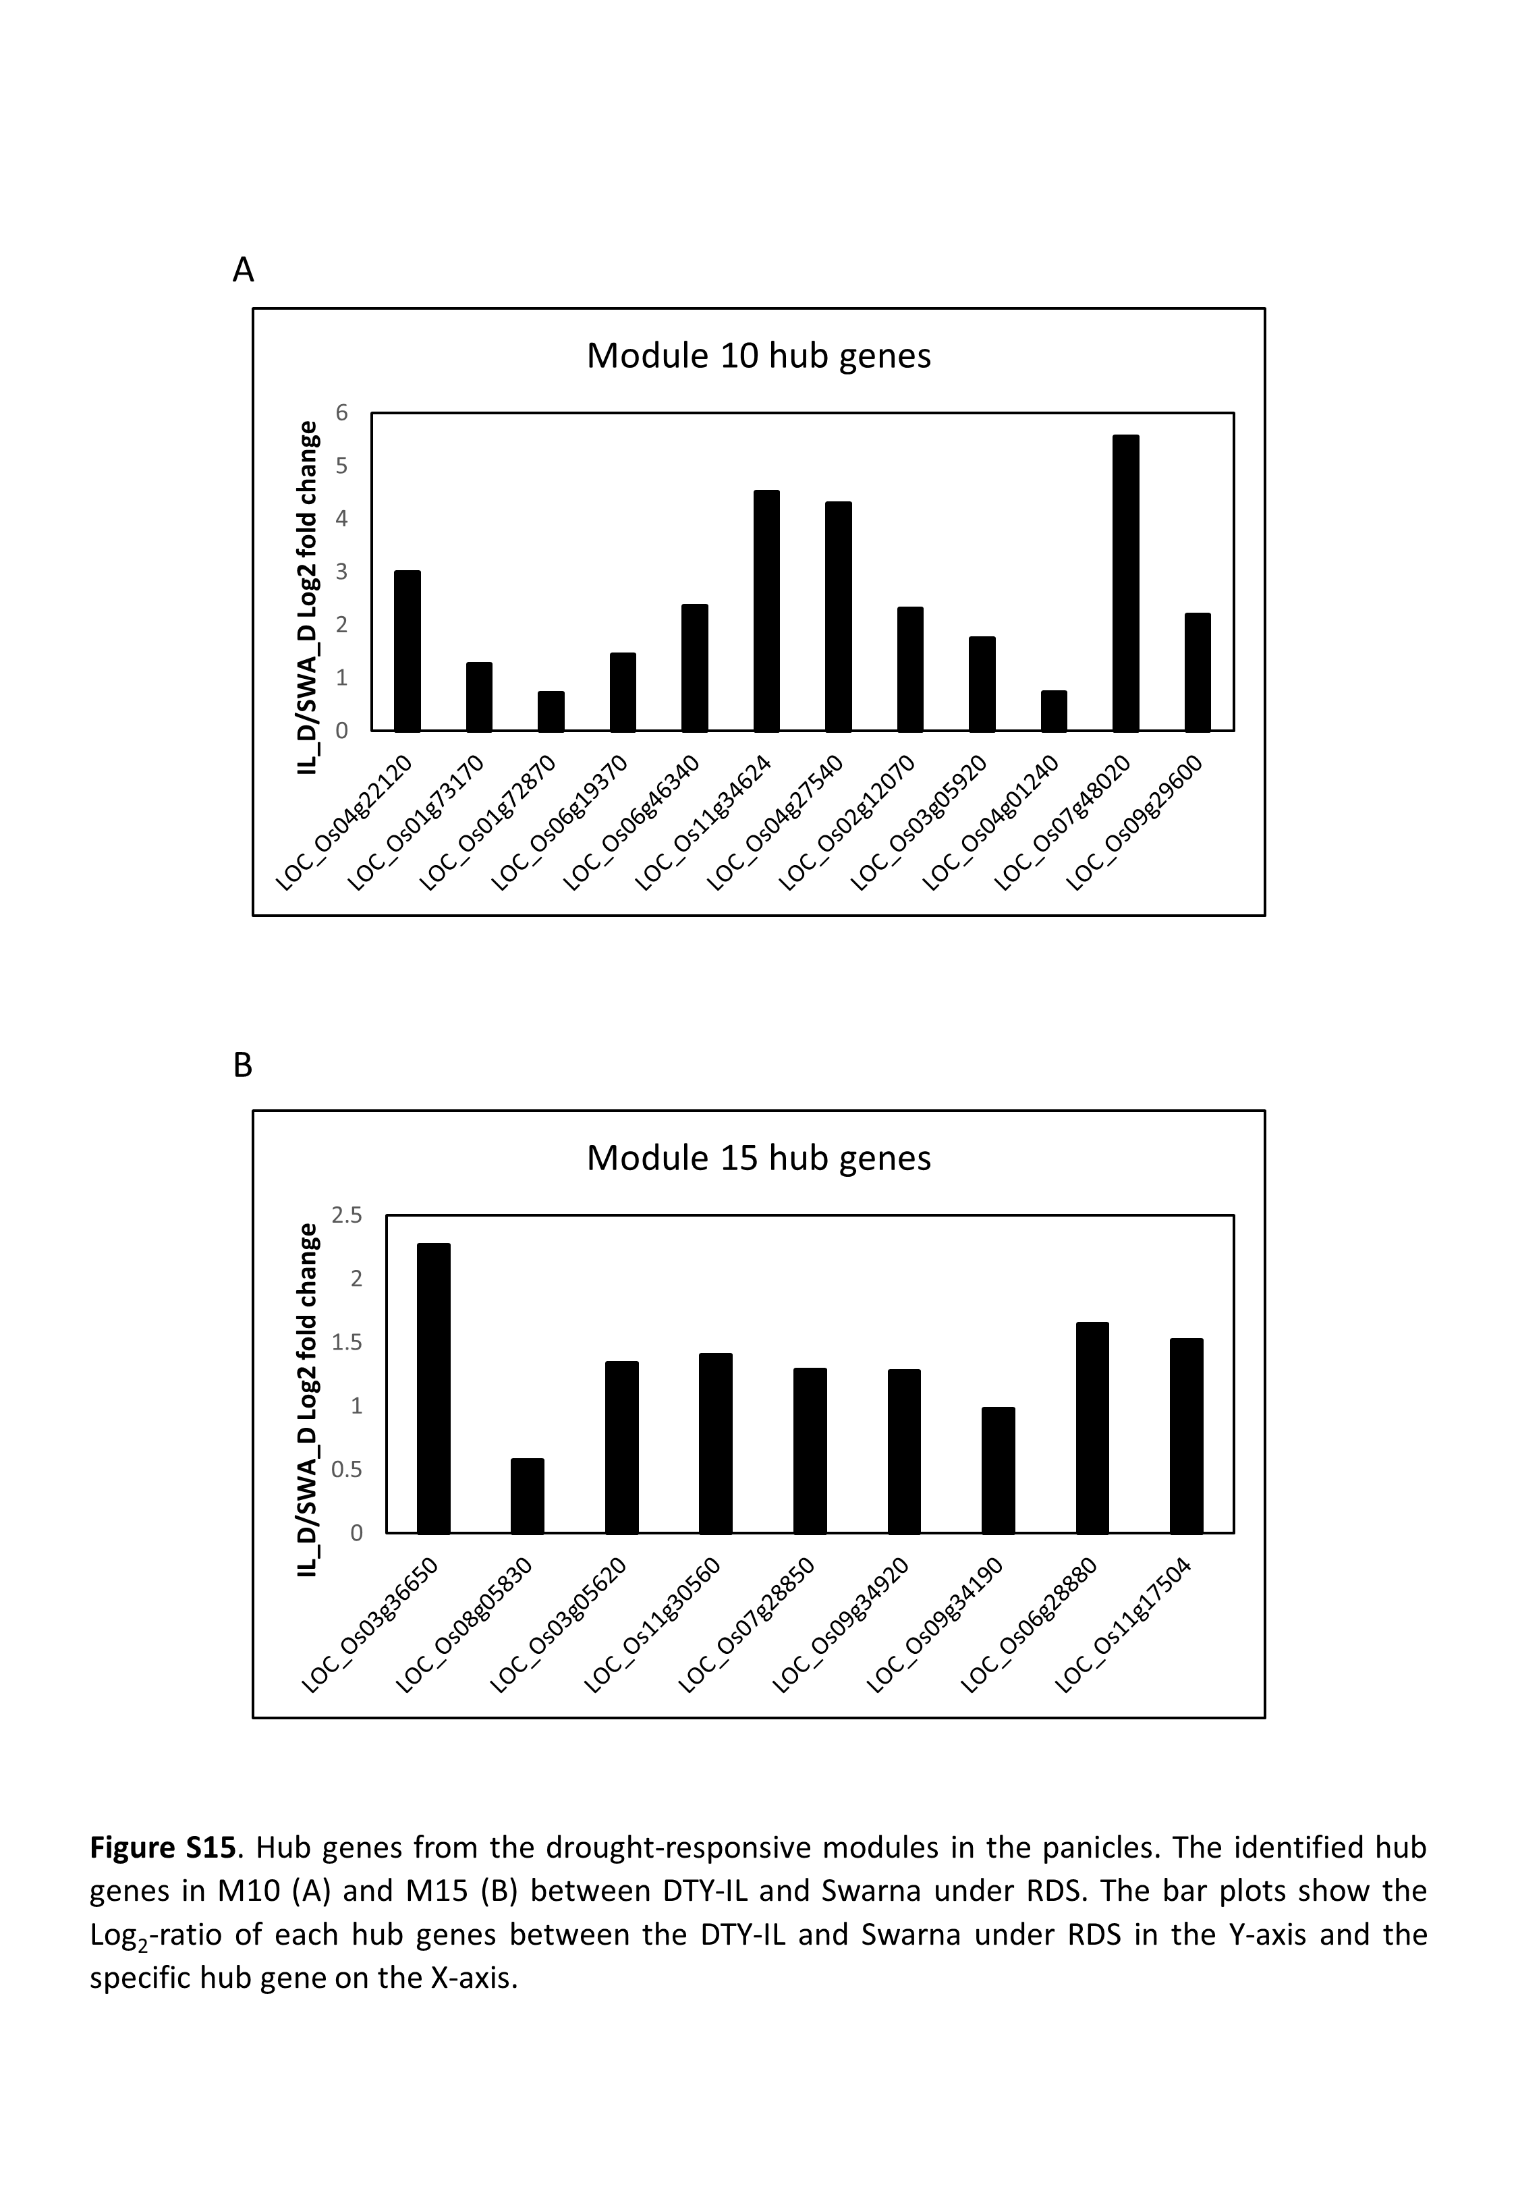

**Figure S15**. Hub genes from the drought-responsive modules in the panicles. The identified hub genes in P-M10 (A) and P-M15 (B) between DTY-IL and Swarna under RDS. The bar plots show the Log_2_-ratio of each hub genes between the DTY-IL and Swarna under RDS in the Y-axis and the specific hub gene on the X-axis.

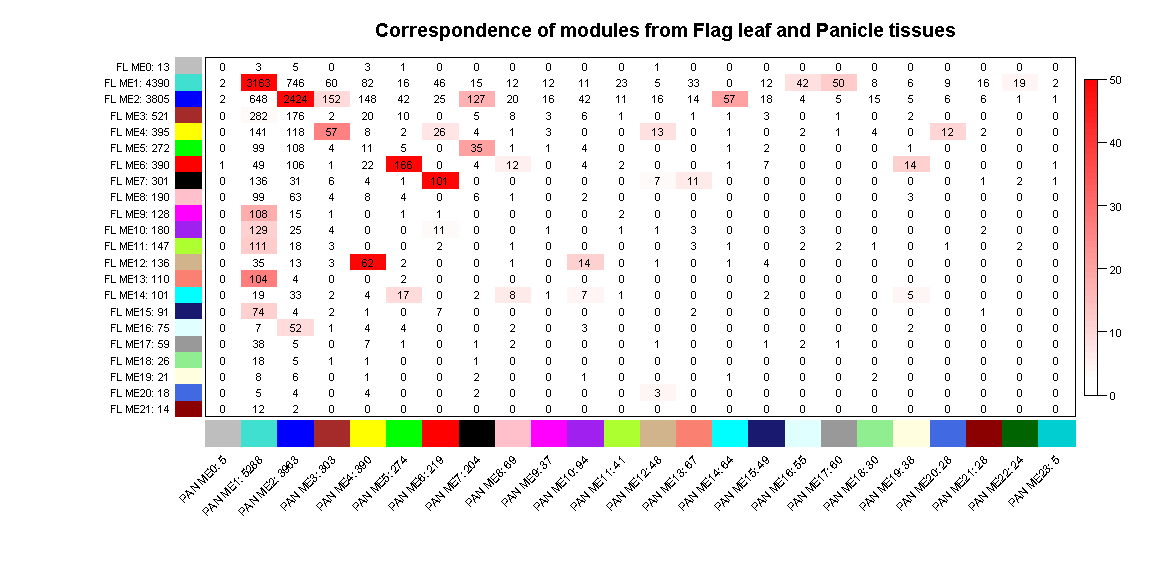
**Figure S16**. The tissue-specific expression under RDS. Consensus network matrix for the flag-leaf and panicle networks. The X-axis represents all the 23 panicle modules with the corresponding number of genes for each module. The Y-axis represents all the 21 flag-leaf modules with the corresponding number of genes for each module. Numbers beside the module number are the total gene counts for that module. Numbers inside the matrix are the number of genes common between the flag-leaf and panicle modules. Red numbers have significant overlap in gene count based on Fisher’s exact test with the –log(p) of the p-value encoding the coloring (0 = -log(1) and 50 = -log(1E-50)). FL ME = Flag-leaf module; PAN ME = Panicle module. ME0 = grey module for both tissues that was not included as the genes in this module don’t fit anywhere else.

**
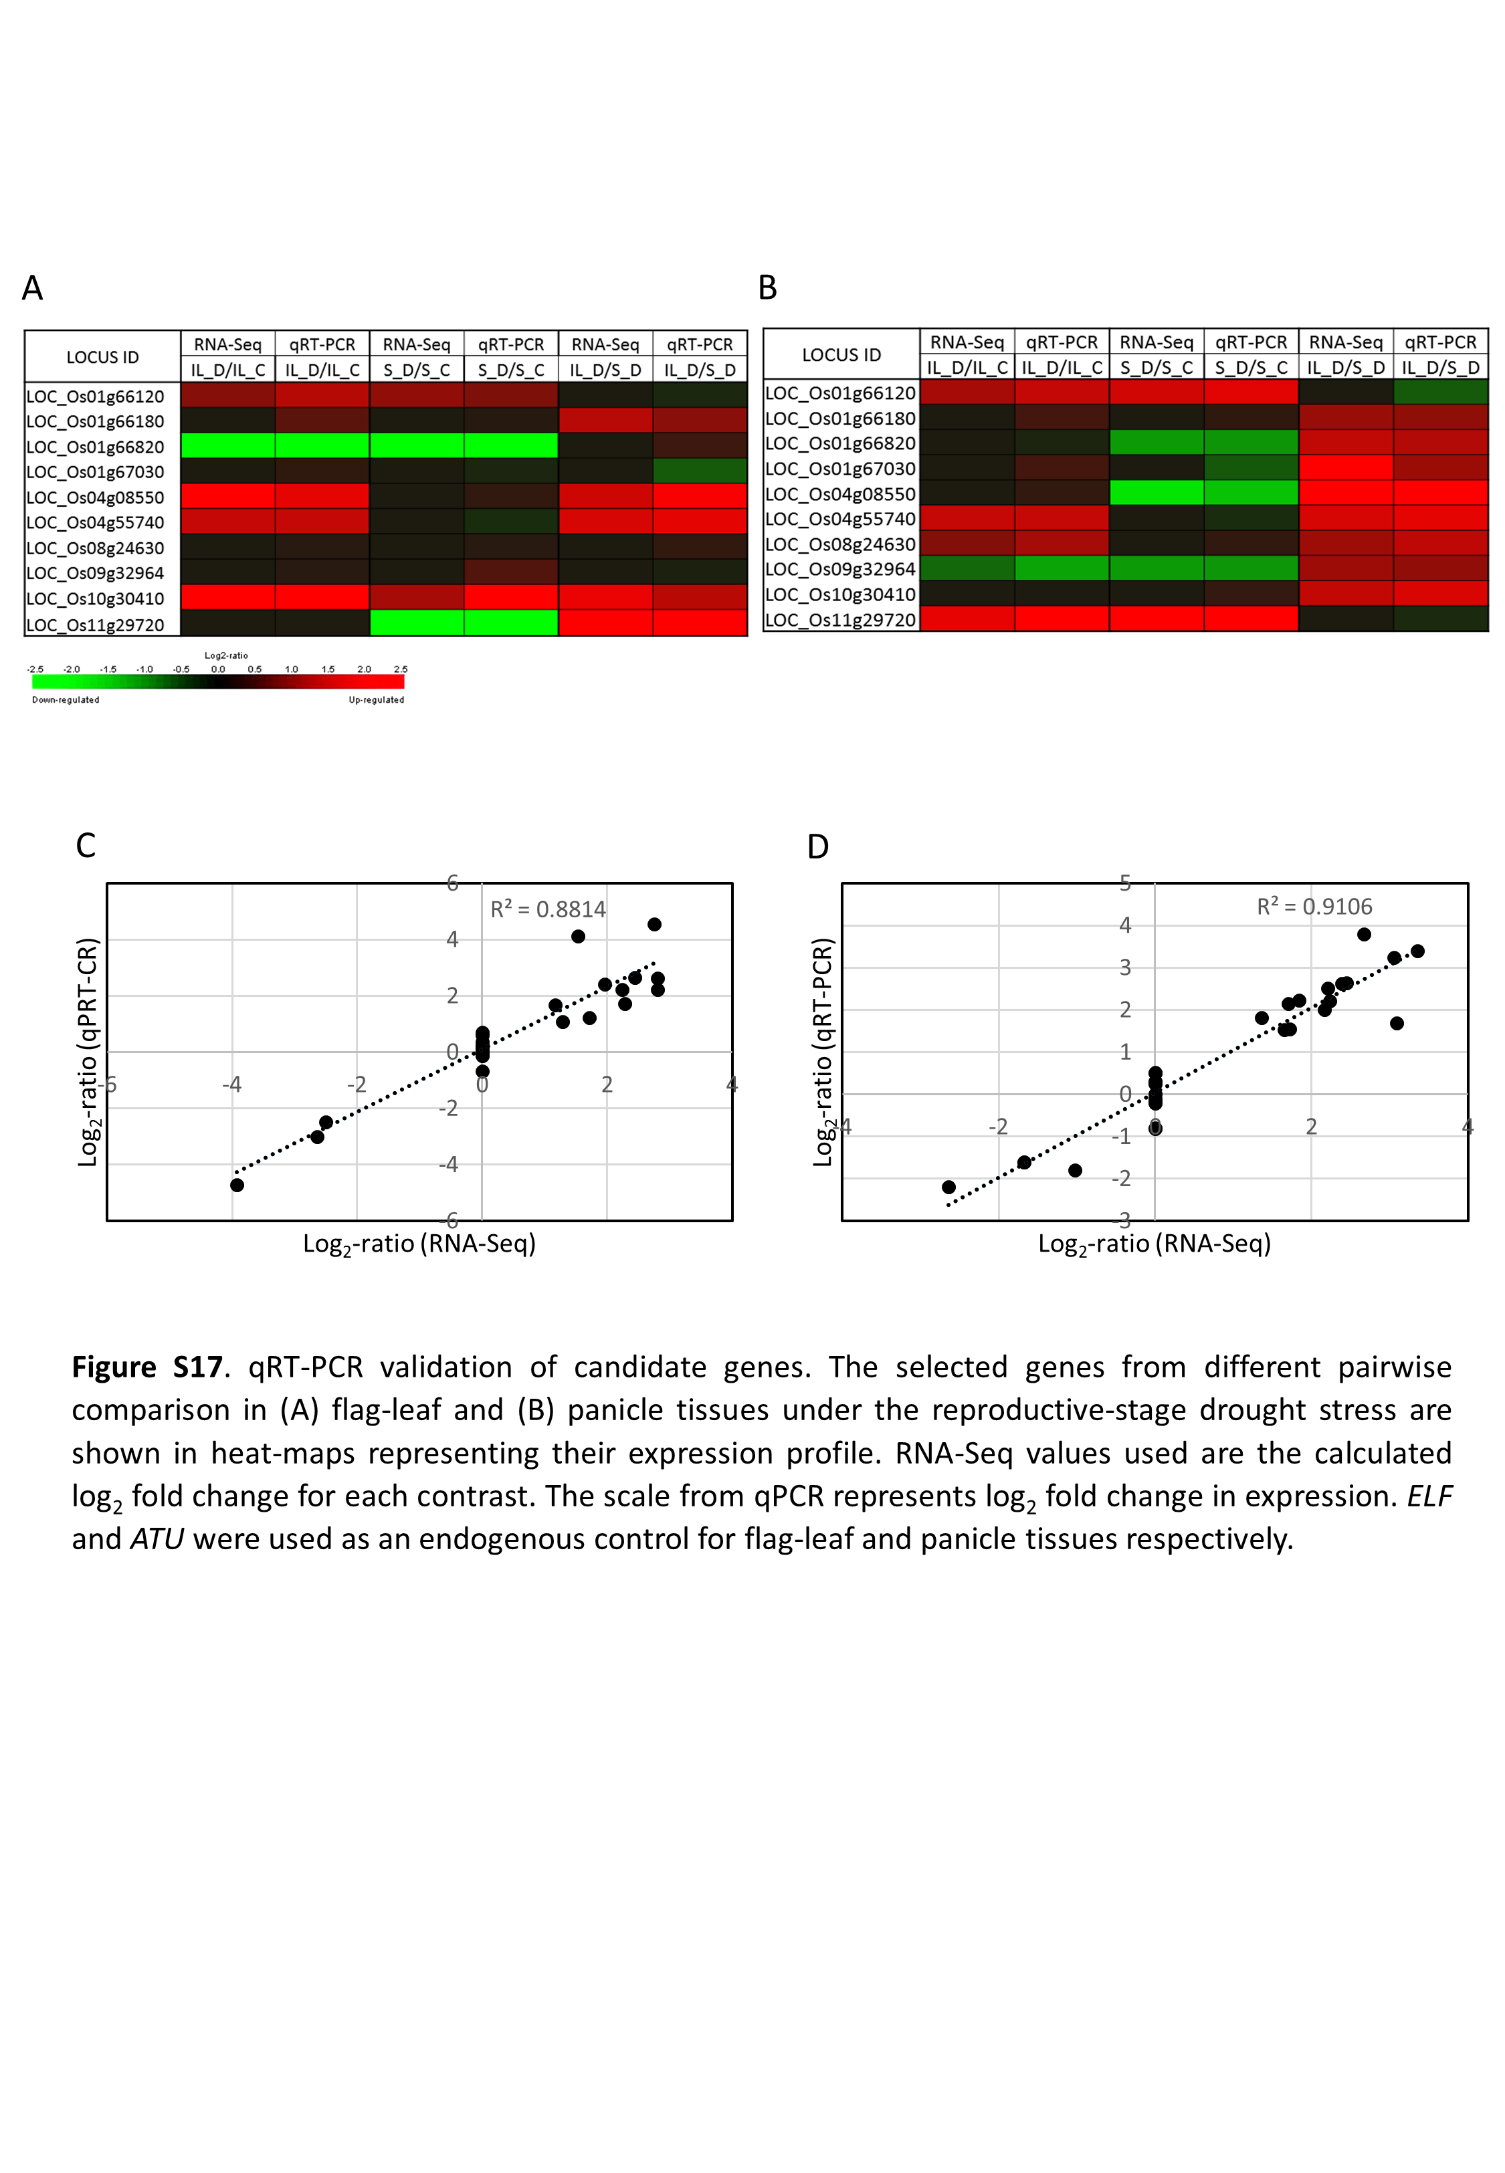
**

**Figure S17**. qRT-PCR validation of candidate genes. The selected genes from different pairwise comparison in (A) flag-leaf and (B) panicle tissues under the reproductive-stage drought stress are shown in heat-maps representing their expression profile. RNA-Seq values used are the calculated log_2_ fold change for each contrast. The scale from qPCR represents log_2_ fold change in expression. *ELF* and *ATU* were used as an endogenous control for flag-leaf and panicle tissues respectively.

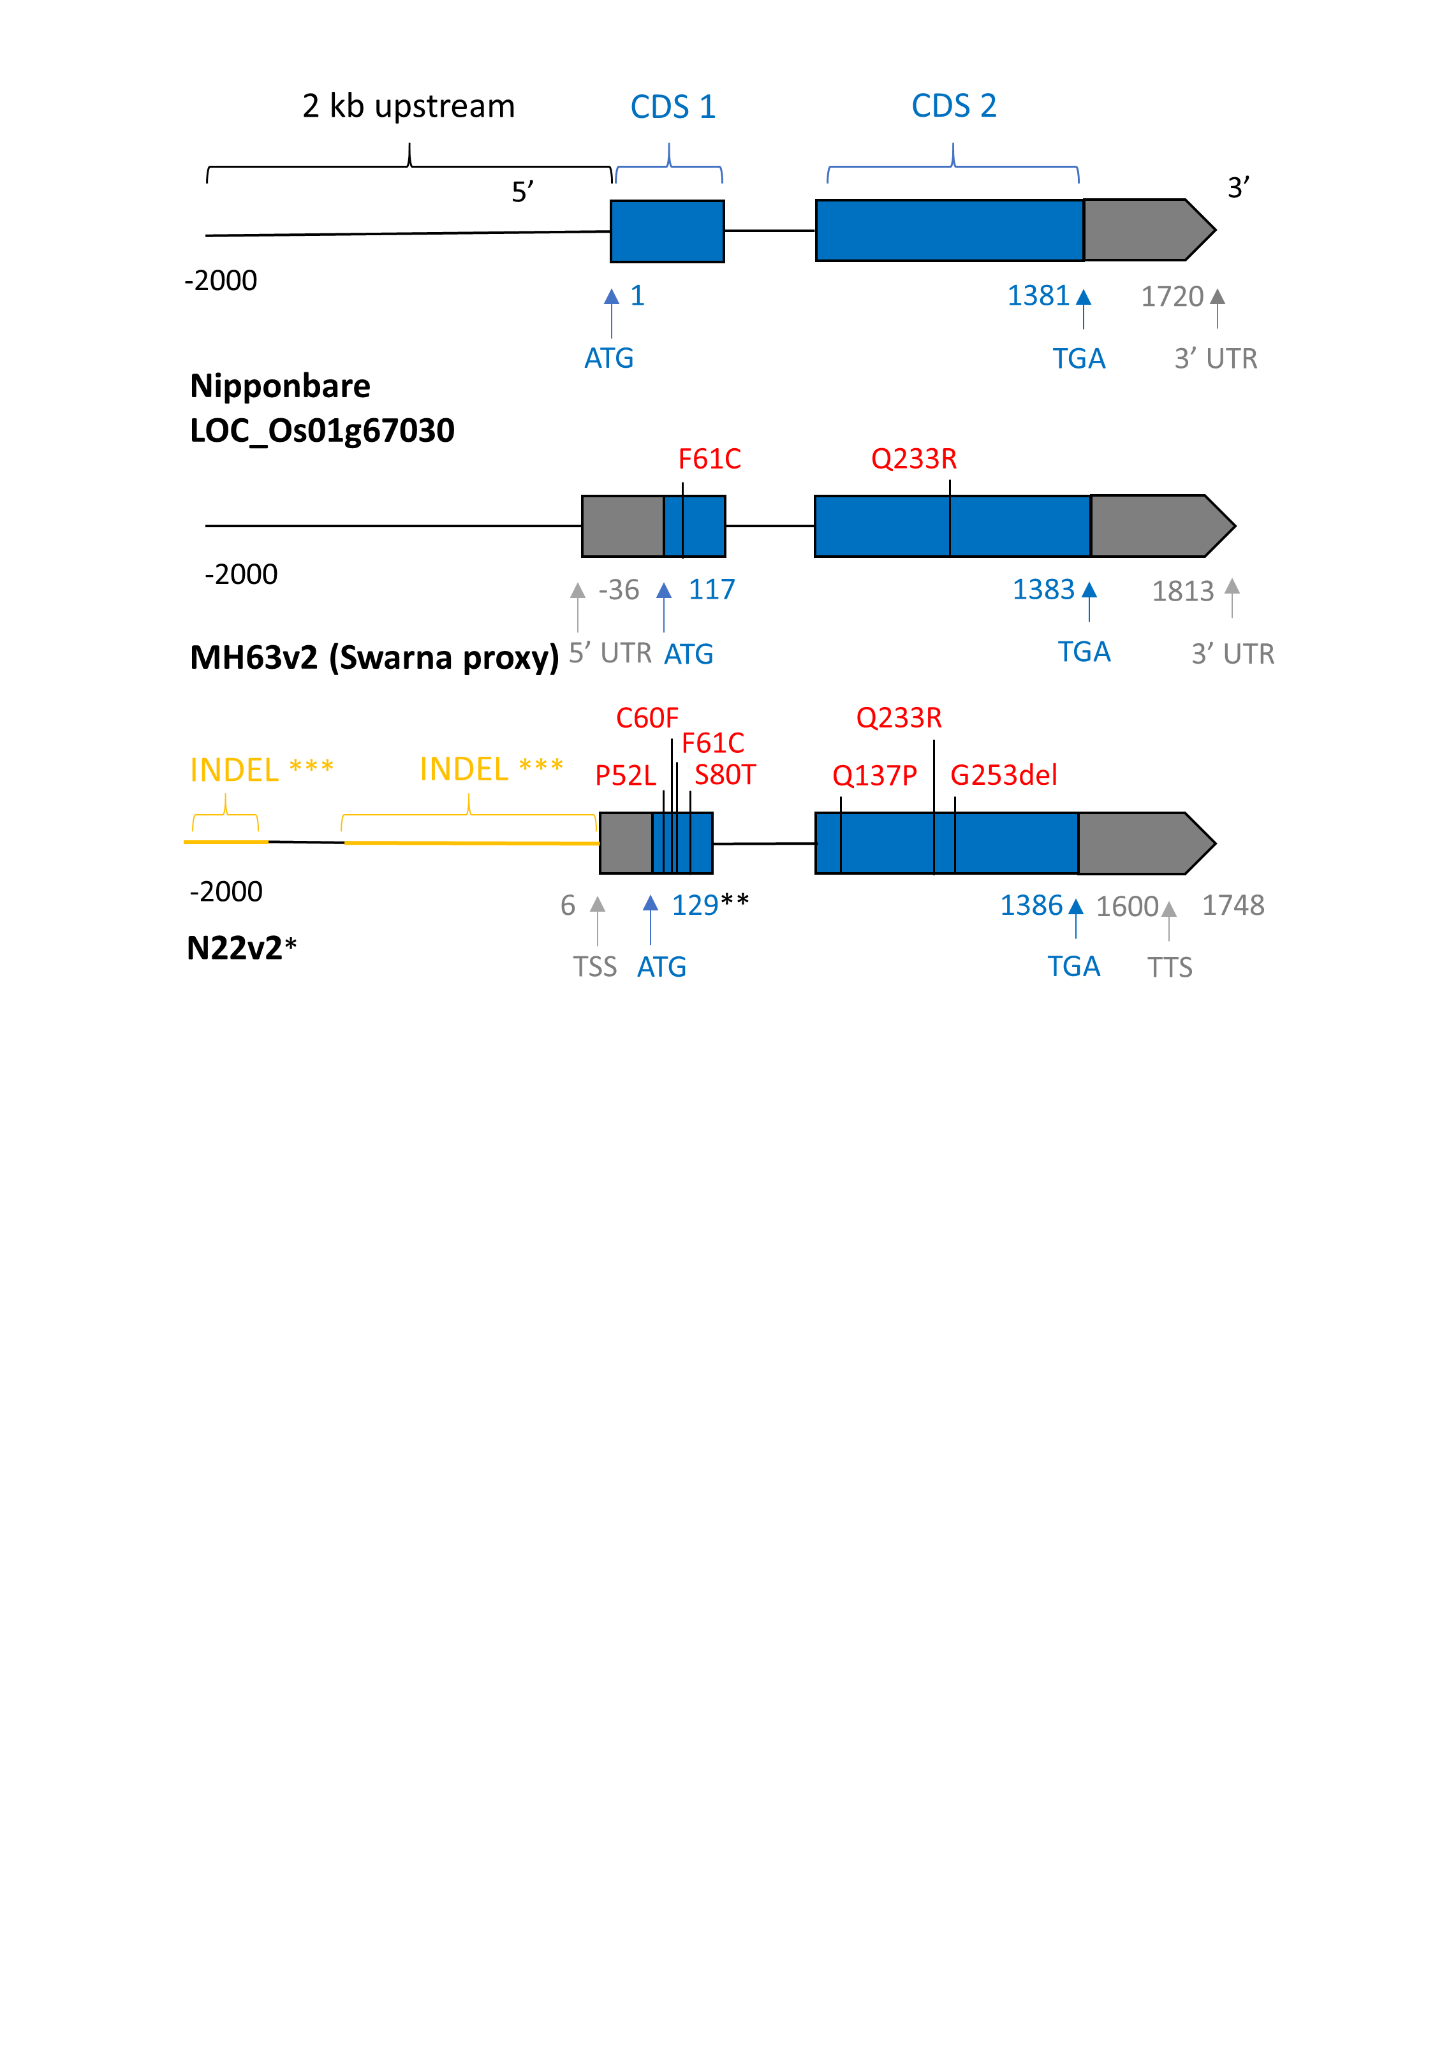

**Figure S18.** Comparison of gene structure including the 2-kb upstream region of AuxRe. The 2-kb upstream and full-length sequence of AuxRe in Nipponbare was used to lift over the corresponding sequences of AuxRe in MH63v2 and N22v2 genomes via blastn. Organization of exons (blue box), introns, and UTRs (gray box) of AuxRe (LOC_Os01g67030) gene in the gene body and the 2-kb upstream sequences of the gene are shown for Nipponbare, MH63v2 (an indica reference genome used as a proxy for the closely related Swarna), and N22v2, representing *Japonica, Indica,* and *Ausboro* genomes respectively. The alignment of the promoter and the full-length genomic region was done using Blastn. Gene structure annotation was present in Nipponbare (RGAP 7) and MH63v2 (RIGW) while it was predicted in the N22v2 using FGENESH. Non-synonymous SNP’s (in color red texts) were determined relative to the Nipponbare sequence. *FGENESH prediction; **Different start codon in FGENESH prediction; ***Alignment result through Blastn in NCBI Blast. CDS = coding sequence; UTR = untranslated region; ATG = start codon; TGA = stop codon; TSS = transcription start site; TTS = transcription termination site.

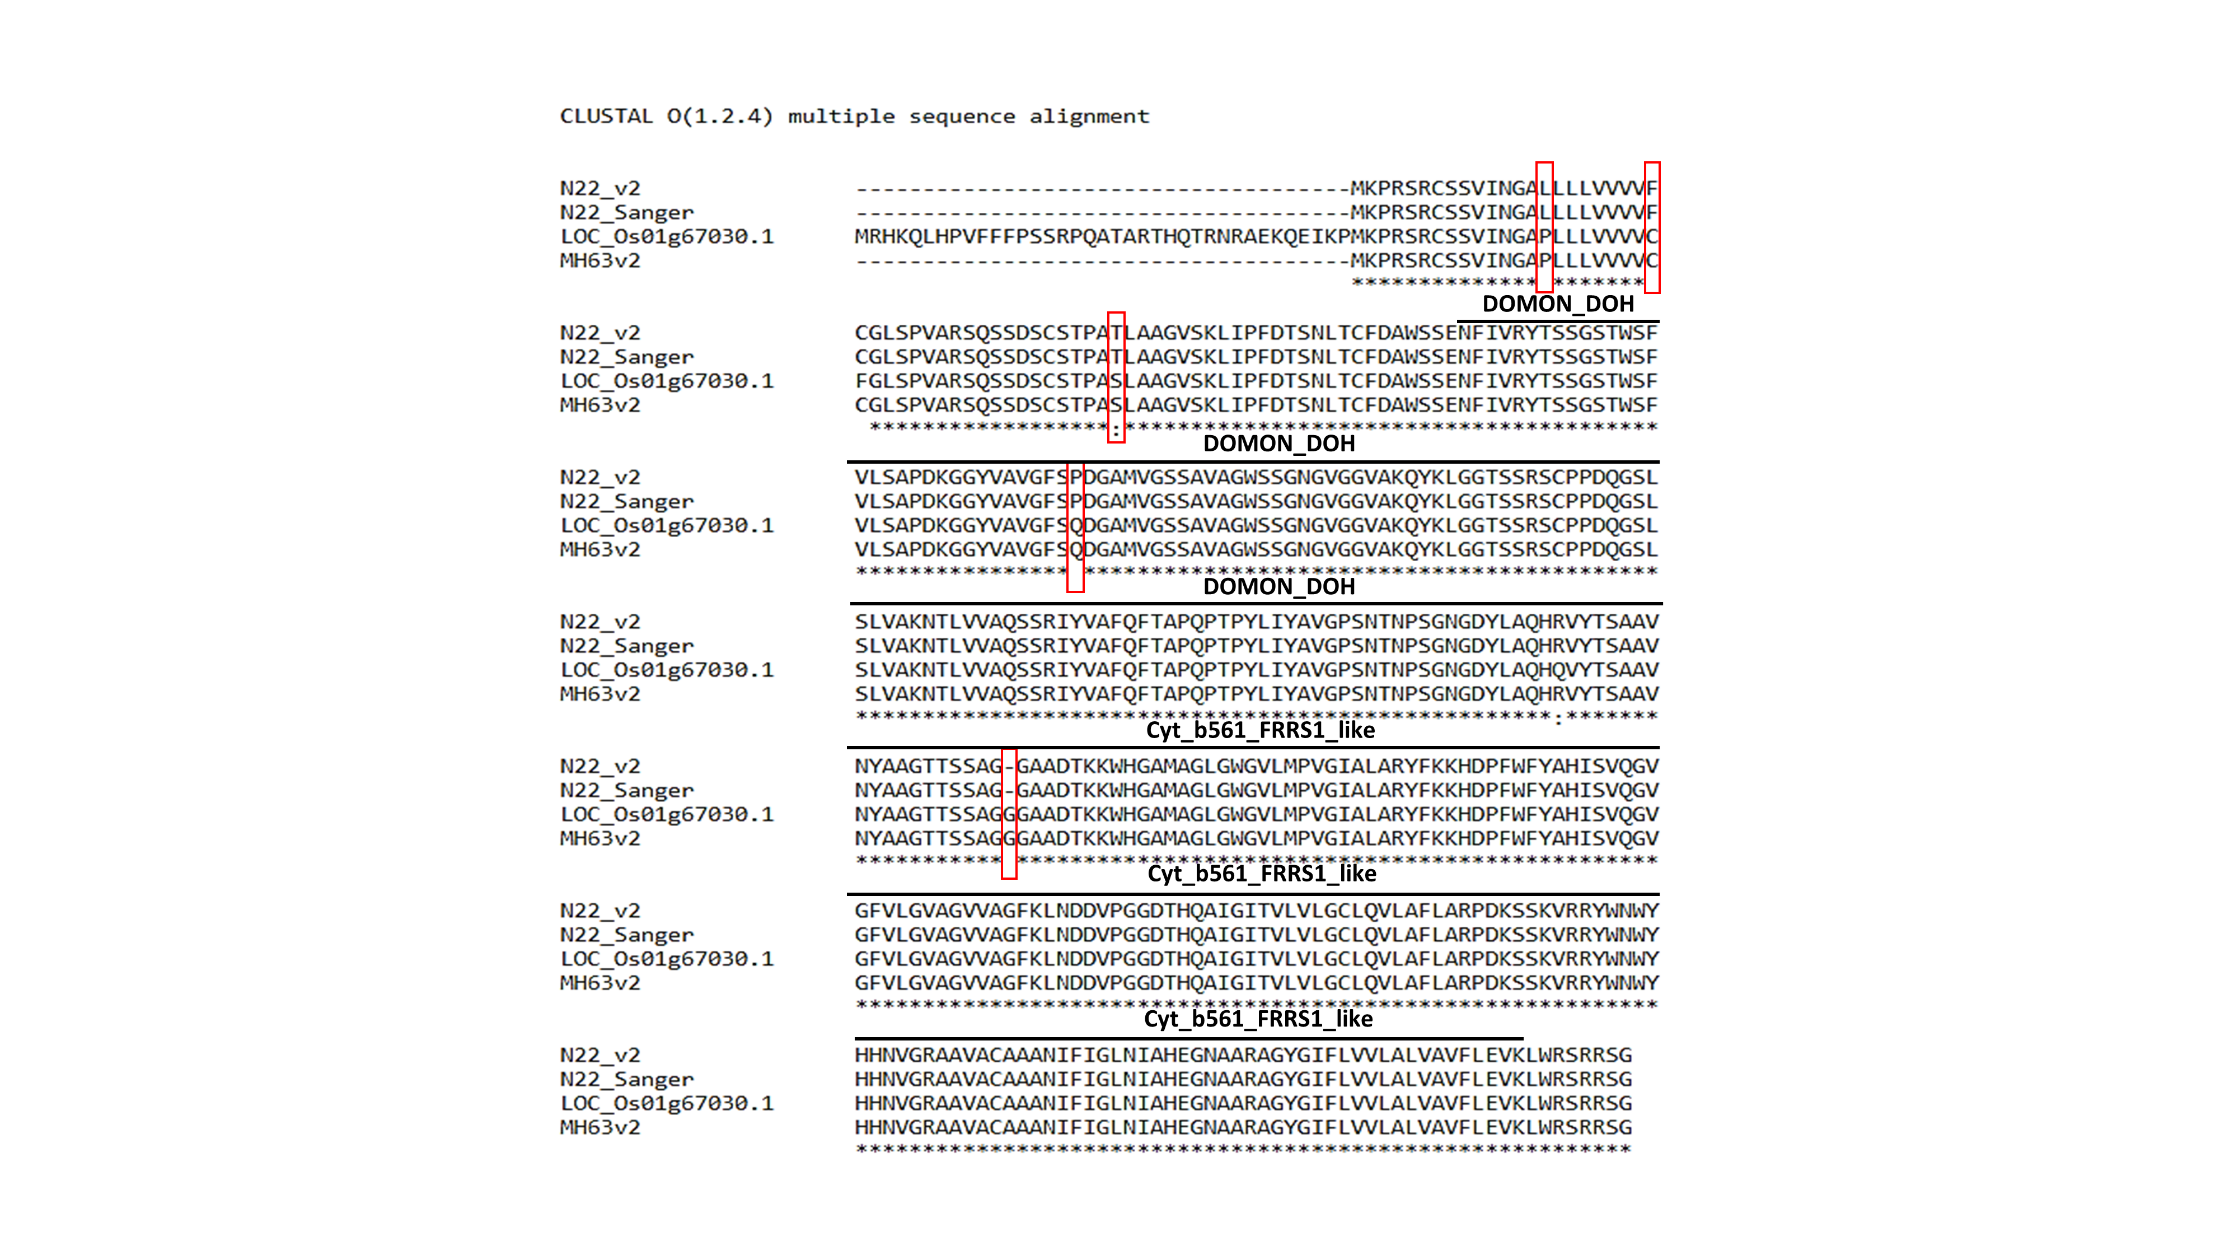

**Figure S19**. Multiple peptide sequence alignment of LOC_Os01g67030 in Nipponbare, MH63v2, N22_v2, and a clone amplified from N22 (N22_Sanger). Nipponbare sequence was obtained from the Rice Genome Annotation Project (RGAP 7), while MH63v2 sequence was obtained from the Rice Information Gateway (RIGW). Predictions in N22v2 were made in FGENESH. Protein alignment was done using Clustal Omega using default parameters with ClustalW output format. Conserved domains search was done through CD-search in NCBI with default settings. The DOMON_DOH and Cyt_b561_FRRS1_like conserved domains were underlined. Note: The Sanger sequencing result of N22 validates the SNPs and Indels in the predicted AA of N22_v2. Nonsynonymous SNPs and a Glycine deletion unique to N22v2 were highlighted (red rectangular box). *, identical residues.

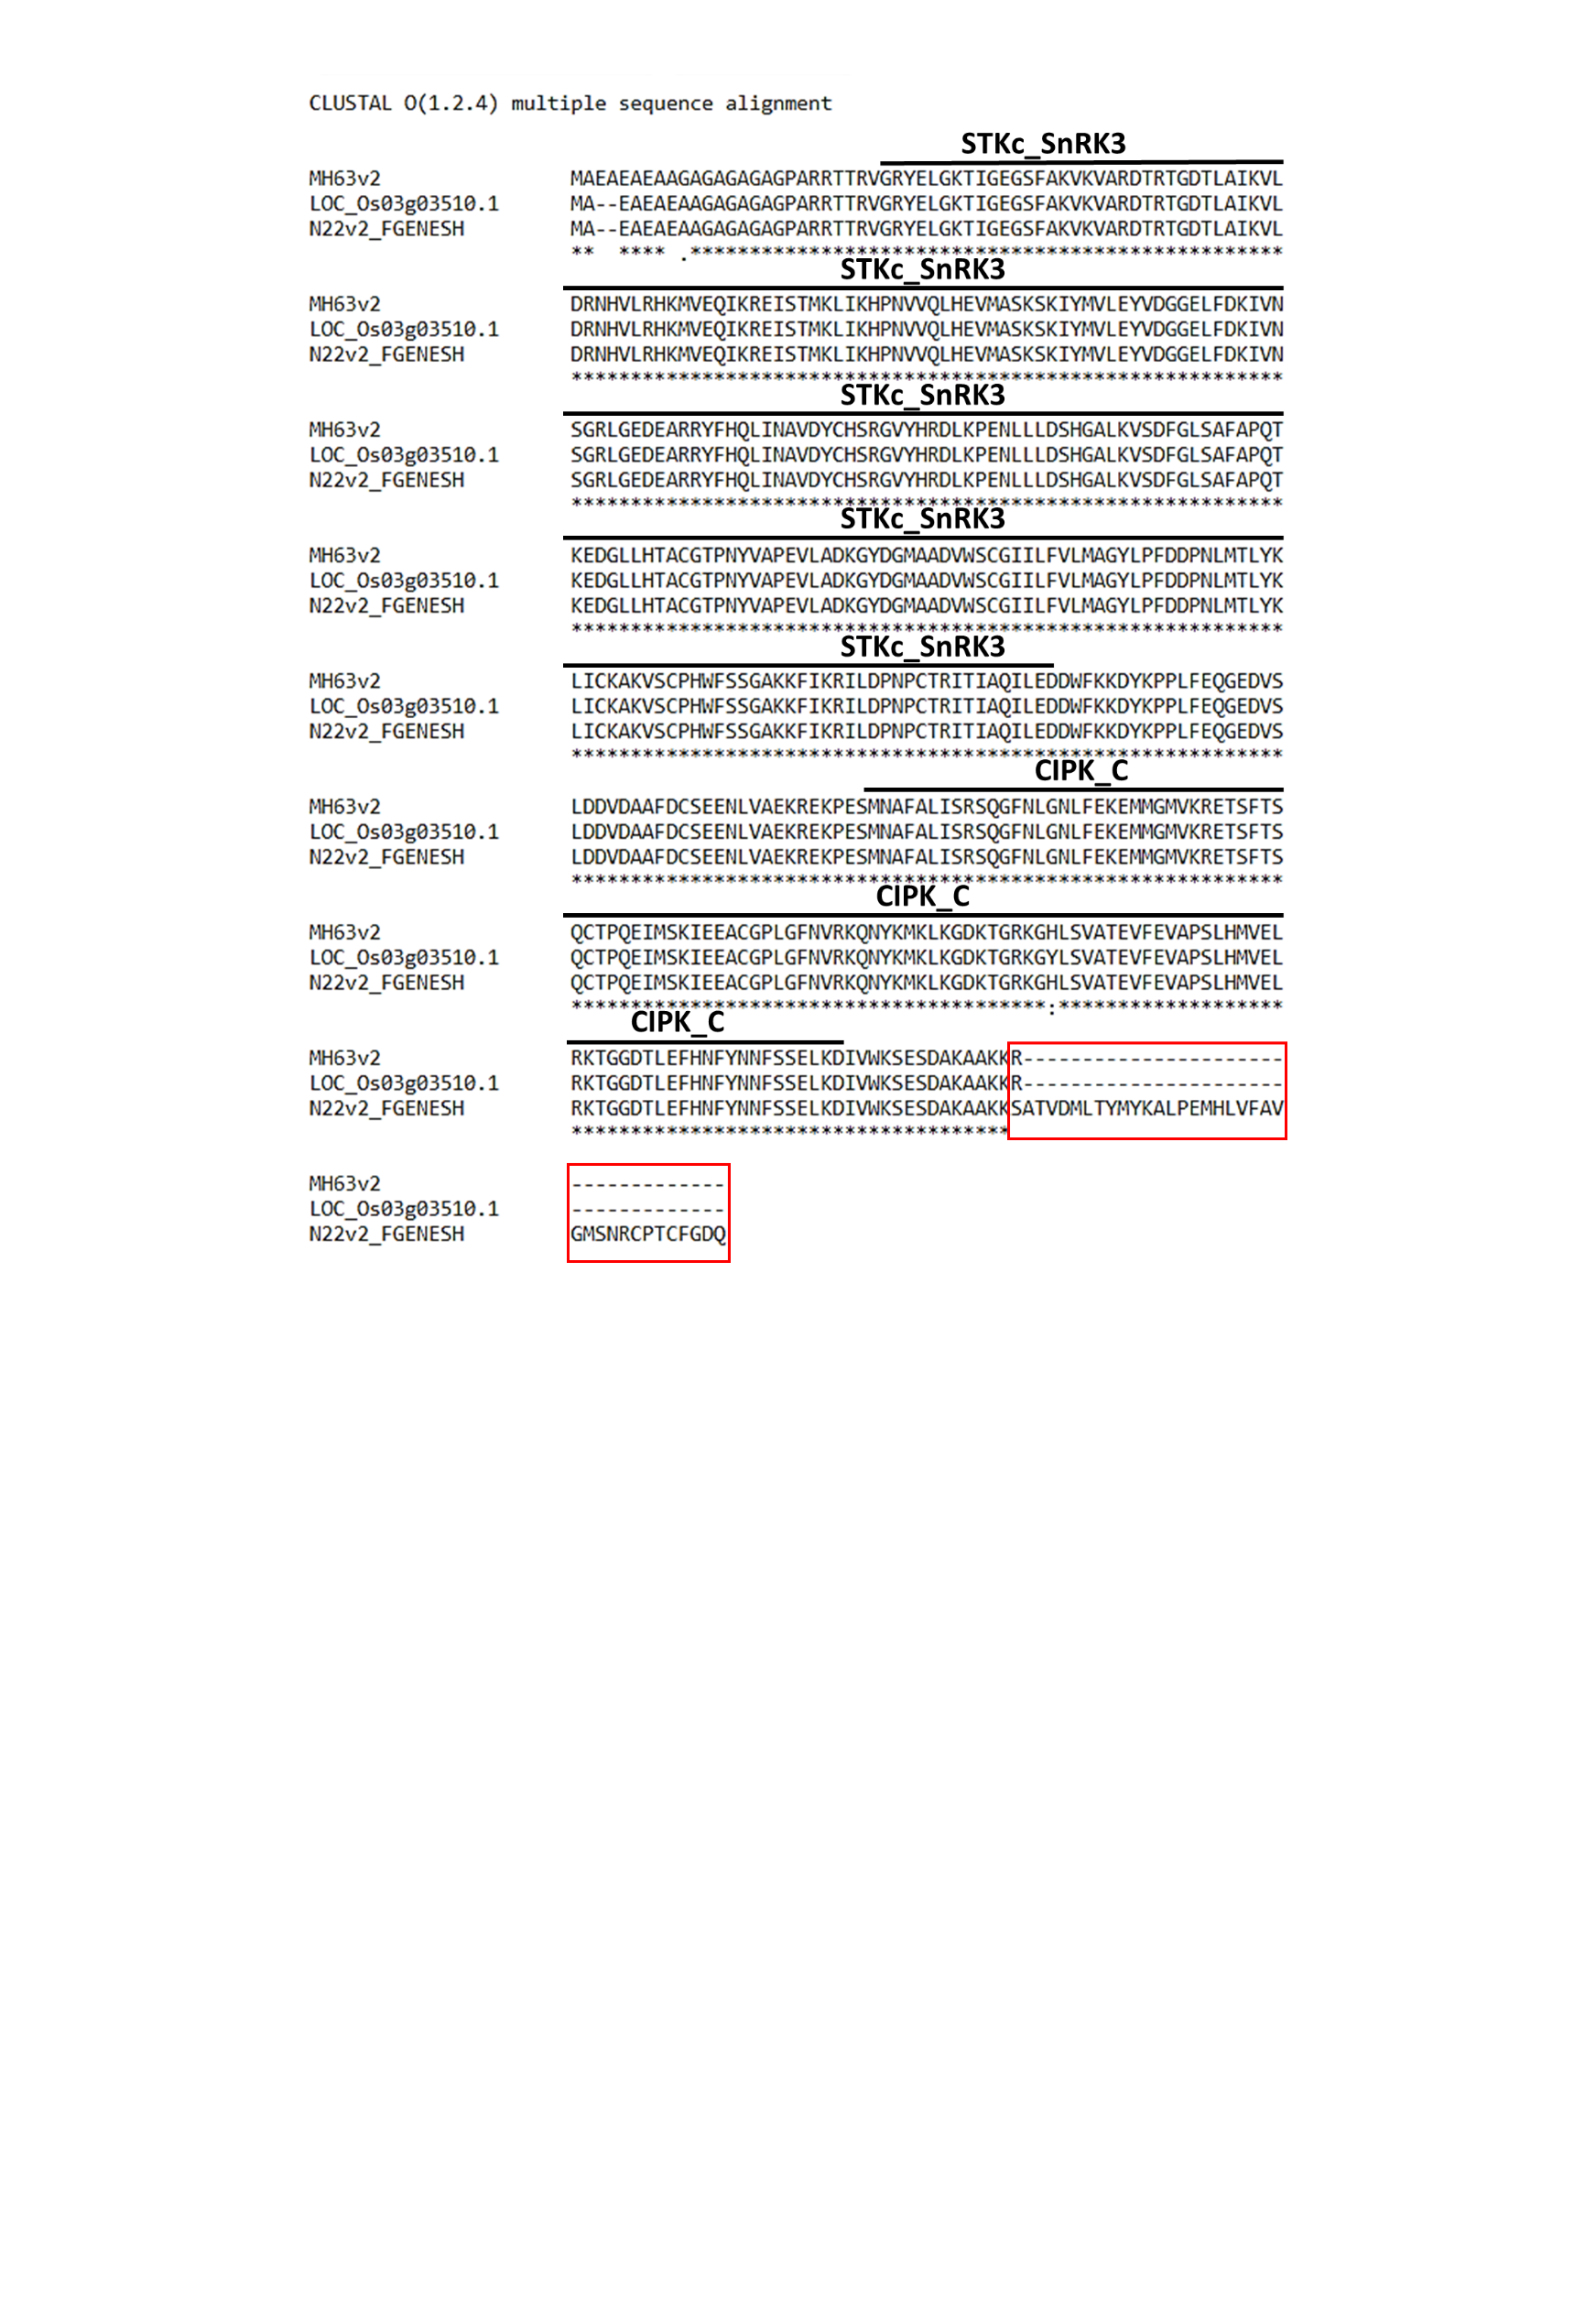

**Figure S20**. Multiple peptide sequence alignment of LOC_Os03g03510 in Nipponbare, MH63, and N22 sequences. Nipponbare sequence was obtained from the Rice Genome Annotation Project (RGAP 7), while MH63v2 sequence was obtained from the Rice Information Gateway (RIGW). Predictions for N22v2 were made in FGENESH. Protein alignment was done using Clustal Omega using default parameters with ClustalW output format. Conserved domains search was done through CD-search in NCBI with default settings. The STKc_SnRK3 and CIPK_C conserved domains were underlined. The extended C-terminal region (red rectangular box) in N22v2 was highlighted. *, identical residues.

Redox HS

Sec Met

Protein TO

Detox

**Fertile**

Source-

Sink-

Signalling

**Sterile**

Starvation

Source-

Sink-

Signalling

A

B

**Figure S21**. Model of suggested DTY-IL dependent drought tolerance mechanism.

1. In DTY-IL in flag leaves (green), maintained and drought-adapted cell wall homeostasis (solid green bricks) under drought (no water and sun icons) supports sustained photosynthetic activity (large green chloroplast icon). This, in turn, allows for strong source strength and the allocation of energy and carbon in the form of photo-assimilates to emerging panicles. A strong sink is established, and energy and carbon available for Redox-homeostasis  (Redox HS), protective secondary metabolism (Sec Met), high rates of protein turnover (Protein TO) and detoxification (Detox) to enable the emerging panicle to cope with drought stress and remain fertile, ultimately leading to successful grain filling and drought-tolerant yield (DTY). This is proposed to be in part accomplished through efficient source-sink signaling (blue arrow) suggested to be modulated through the identified candidate genes.
2. In Swarna flag leaves (green), failure to maintain cell wall integrity (wavy green bricks) under drought results in leaf rolling and impaired photosynthetic activity (small chloroplast icon). This, in turn negatively affects source strength and severely limits the allocation of energy and carbon in the form of photo-assimilates to emerging panicles. Consequently, the merging panicle is in starvation mode and fails to establish a strong sink. There is not sufficient carbon energy available to successfully counter drought stress, and the results are sterility and failure to fill grain and yield under drought. This is proposed to be in part due to failure to modulate source-sink signaling in response to drought stress (yellow lightning across blue arrow) and unfavorable alleles on the identified candidate genes suggested to contribute.

How the deposited data were processed for this re-analysis (not part of the article)

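Panicles of DTY-IL and Swarna were sequenced from well-watered plants and from plants under RDS, with 4 libraries per genotype and treatment. The authors trimmed the reads, estimated counts per transcript with salmon against the Nipponbare transcriptome of RGAP 7 with corrections for sequence and GC bias, and summed them per gene with tximport. The estimated counts of all 16 panicle libraries were used as deposited, as whole numbers without normalization or filtering. The authors also deposited DESeq2 results for the 4 contrasts, restricted to genes with an adjusted p-value of at most 0.05. In these tables the log2 fold changes are, per the file headers, those of DESeq2 between the 2 groups of each contrast. The p-values in them are, per the file headers, those of DESeq2's Wald test before and after Benjamini-Hochberg adjustment. The score columns are, per the file headers, DESeq2's mean normalized count, the standard error of the log2 fold change and the Wald statistic. These tables were used only to count overlaps with the calls made here. Flag-leaf libraries were not analysed here.

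The count columns name a genotype, a treatment and a number from 1 to 4, while the samples carry pot numbers, so columns were assigned to groups and not to pots. Replicate numbers in the text are those of the columns. Swarna control replicate 3 was left out as in the paper, which names it as the outlier, and was included in an alternative. Total counts ranged from 24677520 to 31080042 over the 15 libraries used. At these depths a gene with at most 3 counts in every library of a group was treated as at the limit, and folds against such a group were given as lower bounds. These limits cover counting error only.

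The counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with at least 10 counts in total over the 15 libraries were kept, which left 33698 of 55801 genes. All 4 groups were fitted together with TMM normalization, estimated dispersions and edgeR's quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested in each contrast. DEGs had an adjusted p-value of at most 0.05 and an absolute log2 fold change of at least 1. The interaction of genotype and drought was the difference between the drought effects of the genotypes in the same fit. Categories of common and unique DEGs followed the Venn diagram of Fig. 2B. The unique categories combine contrasts that share drought libraries, so counts were also simulated, 10 times with a drought response of the same size in both genotypes and 10 times with a response in DTY-IL that is a fixed share of that in Swarna. That share, 0.697, was the slope of the DTY-IL effect on the Swarna effect, estimated from these same libraries. The simulations drew each gene independently, without variation shared by the genes of a library, so their ranges may be too narrow.

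Distances and principal components were computed after the variance-stabilizing transformation of DESeq2 1.42.0, the components over the 500 most variable genes. Module profiles were first principal components of standardized log2 expression of the loci printed in Fig. 9 and Fig. S15. Groups were compared by exact permutation tests, and chromosomes by Fisher's exact test, all 2-sided. Genes named in the text are those that the paper names by locus for the panicle or prints in Fig. 9, Fig. S15 or Fig. S17B. In addition they are the 2 genes with the largest positive and the 2 with the largest negative interaction among those with an adjusted p-value of at most 0.05, a mean of at least 50 normalized counts and no overlap between the drought groups. Gene names are the paper's, since the files do not pair loci with names. Figures were drawn with matplotlib 3.10.9.

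The fit was tested on simulated counts with 200 expressed genes changed in Swarna drought alone, of which it recovered 49% in all. For the interaction it recovered 47% of 4-fold and 4% of 2-fold differences, with 3 false calls among 32984 unchanged genes. DESeq2 with its prior recovered 75% and 20% of these, with 48 false calls.

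The alternatives were DESeq2 with and without its prior on fold changes, RLE factors in place of TMM, the filterByExpr filter, no filter, all 16 libraries, only the groups compared in each fit, a test against an absolute log2 fold change of 1, and leaving out each replicate in turn. For the principal components they were 5000 genes, log2 CPM and all 16 libraries. These alternatives and the main settings were fixed before the data were examined. Divisions of the libraries into other groups of the same sizes were refitted, all 35 for each contrast and 40 with the real one for results over all 4 groups. The co-expression network, functional enrichment, sequence comparisons and the segments of N22 by position were not analysed here.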

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

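Of the tests below, those on depth, on the drought label of Swarna control replicate 3, on the top genes of DTY-IL control replicate 3, on the drought axis of DTY-IL drought replicate 4 and on the position of the module profiles were chosen after the results were seen. Dixon's test was applied to 57 combinations of a group and a measure, and 9 passed its critical value, where chance gives about 5%.

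The library of Swarna control replicate 3, which the paper left out, lay far from the other Swarna controls. It had 20496 genes with at least 10 counts, its 10 most abundant genes took 15.1% of its counts, and 171 genes were at least 10-fold above every other library, against 0 to 39 in the other libraries. These genes held 10.4% of its counts. The tables argue against low depth, since it had 29034763 counts. They argue against a few genes taking the counts, since the other libraries thinned to its effective size still had at least 22930 genes with 10 counts. As an otherwise intact drought library under a control label it would lie near the drought libraries. On an axis from Swarna control to Swarna drought it scored 0.802, which a drought library would also do, but its smallest distance to a drought library was 323, while distances within the drought groups were at most 140. It lay even farther from the Swarna controls, at 367 on average against 333 to the Swarna drought libraries. Distance thus cannot exclude a drought library under this label that is disturbed in another way too. A DTY-IL library under a Swarna label is argued against, since its score on the genotype axis was 0.029 and the DTY-IL controls scored 0.984 to 0.994. The Swarna controls scored 0.106 to 0.125, and the Swarna drought libraries, which set the 0 of that axis, -0.004 to 0.002. Degraded RNA, other tissue or contamination stay open and were not tested, and no biological explanation was tested.

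The library of DTY-IL control replicate 3 scored -38.1 on PC2, apart from the other DTY-IL controls at -6.14 to -2.64. Depth is argued against by its 30031096 counts, and a few dominant genes by a share of 6.59% in its 10 most abundant genes. Its score of 0.094 on the drought axis and of 0.992 on the genotype axis argue against a drought or a Swarna library under its label. The same material as in Swarna control replicate 3 is argued against too, since 0% of the 40 genes raised in it were raised there. What sets it apart stays open, and no biological explanation was tested.

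In DTY-IL drought replicate 4 the 10 most abundant genes took 9.68% of the counts, against 5.77% to 6.18% in the other DTY-IL drought libraries. A single gene took 2.59% of its counts, but without that gene the share was still 7.65%, above the 5.78% to 6.19% of the others, so 1 gene does not account for the whole excess. A shift of the rest of the library along the drought axis is argued against by its score of 0.79, between those of the other DTY-IL drought libraries (0.639 to 0.955). That axis does not see shifts in other directions, which stay open. No biological explanation was tested.

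The total of DTY-IL control replicate 4, 26308434 counts, was lower than those of the other DTY-IL controls, 29897619 to 30031096, and within the range of the drought groups. Its difference was removed by normalization to library size, and no explanation of it was tested.

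Among the named genes, 4 had 1 replicate apart from the others of its group. LOC_Os01g67030 had 1.01 normalized counts in Swarna drought replicate 1 and 0 in the other 3, and LOC_Os11g32610 had 2.20 in Swarna drought replicate 4 and 0 in the other 3, in both cases below the limit of 3 counts. LOC_Os11g32580 had 109 normalized counts in DTY-IL drought replicate 1, against 67.8 to 74.1 in the others. LOC_Os10g32470 had 44.8 in DTY-IL control replicate 4, against 66.2 to 70.5 in the others. No explanation of these values was tested.

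The drought effects of the genotypes differed for 19 genes by the interaction test (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 11 with a more positive and 8 with a more negative effect in DTY-IL. Simulations of a drought response of the same size in both genotypes gave at most 1 such gene. They drew each gene independently, without variation shared by the genes of a library, so they argue against that response only within this model. A response in DTY-IL that is a fixed share of that in Swarna, estimated from these libraries, could give as many. Its 10 simulations gave 8.7 on average and up to 27, and 1 of them reached the observed 19. Both models gave at least 510 genotype DEGs under control conditions, more than the 371 observed. Of 40 divisions of the libraries within the treatments, the real one included, 3 gave as many or more such genes. The other 2 of these kept every drought library in its group and exchanged 4 control libraries, with 28 genes, or 2, with 137 genes. Without a single replicate the count was 2 to 26, with 2 genes without Swarna control replicate 1 or 2 or Swarna drought replicate 3. A difference between the genotypes stays open for single genes.

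The largest positive interactions were those of LOC_Os11g32610 (log2 5.44, standard error 0.69, adjusted p = 0.0173) and LOC_Os11g32580 (log2 5.15, standard error 0.60, adjusted p = 0.00932, same test as for the 19 genes, edgeR's). In Swarna drought all libraries had at most 2 counts for either gene, so expression was at least 20.7-fold and 26.2-fold lower than in Swarna control, and the fitted values depend on the prior count. In DTY-IL they fell by 1.13 and 1.29 on the log2 scale. The adjusted p of LOC_Os11g32610 was 0.0593 without Swarna control replicate 1, 0.0612 without Swarna control replicate 2 and 0.065 without Swarna drought replicate 3 (edgeR). The loci are neighbours, and reads shared between them were not tested. The largest negative interactions were those of LOC_Os10g31320 (log2 -2.91, standard error 0.42, adjusted p = 0.0323) and LOC_Os10g32470 (log2 -1.86, standard error 0.29, adjusted p = 0.0372, edgeR). They lost the threshold in 8 and 10 of the 15 fits that each left out one replicate. LOC_Os04g08550 had an interaction of log2 2.66 (adjusted p = 0.0449, edgeR) that was lost in 12 of these fits. With Swarna control replicate 3 included, none of these 5 genes was past the threshold. Technical explanations for these genes were not tested apart from the simulations of all genes.

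The drought effect on the P-M10 profile was 2.08 higher in DTY-IL than in Swarna (exact permutation test, p = 0.031), and on the P-M15 profile 1.72 higher (p = 0.0461, exact permutation test). The study chose the genes on these libraries, so these tests are not independent evidence. A candidate explanation is that DTY-IL drought libraries lie less far along the same drought response. The lowest P-M10 profile of a DTY-IL drought library was 0.63 and the highest of a control 0.19, and on the P-M15 profile each DTY-IL drought library lay at least 0.91 above the value at its position on the drought axis. Because the genes were chosen for such a difference, these values decide nothing, and on these genes a smaller shared response and a response specific to the genotype cannot be told apart.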

How the results depend on the processing

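No paired analysis was possible because the count columns carry no pot numbers, so the planned fits with the pot as a replicate block were not run. All alternatives were chosen before the results were seen.

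The counts of drought DEGs stayed within 1.5 times their value with DESeq2, RLE factors, either filter and fits of only the groups compared. With all 16 libraries, DEGs of drought in DTY-IL fell to 2878, and the test against an absolute log2 fold change of 1, which is stricter by construction, left 1510 in DTY-IL and 4778 in Swarna. Between the genotypes under control conditions, the count was 707 with DESeq2's prior, 683 with DESeq2 without a prior and 205 with the stricter test. Under drought it was 1906 and 1951 with DESeq2 with and without its prior, 436 with all 16 libraries, 657 in fits of only the groups compared, which use fewer libraries to estimate dispersion, and 305 with the stricter test. Genes with an interaction numbered 489 and 525 with DESeq2 with and without its prior, 0 with all 16 libraries and 3 with the stricter test. All 19 genes called with edgeR were among the 489. On simulated counts DESeq2 made more true and more false calls of interaction. Apart from the stricter test and the fewer libraries, the cause was not tested.

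The union of genes with an adjusted p-value of at most 0.05 moved with all 16 libraries, to 10345. Common drought DEGs numbered 2084 with all 16 libraries and 1236 with the stricter test. Swarna-unique genes numbered 481 and 504 with DESeq2 with and without its prior, 88 with all 16 libraries, 181 in fits of only the groups compared and 51 with the stricter test. DTY-IL-unique genes numbered 166, 162, 21, 25 and 6 in the same order. With all 16 libraries, 8 P-M10 and 4 P-M15 genes differed between the genotypes under drought, 5 P-M10 genes rose in DTY-IL, and the fall of the P-M15 profile in Swarna was -1.24 (exact permutation test, p = 0.0857). DESeq2 gave an interaction for 8 P-M10 and 4 P-M15 genes. PC1 and PC2 carried 75.9% with all 16 libraries and 79.5% over 5000 genes. The cause was not tested.

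Across the 15 fits that each left out one replicate, DEGs numbered 4846 to 7181 for drought in DTY-IL, 8445 to 10394 for drought in Swarna and 252 to 360 between the genotypes under control conditions. Between the genotypes under drought they numbered 626 (without Swarna drought replicate 3) to 1538 (without DTY-IL control replicate 3). Genes with an interaction numbered 2 to 26, and 10 of these fits moved the count by over 1.5 times: it was 2 without Swarna control replicate 1 or 2 or Swarna drought replicate 3, 3 without DTY-IL drought replicate 1 or Swarna control replicate 4, 4 without DTY-IL control replicate 1, 5 without DTY-IL control replicate 2 or 4, and 10 without DTY-IL drought replicate 2 or Swarna drought replicate 2. The union was 14909 to 17886 and common drought DEGs 3803 to 5438. Swarna-unique genes numbered 137 (without Swarna drought replicate 3) to 483 (without DTY-IL control replicate 3), with 174 without DTY-IL drought replicate 1. DTY-IL-unique genes numbered 26 (without Swarna drought replicate 3) to 105 (without DTY-IL control replicate 3), with 36, 41 and 40 without DTY-IL drought replicate 2, DTY-IL drought replicate 3 and Swarna drought replicate 4.

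In the same fits, P-M10 genes that differed between the genotypes under drought numbered 15 (without Swarna drought replicate 3) to 24, P-M10 genes that rose in DTY-IL 7 (without DTY-IL drought replicate 2) to 21, with 11 without DTY-IL drought replicate 3, and P-M15 genes that differed 10 (without Swarna drought replicate 3) to 21, with 12 without Swarna drought replicate 4. P-M10 genes with an interaction numbered 0 throughout, where 21 had an unadjusted p-value under 0.05 with all 15 libraries, and P-M15 genes 0 to 1, with 1 without Swarna drought replicate 1. P-M15 genes that fell in Swarna numbered 13 to 21. The P-M10 profile rose in DTY-IL by 1.23 to 1.55. Without any one DTY-IL control its exact permutation p was 0.0571 to 0.0857. The P-M15 profile change in Swarna was -1.88 to -1.61. Its exact permutation p was 0.0571 without DTY-IL control replicate 1, and without any one Swarna library it was the smallest that the remaining libraries allow, 0.0667 without a control and 0.1 without a drought library. The study took up these modules for their profiles on the same libraries, so these p-values are not independent evidence. PC1 and PC2 carried 80.2% to 87.5%.

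The odds ratio for genotype DEGs on the chromosomes with N22 segments stayed past the threshold in each of these fits and in the 3 alternatives run for it. For control conditions it was 3.04 to 3.85 without 1 replicate and 2.31 to 3.11 under these alternatives. Under drought it was 1.5 to 1.99 and 1.41 to 1.98. For single named genes, 67 results of alternatives gave 55 on the same side of the threshold, 11 weaker and 1 stronger, and 0 reversed. Of 210 results without 1 replicate, 157 were on the same side, 52 weaker and 1 stronger, and 0 reversed. The depth limits LOC_Os01g67030 and LOC_Os01g66820, which had at most 11 and 25 counts in any of the 15 libraries.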

Differences from the paper's values

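Swarna-unique drought DEGs numbered 315, against the paper's 487. Of the alternatives set before the data were examined, DESeq2 with its prior (481) and without it (504), filterByExpr (326) and the fits without DTY-IL control replicate 3 (483) or DTY-IL drought replicate 4 (333) came within 1.5 times the paper's value, and the others did not, at 51 to 323. The upregulated genes among them numbered 109, against the paper's 184, where DESeq2 with its prior (179), DESeq2 without it (171) and the fit without DTY-IL control replicate 3 (152) came within that range and the others did not.

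DTY-IL-unique drought DEGs numbered 66, against the paper's 164. DESeq2 with its prior (166) and without it (162) came within 1.5 times the paper's value, and none of the other alternatives set before the data were examined did. The upregulated genes among them numbered 51, against the paper's 108, which was met by DESeq2 with its prior (105) and without it (97) alone. The downregulated genes numbered 15, against the paper's 56, where DESeq2 with its prior (61), DESeq2 without it (65) and the fit without DTY-IL control replicate 3 (49) came within that range and the others did not.

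The fitted log2 fold change of LOC_Os01g67030 between DTY-IL drought and Swarna drought was 4.33 (standard error 1.03), against the paper's 3.1. Every Swarna drought library was at or under the limit of 3 counts, so the fitted value depends on the prior count, and the mean in DTY-IL drought, from 3 to 11 counts per library, was at least 2.53-fold higher than this limit. That bound does not conflict with the paper's value. The fitted values of the alternatives also have only such counts in Swarna drought, so they do not decide whether the values differ.

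In its section on qRT-PCR of selected genes, the paper reports LOC_Os01g67030 as upregulated under RDS in DTY-IL panicles. The qRT-PCR values were not analysed here, and the RNA-seq counts below cannot decide on a qRT-PCR result. In the RNA-seq counts its log2 fold change for drought in DTY-IL was 0.91 (adjusted p = 0.353, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was not past the threshold with DESeq2 either (adjusted p = 0.383 with the prior and 0.395 without it) or in any of the other alternatives run for this gene, with adjusted p-values of 0.36 to 0.473 over the alternatives and 0.222 to 0.553 without 1 replicate. The paper reports the Fig. 9 genes as upregulated in DTY-IL and downregulated in Swarna for P-M10 and P-M15. Of the 16 P-M15 genes in the figure 12 had a positive log2 fold change in DTY-IL, 0 with an adjusted p-value of at most 0.05 and 0 with an unadjusted one under 0.05. Of the 20 P-M10 genes, 3 fell in Swarna with an adjusted p-value of at most 0.05.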

Other observations

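The tests of the size of the drought response against chance and library size, of clustering on chromosome 11 against chance, of simulated counts against the fits without 1 replicate and of 2 flag-leaf genes without 1 replicate were chosen after the result was seen. In every division of the libraries described here the real one is included.

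Each of the 4 contrasts has 35 divisions of its 7 or 8 libraries into groups of the same sizes. In 1 of the 35, the real one, as many DEGs were called for drought in DTY-IL, for drought in Swarna, between the genotypes under control conditions and between the genotypes under drought. For the P-M10 and P-M15 genes that differ between the genotypes under drought it was also 1 of 35, but the study chose these genes on these libraries for that difference, so this decides nothing. For the odds ratios of genotype DEGs by chromosome, under control conditions and under drought, most other divisions had no DEGs and thus no odds ratio, so 1 of 35 decides nothing there either. Over all 4 groups, 40 divisions were refitted for each result. For the union of genes and for common drought DEGs 1 of 40, the real one, gave as many, with treatment labels exchanged within genotypes. For Swarna-unique and for DTY-IL-unique genes 2 of 40 gave as many, with genotype labels exchanged within treatments. The other one kept every drought library in its group and exchanged 2 control libraries, with 373 Swarna-unique and 87 DTY-IL-unique genes.

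A hypothesis made from these libraries is that DTY-IL has the same drought response as Swarna at a smaller size. Over 20931 genes with a mean of at least 50 counts, the size of the DTY-IL response was 0.698 of the Swarna response (exact permutation test over 2450 divisions, p = 0.00898), and 0.637 without DTY-IL drought replicate 3 to 0.771 without DTY-IL drought replicate 1. The uncentred correlation (cosine) of the effects across genes, corrected for noise, was 1.00, and 0.984 to 1.025 with 1 library left out. The correction can carry it above 1 and genes are not independent replicates, so it does not show identical patterns. Library size is argued against, since total counts of the drought groups differed by 47530 on average (exact permutation test, p = 0.914). Compared directly on PC1, the drought groups did not differ detectably (DTY-IL minus Swarna -19.4, exact permutation test, p = 0.143). On simulated counts with a response of the same size in both genotypes, Swarna-unique genes numbered at most 50, below the 315 observed and the 137 or more of the fits without 1 replicate. With a response in DTY-IL that is a fixed share of that in Swarna, Swarna-unique genes numbered up to 339, so a smaller response could give as many. That share was estimated from these libraries, so its count is no independent evidence. Both models also leave out variation shared by the genes of a library. DTY-IL-unique genes numbered at most 56 in the first model and at most 33 in the second, below the 66 observed but within the 26 to 105 of the fits without 1 replicate, so this count excludes neither model. That model also gave more genotype DEGs under drought, 1642 on average against 1131, and fewer common ones, 4642 against 4900. A drought that reached the DTY-IL plants later or less, for example through water use, and a weaker response at the same drought both stay open and were not tested.

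The clustering of genotype DEGs on the chromosomes that carry N22 segments could come from reads of N22 alleles that map less well to the Nipponbare reference, which would lower these genes in DTY-IL. Of 219 genes on these chromosomes that were genotype DEGs in both treatments in the same direction, 54.3% were higher in DTY-IL (95% exact confidence interval 47.5% to 61.1%), which argues against it as the whole cause. Swarna alleles that map less well would raise genes in DTY-IL, so poorer mapping of alleles of both genotypes stays open, as does a difference in expression between the alleles, and single genes were not tested.

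Of 343 windows of up to 100 tested genes, 9 held more such genes than the highest of the shuffled windows allows at 95%. They comprised 7 on the chromosomes the text names as carrying N22 segments and 2 adjacent windows on chromosome 11, from LOC_Os11g32500 to LOC_Os11g36620, which held 22 such genes of 200 tested. Chance clustering is argued against, since 6e-04 of the shuffles had a window as full as the less full of the 2. Of the 22 genes, 68.2% were higher in DTY-IL (95% exact confidence interval 45.1% to 86.1%). Alleles of either genotype could map less well to the Nipponbare reference, so this share decides nothing, and poorer mapping and a difference in expression cannot be told apart for these genes. A segment of N22 in this part of chromosome 11 may be a candidate explanation and was not tested. LOC_Os11g32610 and LOC_Os11g32580 lie in it, 2 of the 19 genes with an interaction. Of these 19 genes, 12 lay on the named chromosomes.

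In the panicle, LOC_Os03g13200 and LOC_Os07g01370, which the paper discusses for the flag-leaf, changed under drought by -2.63 (adjusted p = 0.0982) and -3.50 (adjusted p = 0.0133) on the log2 scale in DTY-IL and by -0.27 (adjusted p = 0.883) and -0.11 (adjusted p = 0.936) in Swarna (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The interaction was not past the threshold for either gene (adjusted p = 0.604 and 0.333, same test). In DTY-IL control these genes had 89 to 4806 and 98 to 930 counts per library. Without DTY-IL control replicate 3 the change in DTY-IL was -0.32 (adjusted p = 0.826) for LOC_Os03g13200 and -2.68 (adjusted p = 0.0382, edgeR) for LOC_Os07g01370, and over the 15 fits without 1 replicate the latter's adjusted p was 0.00151 to 0.0425 (same test). LOC_Os01g66820, also discussed for the flag-leaf, had fitted log2 fold changes in the panicle of 2.62 between the genotypes under drought (adjusted p = 0.0739), -2.04 for drought in Swarna (adjusted p = 0.0692) and -0.54 for drought in DTY-IL (adjusted p = 0.545, same test). Every Swarna drought library was at or under the limit of 3 counts, so the first 2 depend on the prior count. The gene had 5 to 22 counts in the DTY-IL drought libraries and 3 to 9 in the Swarna control libraries.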
